# A single-cell transcriptional atlas reveals resident progenitor cell niche functions in TMJ disc development and injury

**DOI:** 10.1038/s41467-023-36406-2

**Published:** 2023-02-14

**Authors:** Ruiye Bi, Qing Yin, Haohan Li, Xianni Yang, Yiru Wang, Qianli Li, Han Fang, Peiran Li, Ping Lyu, Yi Fan, Binbin Ying, Songsong Zhu

**Keywords:** Cell division, Stem-cell niche, Musculoskeletal development

## Abstract

The biological characteristics of the temporomandibular joint disc involve complex cellular network in cell identity and extracellular matrix composition to modulate jaw function. The lack of a detailed characterization of the network severely limits the development of targeted therapies for temporomandibular joint-related diseases. Here we profiled single-cell transcriptomes of disc cells from mice at different postnatal stages, finding that the fibroblast population could be divided into chondrogenic and non-chondrogenic clusters. We also find that the resident mural cell population is the source of disc progenitors, characterized by ubiquitously active expression of the NOTCH3 and THY1 pathways. Lineage tracing reveals that *Myh11*^+^ mural cells coordinate angiogenesis during disc injury but lost their progenitor characteristics and ultimately become *Sfrp2*^+^ non-chondrogenic fibroblasts instead of *Chad*^+^ chondrogenic fibroblasts. Overall, we reveal multiple insights into the coordinated development of disc cells and are the first to describe the resident mural cell progenitor during disc injury.

## Abstract (web summary)

The transcriptional network in TMJ disc development and injury remains poorly characterized. Here they generate a scRNA-seq atlas of mouse TMJ disc, and identify the resident progenitor population and how its transcriptional reprogramming contributes to disc repair.

## Introduction

The temporomandibular joint (TMJ) is a unique joint in the craniofacial system that is essential for normal masticatory functions, including talking, chewing, swallowing and facial expression. The TMJ is mainly composed of the articular condyle, articular disc, articular fossa, fibrous capsule, and synovial membrane. A crucial element in the TMJ, the articular disc is a dense and versatile fibrocartilaginous structure that facilitates load bearing and congruity and prevents bone-to-bone contact throughout chewing movement^1^. A dysfunctional TMJ disc is the most prevalent TMJ disorder and manifests as disc displacement, thinning and perforation^2^. These pathological conditions of the disc often act as antecedents to a series of degenerative changes that can affect the entire TMJ, ultimately causing symptomatic TMJ disarrangement that affects 5%~30% of people worldwide, with an estimated annual health cost of $4 billion^2–4^.

The articular disc has long been known to be an avascular and noninnervated tissue;^1^ therefore, its low regeneration capacity has been the greatest challenge for the restoration of TMJ disarrangement, with the current clinical strategy being limited to pain management, followed by eventual joint replacement^5^. In contrast to that of organic diseases in other fibrocartilage tissues, such as the meniscus and intervertebral disc, the complex etiology of TMJ disc damage is still unclear due to limited knowledge of the cell types, functions, and molecular networks within the disc. Multiple studies have investigated the cellular compositions of TMJ discs in different species, including rats^6^, rabbits^7^, pigs^8^, primates^6,9^ and humans^10,11^. These studies simply divided cells into fibroblasts (FBs) and chondrocyte-like cells, whose cell proportions and matrix secretion behavior change with aging and in the context of osteoarthritis (OA). However, disc cells have distinct spatial specializations, with a collagen fiber network oriented in different directions, reflecting varying mechanical properties. These dynamic temporal-spatial changes in TMJ discs under physiological and pathological conditions can clearly not be fully explained by the current rough cell type classification. The lack of a detailed characterization of the complex cellular network in the disc severely limits the development of innovative targeted therapies and biotherapies for TMJ-related diseases.

Recently, many works have investigated different fibrocartilage and hyaline cartilage tissues by using single-cell analyses^12–16^. Understanding these tissues at the single-cell level can provide insights into the onset and progression of pathology. Considering our limited understanding of the cellular composition of TMJ discs over the past decade, defining disc subpopulations at the single-cell level would both deepen our understanding of the developmental process of TMJ discs and improve the likelihood of generating pluripotent cell derivatives for biotherapy and tissue engineering for this delicate tissue.

Here, we performed a comprehensive single-cell RNA sequencing (scRNA-seq) analysis of mouse TMJ disc tissues across development. We identified four principal cell types and 9 clusters with diverse transcript expression characteristics and cellular functions. Among the cell clusters, the cells in the most clusters, FBs, are heterogeneous in terms of biological processes related to ECM secretion and metabolism. The cells in the endothelial cell (EC) cluster and macrophage (MPh) cluster are mainly distributed in the junction of the anterior band and attachment, suggesting potential roles of this region in the inflammatory response. More importantly, a distinct mural cell (MC) cluster was found to have the characteristics of mesenchymal pluripotent cells for TMJ disc injury repair. In summary, this work provides a critical resource for understanding the cellular components and signaling networks defining TMJ disc development and can be used to aid in the molecular identification of different cell subtypes. This work will enable the development of new approaches to TMJ disc restoration and support the use of the most regenerative cells from TMJ discs in cell-based therapies.

## Results

### scRNA-Seq captures four major TMJ disc cell populations

To dissect the cellular composition and transcriptional changes of the murine TMJ disc during postnatal development, we obtained mouse TMJ disc tissues at different postnatal developmental stages (newborn stage: 3-day-old (d3); juvenile stage: 3-week-old (3 w); adult stage: 16-week-old (16 w); aged stage: 78-week-old (78 w)) and profiled the disc cells by scRNA-seq. 

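The temporomandibular joint (TMJ) disc is the fibrocartilage plate between the mandibular condyle and the temporal bone. Discs of newborn (3 d), juvenile (3 w), adult (16 w) and aged (78 w) mice were digested with Pronase and then with Collagenase P, and 1 library per stage was made with the 10x Genomics 3′ kit. In this assay each captured transcript carries a unique molecular identifier (UMI), so that copies made by PCR are counted as 1 molecule. The authors deposited, for each library, the UMI counts per gene and cell barcode of the barcodes that Cell Ranger took as cells, without normalization. These held 15169 barcodes and 125130270 UMIs at 3 d, 9401 barcodes and 125427849 UMIs at 3 w, 8786 barcodes and 88998394 UMIs at 16 w, and 10125 barcodes and 105309834 UMIs at 78 w. The lowest UMI count of any barcode was between 500 and 502 in each library. From these counts, barcodes with more than 200 UMIs and at most 30% of UMIs from mitochondrial genes were kept, the libraries were integrated with Seurat anchors, and clusters were formed at a resolution of 0.2. The genes that the paper names were left out of the principal component analysis behind the clusters, and those among the integration features were still used for the anchors and the integration. Expression in a cluster is given as CPM, in which the UMIs of a gene, summed over the cells of the cluster in a library, are scaled by the sum of all their UMIs. With 1 library per stage there are no replicates, so no test was made and no difference between stages has a replicate check. Intervals are exact Poisson 95% intervals for sums of UMIs and exact Clopper-Pearson 95% intervals for shares of cells, and cover counting error only. The 3 d library came from pups of both sexes and the 3 w, 16 w and 78 w libraries from males, so sex differs along with age at 3 d.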

We prepared single-cell suspensions from TMJ disc tissues and performed scRNA-seq using the 10x Genomics platform (Fig. 1a).

**Fig. 1:**
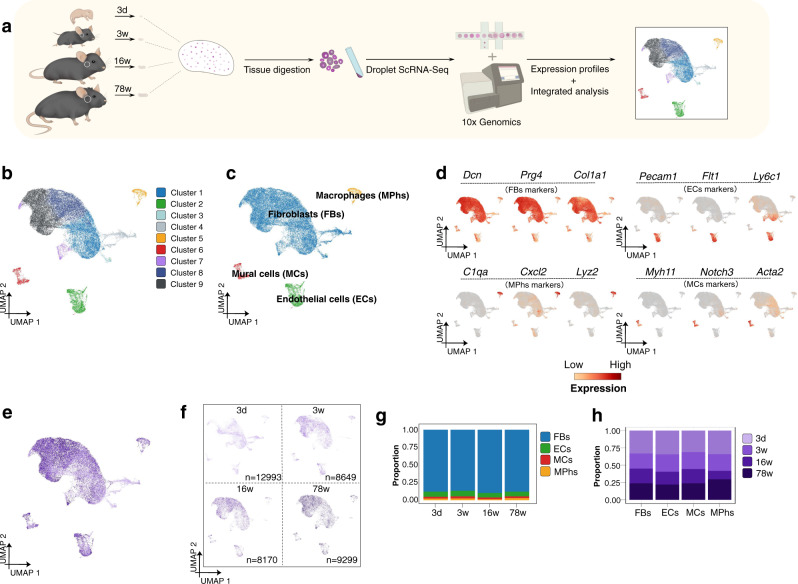
scRNA-Seq captures four main cell populations in mouse TMJ disc. **a** Schematic of the mouse TMJ disc tissues dissected for single-cell transcriptomic analyses. **b** Dimension reduction presentation (via UMAP) of combined single-cell transcriptome data from TMJ discs of newborn, juvenile, adult and aged mice (*n* = 39111). Each dot represents a single cell and is labeled with corresponding cell categories and colored according to its cell type identity. Clusters were generated using a resolution of 0.2 prior to subclustering into major cell types according to the Methods. The Seurat 3 R-Package segregation grouped the cells into 9 distinct cell clusters. **c** Disc cells were classified into four principal cell types according to cell assemblies on the UMAP plot. Blue: fibroblasts (FBs), *n* = 34420; yellow: macrophages (MPhs), *n* = 2780; green: endothelial cells (ECs), *n* = 1030; and red: mural cells (MCs), *n* = 881. **d** Expression patterns of selected markers projected on the UMAP plot (**a**). For each main cell type, cell type-defining genes identified by manual review are shown to represent the location of the cluster in UMAP. **e** Dimension reduction presentation (via UMAP) of integrated single-cell transcriptome data for all stages. Each dot represents a single cell and is labeled by different color depths according to stage. **f** Dimension reduction presentation (via UMAP) of single-cell transcriptome data at each stage (3 d, 3 w, 16 w, and 78 w). Each dot represents a single cell and is labeled by different color depths according to stage. **g** Bar graph of relative cell proportions by mouse stage. Blue: fibroblasts (FBs); yellow: macrophages (MPhs); green: endothelial cells (ECs); and red: mural cells (MCs). **h** Bar graph of the relative cell proportions of the main cell types, showing the contribution of each tissue stage to each cell type. Cell proportions were labeled by different color depths according to stage.

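With more than 200 UMIs and at most 30% mitochondrial UMIs, 14959 of 15169 barcodes were kept at 3 d, 9372 of 9401 at 3 w, 8775 of 8786 at 16 w and 10115 of 10125 at 78 w. Over the 4 stages this left 43221 cells and took out 260. The median UMI count per retained cell was 7721 at 3 d, 12496 at 3 w, 9234 at 16 w and 9466 at 78 w. Because each barcode in the files had at least 500 UMIs, the minimum of 200 UMIs took out no barcode by itself, and the mitochondrial limit set the number kept. Doublets were kept, since the paper's methods text describes no doublet removal. With at least 1000 UMIs and at most 10% mitochondrial UMIs, 40747 cells were left. Removal of doublets and a pair of filters on genes and mitochondrial share, which were chosen after seeing the data, left between 39111 and 39600.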

A total of 43481 cells were captured, of which 39111 cells were retained after quality control analysis. 

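The files list 27998 genes, and 22358 of them had at least 1 UMI in a retained cell of the 4 normal libraries. A UMI in at least 3 cells was found for 20287 genes, and a UMI in at least 10 cells for 18356 genes. The median number of genes detected per cell was 2310 at 3 d, 3262 at 3 w, 2579 at 16 w and 2590 at 78 w, in the order of the libraries' median UMI counts. Of the 27998 Ensembl gene identifiers, 27645 (98.7%) were found in GENCODE M21, the annotation of GRCm38 used here for gene positions, while the files name no genome build.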

In total, we captured the expression of 21340 genes. Dimensionality reduction approaches were used to visualize all 39111 cells in low-dimensional space, in which each cell’s coordinates were estimated to preserve the expression similarity in UMAP plots. 

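The cells were clustered together with those of a library of injured discs, so that the same classes serve every comparison. At a resolution of 0.2 they fell into 11 clusters, numbered by size. Clusters were named from marker genes listed before the data were examined, with a scoring rule that was set after the clusters had been seen. Clusters 1, 2 and 3 were stromal and held 34592 cells of the 4 normal libraries. They are called by number here, because the 10 leading genes of cluster 1 include Ibsp and Col2a1, those of cluster 2 include Kera and Tnmd, and both lack the listed fibroblast markers. Cluster 4 was endothelial cell (EC)-like with 3193 cells, cluster 6 was macrophage (MPh)-like with 988 cells, and cluster 7 was mural cell (MC)-like with 1149 cells. The other clusters were counted on their own. Cluster 5, of 1763 normal cells, was led by skeletal muscle genes, but over the 5 libraries its median UMI count was 0.106 of that of its own libraries. Of its normal cells 19.6% had a UMI of any of 12 listed muscle genes, from 22.9% at 3 d to 1.35% at 78 w. Cluster 8, of 1038 normal cells, was synovial lining fibroblast-like, cluster 9, of 376, was erythroid-like, and cluster 10, of 28, stayed unnamed. Without integration the same cells formed 14 clusters, and at a resolution of 0.5 they formed 18.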

After unsupervised graph clustering of the 4 datasets combined (3 d, 3 w, 16 w, and 78 w), the Seurat 3 R-Package was used to segregate the captured cells into 9 distinct cell clusters, which were classified into four principal cell types according to the cell assemblies on the UMAP plot: the fibroblast (FB) cluster, the macrophage (MPh) cluster, the endothelial cell (EC) cluster, and mural cell (MC) cluster (Fig. 1b, c). We plotted the fraction of cells expressing each marker across all stages using the genes in the heatmap of the top 20 differentially expressed genes (DEGs) of the four principal cell types^13,17–23^ (Fig. 1d, and S1a). We also provide examples of the many additional markers that were used to define these cell types in Fig. S1b–h.

Previous reports showed that the cellular composition of different tissues and cell types tends to vary with age^24^. In our TMJ disc samples, we investigated how the fractions of different cell clusters changes during postnatal growth and aging. 

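As a share of all retained cells of a library, stromal clusters 1 to 3 made up 71.6% (95% interval 70.8 to 72.3) at 3 d, 84.3% (83.6 to 85.0) at 3 w, 87.4% (86.6 to 88.1) at 16 w and 82.3% (81.5 to 83.0) at 78 w. The EC-like cluster held 7.94%, 8.03%, 6.54% and 6.71% of the cells at these stages. The MPh-like cluster held 2.33%, 2.50%, 1.28% and 2.91%, and the MC-like cluster 2.36%, 2.93%, 2.77% and 2.75%. The MPh-like share at 16 w (95% interval 1.05 to 1.53) lay below those of the other stages by more than counting error. The clusters kept out of these classes took a larger part of the 3 d library than of the others. Cluster 5 held 9.79% of the cells at 3 d and 0.896%, 0.752% and 1.46% at 3 w, 16 w and 78 w. Cluster 8 held 3.49%, 0.918%, 1.12% and 3.28%, and cluster 9 held 2.26%, 0.0213%, 0.0456% and 0.316%. Cluster 10 held 0 of the cells at 3 d and 16 w, 0.288% at 3 w and 0.00989% at 78 w. With every cluster outside the EC-like, MPh-like and MC-like ones counted as fibroblasts, which was the alternative that moved the stromal share most, the share was 87.4% at 3 d, 86.5% at 3 w, 89.4% at 16 w and 87.6% at 78 w.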

We found that the four principal cell types had relatively conserved cell proportions, and all principal cell types were found to be widely expressed from newborn (3 d) to aged (78 w) mice (Fig. 1e, f). We also found that the numbers of the 4 cell types at different stages and the numbers of a single cell type at different stages were proportionate (Fig. 1g, h). This finding signified that the 4 types of cells constantly maintained their functions over the postnatal life cycle of mice. On the other hand, the transcript expression patterns of the cell clusters were dynamic. 

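Of the 3193 EC-like cells, 37.2% came from the 3 d library, 23.6% from 3 w, 18.0% from 16 w and 21.3% from 78 w. The 1149 MC-like cells came to 30.7%, 23.9%, 21.1% and 24.2% from these stages, and the cells of stromal clusters 1 to 3 to 30.9%, 22.8%, 22.2% and 24.1%. Of the 988 MPh-like cells, 35.2% came from 3 d, 23.7% from 3 w, 11.3% from 16 w and 29.8% from 78 w. These percentages also follow the number of cells captured per library, which was highest at 3 d. From the proportions at each stage, the paper reasons that the 4 cell types keep their functions over postnatal life.

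**Figure D1:**
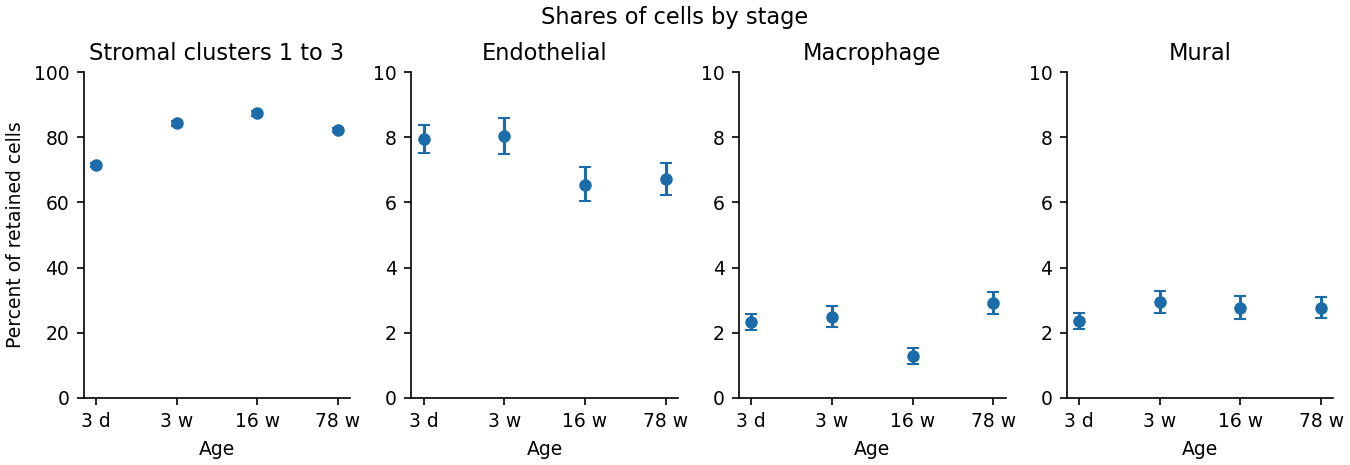
Percent of the retained cells of each library (y axis) by age (x axis) in stromal clusters 1 to 3 and in the endothelial, macrophage and mural clusters. Points are 1 library each and bars are 95% Clopper-Pearson intervals. The stromal axis runs to 100% and the others to 10%. The stromal share is lowest at 3 d with 71.6%, and the macrophage share is lowest at 16 w with 1.28%.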

The DEGs of the four principal cell types had marked expression variations (Fig. S1a–h). For example, the average expression levels of several FB DEGs, such as *Prg4* (5.5:1) and *Cilp* (9.1:1), were several times higher in aged (78 w) mice than in newborn (3 d) mice. 

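Prg4, which encodes lubricin (Ensembl ENSMUSG00000006014; chromosome 1 of GRCm38, 150449412 to 150466165, minus strand), had 93.0 CPM (95% interval 91.2 to 94.9) in stromal clusters 1 to 3 at 3 d. It rose to 2820 CPM at 3 w, 7860 at 16 w and 11919 (11897 to 11942) at 78 w. The ratio of 78 w to 3 d was 128 (126 to 131). Cilp (ENSMUSG00000042254; chromosome 9, 65265180 to 65280605, plus strand), which encodes cartilage intermediate layer protein, had 45.9 CPM (44.6 to 47.3) at 3 d, 1467 at 3 w, 2495 at 16 w and 2709 (2699 to 2720) at 78 w, a ratio of 59.0 (57.3 to 60.8). By cluster number, the ratio of Prg4 was 128 in cluster 1, 104 in cluster 2, 54.6 in cluster 3 and 46.0 in cluster 8. That of Cilp was 90.5, 30.6, 23.6 and 29.9. With the 3 stromal clusters given equal weight in both libraries, the ratios were 93.7 for Prg4 and 44.5 for Cilp. The alternative that moved them most was the ratio of the mean log-normalized values, ln(1 + UMIs per 10000), which gave 19.5 for Prg4 and 13.3 for Cilp. In EC-like cells, which should lack both genes, Prg4 had 40.8, 457, 1855 and 2764 CPM from 3 d to 78 w and Cilp had 11.9, 351, 569 and 559 CPM.

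**Figure D2:**
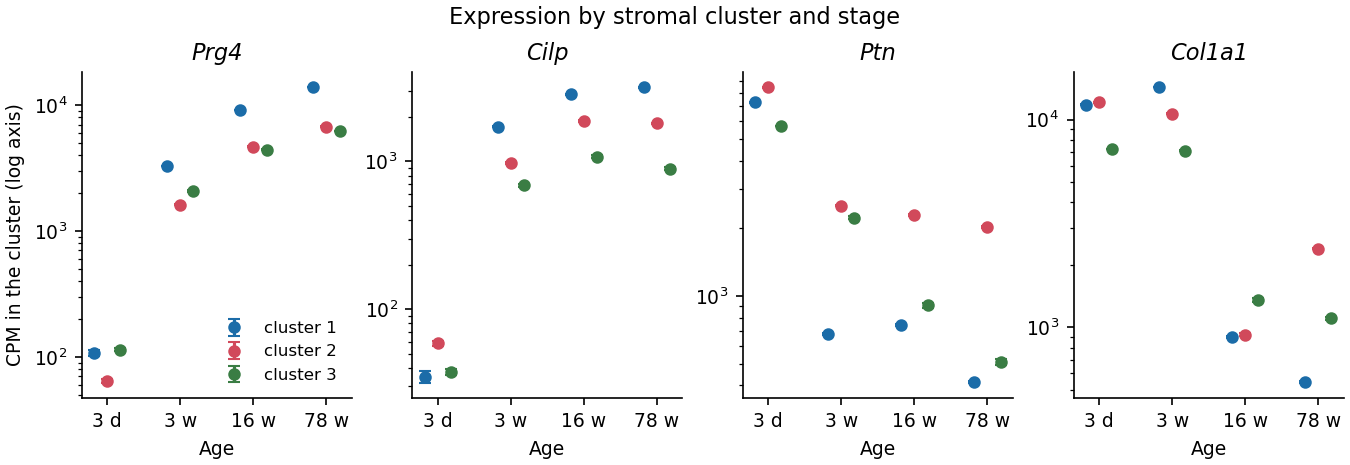
CPM (y axis, log scale, each gene on its own range) of Prg4, Cilp, Ptn and Col1a1 by age (x axis) in stromal clusters 1, 2 and 3. Points are sums over the cells of 1 cluster in 1 library, and bars are 95% Poisson intervals, mostly smaller than the points. Prg4 and Cilp lie higher at 78 w than at 3 d in each of the 3 clusters, and Ptn and Col1a1 lie lower.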

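Ptn, which encodes pleiotrophin (ENSMUSG00000029838; chromosome 6, 36714929 to 36810220, minus strand), had 7011 CPM (95% interval 6994 to 7027) in stromal clusters 1 to 3 at 3 d, 1209 at 3 w, 1089 at 16 w and 689 (684 to 694) at 78 w. It was 10.2-fold lower at 78 w than at 3 d. Col1a1, which encodes the alpha 1 chain of type I collagen (ENSMUSG00000001506; chromosome 11, 94936224 to 94953042, plus strand), had 9745 CPM (9725 to 9764) at 3 d, 12965 at 3 w, 937 at 16 w and 907 (901 to 913) at 78 w. Its highest value was thus at 3 w, and it was 10.7-fold lower at 78 w than at 3 d. As ratios of 78 w to 3 d by cluster number, Ptn was at 0.0570 in cluster 1, 0.238 in cluster 2, 0.0890 in cluster 3 and 0.00732 in cluster 8. Col1a1 was at 0.0462, 0.198, 0.153 and 0.0735. At equal weight of the 3 stromal clusters, Ptn was 7.29-fold and Col1a1 7.69-fold lower at 78 w. In EC-like cells, Ptn had 2039, 326, 312 and 211 CPM and Col1a1 had 3292, 2867, 256 and 143 CPM from 3 d to 78 w.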

At the same time, the levels of some FB DEGs, such as *Ptn* (1:0.51) and *Col1a1* (1:0.48), were significantly higher in 3-day-old mice than in 78-week-old mice (Fig. S1c). This phenomenon was also observed for multiple DEGs of the other principal cell types (Fig. S1e, g, i). This observation showed that a specific type of cell may play distinct roles at different developmental stages via fine transcriptional regulation in a single cell.

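In MPh-like cells, C1qa had 1884 CPM at 3 d, 2641 at 3 w, 2878 at 16 w and 4282 at 78 w, a ratio of 78 w to 3 d of 2.27. Tnf went from 2045 to 754, 256 and 304 CPM, a ratio of 0.149, and Mrc1 from 1090 to 643, 663 and 658, a ratio of 0.604. In EC-like cells, Pecam1 had 616, 919, 1029 and 929 CPM over the 4 stages, a ratio of 1.51. Ly6c1 had 525, 1741, 1852 and 1595 CPM, and Ly6e had 472, 676, 1028 and 865. Fabp4 was at 3470, 2436, 2393 and 3169 CPM, and its ratio of 0.913 was the only one of the ratios given here that changed direction with the processing, to 1.01 with equal weight for every cell. In MC-like cells, Myh11 rose from 187 CPM at 3 d to 766, 2457 and 2422, a ratio of 13.0 (95% interval 11.9 to 14.2). Acta2 had 3253, 1654, 5569 and 4556 CPM, and Mylk 540, 456, 1343 and 1293.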

### FBs show heterogeneity in TMJ disc development and aging

When dissecting the TMJ discs from mice at different postnatal stages, the diameters of the discs were strikingly increased (by 3.0 times from 3 d to 16 w), in contrast with observations for many other tissues with a relatively limited size increase from the neonatal stage, such as the brain and most visceral organs (Fig. 2a, b). Since the regulation of organ size is based on progenitor cell numbers and growth factors that determine cell diversity to meet the need for functionality in vertebrates^25^, this phenomenon signified that the large increase in disc size during postnatal development is a general representation of active proliferation and matrix secretion of disc cells, probably as a result of adaptation of jaw functions for chewing and phonating after birth. To further investigate the mechanism underlying cellular activity related to disc function and morphology at the single-cell level, we focused on FBs, which are considered the main cell component in TMJ discs in different species^6,8,9,11^. Our scRNA-Seq data showed that the FB clusters consisted of 88.0% of the total cells (34422/39111, Fig. 2c). 

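Stromal clusters 1 to 3 held 34592 of the 43221 retained cells, or 80.0% (95% interval 79.7 to 80.4). With the synovial lining fibroblast-like cluster 8 added, the count was 35630 cells, or 82.4%. Counting every cell outside the EC-like, MPh-like and MC-like clusters as a fibroblast gave 37891 cells, or 87.7%. The cell names were rebuilt here from marker genes, and the denominator differs from the paper's 39111 cells.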

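The fibroblasts were not clustered again on their own here. Within the clustering of all cells at a resolution of 0.2, the stromal cells formed 3 clusters, of 22135, 11834 and 7457 cells over the 5 libraries, beside the synovial lining fibroblast-like cluster 8 of 1243 cells. Shares of the single stromal clusters are not compared between stages, since genes that lead cluster 1, such as Lcn2 and Cytl1, themselves changed with the stage. The number of stromal clusters depended on the settings, with 10 at a resolution of 0.5 and 5 without integration, and it stayed at 3 with the named genes kept in the principal component analysis.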

Unsupervised clustering of FBs identified 6 distinct subclusters. To determine the identity of the FB tissues included in our samples, we utilized several recent transcriptomic studies of murine and human FBs^17–19^ and gene ontology (GO) analyses as our guide (Fig. S1a, and S2a, b). We found multiple biological processes and pathways that were differentially regulated during postnatal development and metabolism in TMJ discs. Notably, GO analyses showed that the enriched biological processes of multiple FB clusters are closely related to ECM organization and functions (Fig. S2b). Thus, we investigated the expression patterns of ECM markers in FBs. 

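Means of CPM over the 4 normal libraries, each with equal weight, were taken for clusters 1, 2, 3 and 8. The elastin gene Eln was at 98.8, 317, 1322 and 154 CPM in these clusters, and Serpinf1 at 247, 896, 1316 and 202, so that both were highest in cluster 3. Col3a1 was also highest there, with 6480 CPM against 2747, 4221 and 2493 in clusters 1, 2 and 8. Postn was close between clusters 2 and 3, at 658 and 597 CPM, and lower in clusters 1 and 8, at 378 and 105. Fn1, the gene of fibronectin, stood at 11755 CPM in cluster 8 and at 2000, 1931 and 2419 CPM in clusters 1, 2 and 3. Cilp2 was highest in cluster 1 with 574 CPM, against 170, 34.5 and 126 CPM in clusters 2, 3 and 8. None of these genes entered the principal component analysis, but those among the integration features took part in the anchors and the integration.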

Within the FB fraction, different clusters exhibited various ECM signatures; for example, DEGs of the FB1 cluster included *Eln*, *Postn*, *Serpinf1* and *Col3a1*, DEGs of the FB4 cluster included *Col22a1* and *Fn1*, and DEGs of the FB6 cluster included *Chad* and *Cilp2* (Fig. S2a). Meanwhile, the heatmap of ECM expression showed a dynamic expression distribution in different FB clusters (Fig. 2d). For example, in FB1 and FB2 clusters, *Col5a1*, *Col12a1*, *Col14a1* and *Fndc1* were highly expressed, which are genes associated with fibrillogenesis and fibrillary homeostasis in connective tissues^26–29^. 

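Over the same means, Col14a1 was at 776 CPM in cluster 3, 641 in cluster 2, 351 in cluster 1 and 100.0 in cluster 8. Fndc1 had the same order, with 330, 196, 132 and 106 CPM. Col12a1 was highest in cluster 2 with 238 CPM, against 194 in cluster 1, 125 in cluster 3 and 35.3 in cluster 8. Col5a1 differed little between the 3 stromal clusters, at 355, 395 and 416 CPM in clusters 1, 2 and 3, and was at 203 CPM in cluster 8.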

In the FB5 and FB6 clusters, *Chad*, *Comp* and *Cilp* appeared to be more active ECM markers, which are genes associated with chondrogenesis and injury repair in fibrocartilage^30,31^. 

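Chad, which encodes chondroadherin (chromosome 11, 94565047 to 94569127, plus strand), had a mean of 2295 CPM in cluster 1, 615 in cluster 2, 160 in cluster 3 and 191 in cluster 8. Comp (chromosome 8, 70373558 to 70382066, plus strand), which encodes cartilage oligomeric matrix protein, was at 5611, 3834, 1497 and 754 CPM in these clusters. For Cilp the values were 1933, 1173, 671 and 570 CPM. Cluster 1 was thus highest for each of the 3 genes, in the means over the libraries.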

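Col22a1, which encodes a fibril-associated collagen, had a mean of 258 CPM in the synovial lining fibroblast-like cluster 8, between 213 and 288 CPM in the 4 normal libraries. In clusters 1, 2 and 3 it was at 6.90, 1.41 and 3.28 CPM.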

*Co22a1* is especially active in the FB4 cluster, suggesting potential functions related to myotendinous junctions and vascular stability in this cell population^32–34^ (Fig. 2d).

**Fig. 2:**
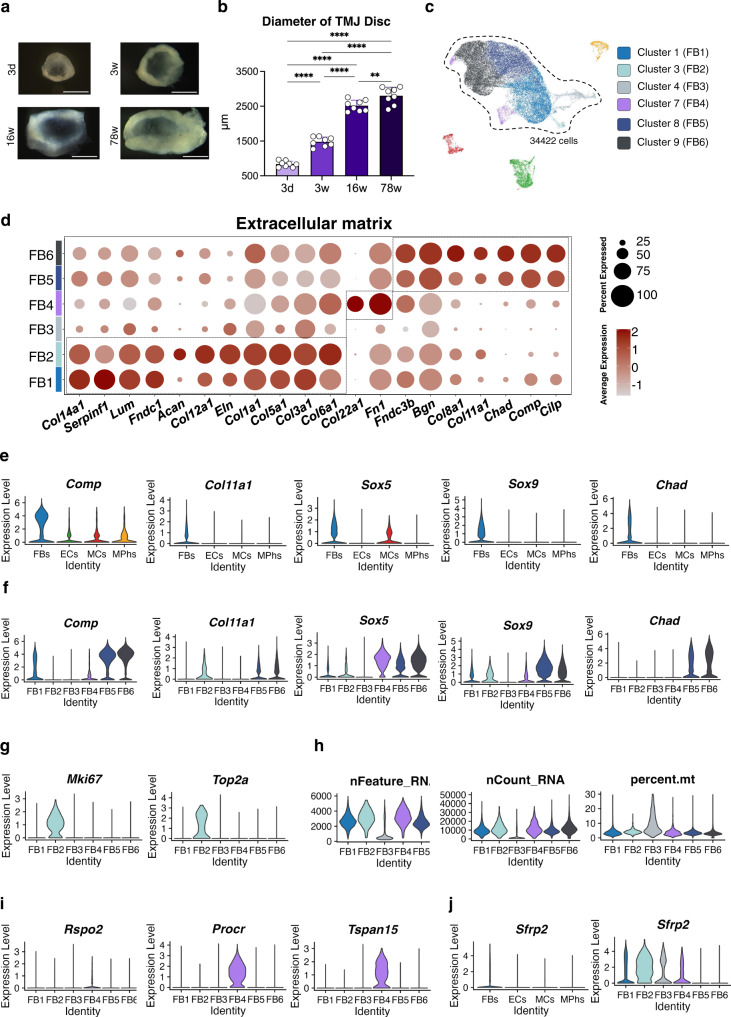
The differentially expressed gene pattern distinguishes 6 fibroblast cell clusters. **a** TMJ disc tissues were dissected at different stages. Scale bar = 500 μm. *N* = 8 independent animals at each stage with similar results. **b** The diameter of each disc was measured under a stereoscopic microscope. Data are presented as mean values + /-SD. *N* = 8 independent animals at each stage. The one-way ANOVA with Tukey’s multiple comparison test was used, ^**^p = 0.0097, ^****^p < 0.0001. Scale bar: 500 μm. **c** UMAP of fibroblast clusters (FB1-FB6). Clusters were generated using a resolution of 0.2 prior to subclustering into major cell types according to the Methods. **d** Extracellular matrix markers of FBs. Blue: fibroblasts (FBs); yellow: macrophages (MPhs); green: endothelial cells (ECs); and red: mural cells (MCs). **e** Violin plot of the expression of selected differentially expressed genes (DEGs) of chondrogenesis related FB clusters in the four principal cell types. Expression values are nonnormalized. **f** Violin plot of the expression of selected DEGs of chondrogenesis related FB clusters in different FB clusters. Expression values are nonnormalized. **g** Violin plot of the expression of selected DEGs of non-chondrogenic FB cluster (proliferation). Expression values are nonnormalized. **h** Violin plot of the expression of selected DEGs of non-chondrogenic FB cluster (apoptosis). Expression values are nonnormalized. **i** Violin plot of the expression of selected DEGs of non-chondrogenic FB cluster (chondrogenesis inhibition). Expression values are nonnormalized. **j** Violin plot of the expression of *Sfrp2*. Expression values are nonnormalized.

We also compared ECM features of TMJ discs at different postnatal stages (Fig. S3a). At 3 d, *Col12a1*, *Col14a1* and *Dpt* were highly expressed. 

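In stromal clusters 1 to 3, Col12a1 had 456 CPM (95% interval 452 to 460) at 3 d and 87.2, 78.8 and 80.2 CPM at 3 w, 16 w and 78 w. Col14a1 had 799 CPM (793 to 804) at 3 d and 315, 289 and 312 CPM at the later stages. Dpt, which encodes dermatopontin, was at 311 CPM (308 to 314) at 3 d, 215 at 3 w, 213 at 16 w and 258 at 78 w. By cluster number, Col12a1 was highest at 3 d in each of clusters 1, 2 and 3. Col14a1 was highest at 3 d in clusters 1 and 2 but at 78 w in cluster 3, with 989 CPM against 677 at 3 d, and Dpt was highest at 3 d in cluster 1 and at 78 w in clusters 2 and 3. Without integration, which moved both most among the alternatives, the ratio of 78 w to 3 d went from 0.831 to 0.275 for Dpt and from 0.391 to 0.204 for Col14a1.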

At 78 w, *Fn1*, *Comp* and *Cilp* were actively expressed. 

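Fn1 rose in stromal clusters 1 to 3 from 800 CPM at 3 d to 1640 at 3 w, 1761 at 16 w and 3852 (95% interval 3839 to 3865) at 78 w. Comp rose from 55.4 CPM to 5585, 5841 and 8117 (8099 to 8136). Cilp was also highest at 78 w over the 3 clusters together, while in clusters 2 and 3 it was highest at 16 w, and Comp in cluster 3 was highest at 16 w.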

Among the different stages, discs at 3 w were found to have the most abundant and active ECM expression. These discs showed high expression levels of both the early-stage markers *Col3a1* and *Col5a1* and the late-stage markers *Comp* and *Dcn*, which are vital for the structural stability of the ECM and mechanical strength sensing of fibrocartilage^35–38^. 

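The 16 extracellular matrix (ECM) genes that the paper names in these paragraphs were compared between the 4 stages in stromal clusters 1 to 3. The highest CPM lay at 3 d for 9 of the 16 genes, at 3 w for 2, at 16 w for 2 and at 78 w for 3. Serpinf1 (747 CPM) and Cilp2 (1320 CPM) were the genes with their highest value at 3 w. The summed CPM of the 16 genes was 20354 at 3 d, 40458 at 3 w, 43490.0 at 16 w and 45573 at 78 w, with Dcn as the largest part from 3 w on. The order of these sums rests on the genes included. With Col1a1, which is not among the 16 and had its highest stromal value at 3 w, the sum was 30099 at 3 d, 53423 at 3 w, 44427 at 16 w and 46480 at 78 w. Over a longer list of 27 matrix genes it was 36959, 65704, 57606 and 64714 CPM. Some of the 27, such as Bgn, Lum and Col4a1, are not named in the article's text. Over the 3 clusters together, 3 w was thus highest with either list, both chosen after the values of the 16 genes were seen. By cluster number, 3 w was highest with both lists in clusters 1 and 3, but 78 w was in cluster 2. There the sums at 3 w and 78 w were 45416 and 49472 CPM with Col1a1, and 55177 and 63190 CPM over 27 genes.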

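Col3a1 had 8301 CPM in stromal clusters 1 to 3 at 3 d, 5152 at 3 w, 610 at 16 w and 996 at 78 w, and Col5a1 had 841, 341, 133 and 175 CPM. Dcn, the gene of decorin, had 3203 CPM at 3 d, 21680 at 3 w, 27864 at 16 w and 26262 at 78 w. At 3 w, over the 3 clusters together, Col3a1 thus stood between its 3 d and its 16 w value. So did Comp and Dcn, which changed in the opposite direction. By cluster number, Col3a1 was highest at 3 d in clusters 1 and 2, but at 3 w in cluster 3. From these genes the paper reasons that discs at 3 w are still growing and already becoming sturdier.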

In other words, discs at this stage, while growing in size via cell proliferation, also become sturdier in order to respond to mechanical force by secreting specific ECM components. This may be because C57 mice have a change in food from breast milk to solid food at 2–3 weeks^39^.

Next, to validate our scRNA-seq profiles of ECMs at the protein level, we performed Movat pentachrome staining of cross-sections of TMJ tissues. The results showed varying trends of different ECM components within discs at different postnatal stages. Collagen fibers were highly expressed at 3 w, proteoglycan was abundant at the newborn stage (3 d), and the myofiber/fibrin area was increased at the adult (16 w) and aged (78 w) stages (Fig. S3b, c). Consistent with the collagen fiber changes observed by Movat pentachrome staining, immunohistochemical staining of collagen I, which is encoded by a gene (*Col1a1*) that is a common shared DEG among FBs, also showed that the 3-week-old mice had the most abundant collagen I expression (Fig. S3d). This ECM expression heterogeneity among different stages and FB clusters highlights the adaptive differentiation of FBs during TMJ function and physiological degeneration^6^.

Previous studies divided TMJ disc cells into fibroblasts and chondrocyte-like cells. However, there was no separated cell type defined as chondrocyte cluster in the UMAP. To locate the chondrocyte-like cells in our single cell data, we used previous published marker genes of chondrogenic differentiation or cartilage formation to identify the chondrocyte-like cells in our 4 main cell types^40–42^. We found that expressions of both chondrogenic differentiation markers such as *Sox5*, *Sox6*, *Sox9* and chondrocyte metabolism markers such as *Chad*, *Comp*, *Col11a1* were enriched in FBs cluster (Fig. 2e). 

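As means over the 4 normal libraries, Sox5 was at 240 CPM in stromal clusters 1 to 3 against 57.7 in EC-like, 42.7 in MPh-like and 99.9 in MC-like cells. Sox6 was at 89.8 against 20.5, 16.2 and 40.7 CPM, and Sox9 at 452 against 106, 104 and 118 CPM. Col11a1 was at 147 CPM in the stromal clusters and at 29.5, 24.6 and 30.7 CPM in the other types. Chad was at 1781 against 375, 346 and 383 CPM and Comp at 4900 against 897, 827 and 1081 CPM. The 3 other types had like levels of Sox9, Chad and Col11a1, at about the same part of the stromal level.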

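Sox6 had a mean over the 4 normal libraries of 113 CPM in cluster 1, 71.8 in cluster 2, 23.9 in cluster 3 and 29.2 in cluster 8. Sox9 was at 501, 449, 148 and 142 CPM and Col11a1 at 204, 100.0, 24.3 and 12.0 CPM. Chad and Comp were likewise highest in cluster 1. Sox5 was an exception, with 466 CPM in cluster 8 against 307, 150 and 65.4 CPM in clusters 1, 2 and 3.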

When we further compared expressions of these chondrocyte related markers between FB subclusters, we found that expressions of these genes were mainly enriched in FB5 and FB6 (Fig. 2f). Guided by GO analyses, FB5 and FB6 were also found closely related to chondrocyte differentiation and ossification (Fig. S2b). Therefore, we defined these 2 FB clusters as chondrogenesis related fibroblast 1 and 2, and other 4 FB clusters as non-chondrogenic fibroblasts, with additional definition according to their DEGs. For instance, FB2 was defined as proliferation related non-chondrogenic FB cluster for its high expression of *Mki67* and *Top2a*^43,44^, FB3 was defined as apoptosis related non-chondrogenic FB cluster for increased percentage of mitochondria^45^, and FB4 was defined as chondrogenesis inhibition related FB cluster for specific expression of *Tspan15*, *Procr* and *Rspo2*^42^ (Fig. 2g–i).

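Mki67 and Top2a, genes of dividing cells, were highest in cluster 3 in the 3 d library. Mki67 was there at 56.0 CPM (95% interval 53.9 to 58.2) against 3.65, 4.94 and 4.23 CPM in clusters 1, 2 and 8, and Top2a at 153 CPM (149 to 156) against 11.1, 15.4 and 9.10. The median mitochondrial share of UMIs per cell at 3 d was 5.18% in cluster 1, 4.65% in cluster 2, 4.08% in cluster 3 and 4.47% in cluster 8. It was 10.1% in cluster 5, whose cells had a median of 756 UMIs at 3 d. Tspan15 had a mean of 370 CPM in cluster 8 and of 5.82, 2.37 and 3.95 CPM in clusters 1, 2 and 3. Procr was at 540 CPM in cluster 8 against 28.7, 26.4 and 112 CPM. Rspo2 had 87.7 CPM in cluster 8 against 16.3, 20.2 and 13.6 CPM, but at 3 d it was at 31.5 CPM in cluster 8 and 32.1 CPM in cluster 3.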

To verify our findings by bioinformatic analyses, we singled out *Chad* as the DEG of chondrogenesis related FBs, and *Sfrp2* as the DEG of non-chondrogenic FBs, for further cellular localization of different clusters (Fig. 2f, j). 

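The mean of Chad was 14.4-fold higher in the stromal cluster with the most of it, cluster 1, than in the one with the least, cluster 3. Sfrp2 (chromosome 3, 83766321 to 83774316, plus strand) ran the other way, with 784 CPM in cluster 3, 208 in cluster 2 and 151 in cluster 1, a 5.18-fold difference. The alternatives that moved these contrasts most were the named genes kept in the principal component analysis, at 23.8-fold for Chad, and a resolution of 0.5, at 10.6-fold for Sfrp2. The contrast varied with the stage as well. Chad in cluster 1 went from 21.1 CPM at 3 d to 2080, 4361 and 2717 CPM at 3 w, 16 w and 78 w, and Sfrp2 in cluster 3 from 2696 CPM to 256, 91.9 and 91.3. Each cell was also thinned to 1000 UMIs to compare shares of cells with a UMI, leaving out 51, 7, 17 and 21 stromal cells from 3 d to 78 w. Of the stromal cells, 1.09% had a Chad UMI at 3 d, 43.6% at 3 w, 54.1% at 16 w and 43.7% at 78 w, and 51.0%, 2.01%, 1.03% and 1.00% had an Sfrp2 UMI. Unthinned, the shares were 6.75%, 69.0%, 79.4% and 70.7% for Chad and 84.0%, 7.20%, 3.07% and 3.41% for Sfrp2. In EC-like cells, which should lack both genes, the thinned shares were 0.196%, 5.80%, 13.3% and 7.89% for Chad and 21.2%, 0%, 0.360% and 0% for Sfrp2. The median UMI count per cell was 8450, 13232, 9561.5 and 9802 in the stromal clusters and 5139, 5770, 5426 and 4856 in the EC-like cluster.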

RNA FISH showed that *Sfrp2*^+^/*Chad*^-^ non-chondrogenic fibroblasts were located at the border of anterior and posterior bands of the disc, near the attachment, while *Sfrp2*^-^/*Chad*^+^ chondrocyte-like disc cells were mainly located in the intermediate zone, which finding was consistent with previous reports by transmission electron microscopy^8^. At the same time, we found that the proportion of *Sfrp2*^+^ fibroblasts in the articular disc was gradually decreased during postnatal growth and aging, while the proportion of *Chad*^+^ fibroblasts showed opposite trends (Fig. S4a–c).

To further clarify diverse roles of FB clusters at different postnatal stages, we chose our 3d scRNA-seq data, which is the most active stage for cell development and differentiation, and used CytoTRACE (v.0.3.3) to predict differentiation states of different FB clusters at this stage^46^. 

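CytoTRACE orders cells by the number of genes detected per cell and by the genes that go with it. The tool was not run here, and the number of detected genes was compared instead between the clusters of the 3 d library. The median was 2081.5 genes per cell in cluster 1, 2308.5 in cluster 2, 2765 in cluster 3 and 2722.5 in cluster 8, so that cluster 3, which had the highest Mki67 and Top2a, came out highest. After thinning to 1000 UMIs per cell the medians were 544, 527, 581 and 625 genes, and cluster 8 came out highest. Thinning left out 25, 13, 13 and 25 cells of clusters 1, 2, 3 and 8. At 2000 UMIs the medians were 908, 876, 966 and 1047 genes.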

We found that the non-chondrogenic fibroblast 2 (proliferation) cluster showed the highest CytoTRACE value, which was estimated with optimum developmental potential^46^. On the other hand, we also found the chondrogenesis related FB1 and FB2 were at the relatively later order of CytoTRACE value (Fig. S5a–f). These findings enlighten us again that the chondrocyte-like FBs in TMJ disc are terminally differentiated cells with limited capacity of self-repair and being associated with aging and injury^6,10^.

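Cluster 1, with the most Chad and Comp, had the fewest genes per cell of the 3 stromal clusters before thinning. The ratio of cluster 3 to cluster 1 was 1.33 before thinning, 1.07 at 1000 UMIs and 1.06 at 2000 UMIs, and cluster 2 had the fewest genes after thinning. From the order of the CytoTRACE values, the paper concludes that the chondrocyte-like fibroblasts are terminally differentiated.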

### Spatial-temporal expressions of MPhs and ECs in the TMJ disc

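The MPh-like cluster held 348 cells at 3 d, 234 at 3 w, 112 at 16 w and 294 at 78 w. The EC-like cluster held 1187, 753, 574 and 679 cells at these stages and was the larger of the 2 in each library.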

Among the four principal cell types, the MPh cluster and EC cluster were both ubiquitously present from the newborn stage to the aged stage (Fig. 1e–h). 

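The markers that named the MPh-like cluster 6 did not include the complement genes C1qa, C1qb and C1qc or the chemokine genes, which were left out of the principal component analysis. As means over the 4 normal libraries, C1qa was at 2921 CPM, C1qb at 2917 and C1qc at 2288 in MPh-like cells. Cxcl2 was at 13032 CPM, Ccl4 at 1965, Ccl2 at 1887, Ccl3 at 1412 and Ccl7 at 1373. Tnf was at 839.7 CPM and Mrc1 at 763. Several of these genes were also found in other types, with Ccl2 at 549.6 CPM in MC-like, 50.2 in stromal and 30.3 in EC-like cells, Cxcl2 at 341, 48.4 and 124 CPM, and Ccl7 at 102, 38.5 and 15.6 CPM. Ccl2 fell in MPh-like cells from 3350 CPM at 3 d to 1887 at 78 w, a ratio of 0.563.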

The MPh cluster exhibited classic MPh markers, including the complement-related genes *C1qa*, *C1qb*, and *C1q*c^21^, the chemokine-related genes *Ccl2*, *Ccl3*, *Ccl4*, *Ccl7*, and *Cxcl2*^47^, and the classic M1/M2 cytokines *Tnf* and *Mrc1*^20^ (Fig. S1a). Guided by these findings from single-cell analysis, we investigated the potential spatial and temporal distribution trends of MPhs (Fig. 3a). We singled out C1QA as the staining marker for MPhs, as its coding gene (*C1qa*) is one of the most specific DEGs for the MPh cluster (Figs. S1a and 3b). 

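C1qa (chromosome 4, 136895917 to 136898803, minus strand) was at 1.92 CPM in stromal clusters 1 to 3, 2.44 in EC-like and 1.67 in MC-like cells, as means over the 4 normal libraries. After thinning to 1000 UMIs, a C1qa UMI was found in 65.8% of MPh-like cells at 3 d, 83.4% at 3 w, 78.1% at 16 w and 84.2% at 78 w, leaving out 41, 5, 7 and 10 cells. Unthinned, the shares were 78.4%, 96.6%, 82.1% and 88.4%. In EC-like cells, which should lack C1qa, the thinned shares were 0.0980%, 0.135%, 0.180% and 0.155%, with median UMI counts of 5139, 5770, 5426 and 4856 against 10449.5, 10907, 10015 and 9067 in MPh-like cells.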

Immunofluorescence staining showed that C1QA^+^ MPhs were mainly distributed in the synovium of the joint, and the C1QA^+^ cells in the disc were mainly distributed in the junction of the anterior band/anterior attachment and posterior band/posterior attachment (bilaminar region) at all stages. In the medial band, few C1QA^+^ cells were seen, especially at earlier stages (Fig. 3c). At the same time, the C1QA^+^ cell proportions observed by FCM gradually decreased from 3 d (9.3 ± 0.3%) until later stages (3 w: 8.8 ± 0.5%, 16 w: 8.0 ± 0.6%, and 78-82 w: 6.8 ± 0.5%) (Fig. 3d).

**Fig. 3:**
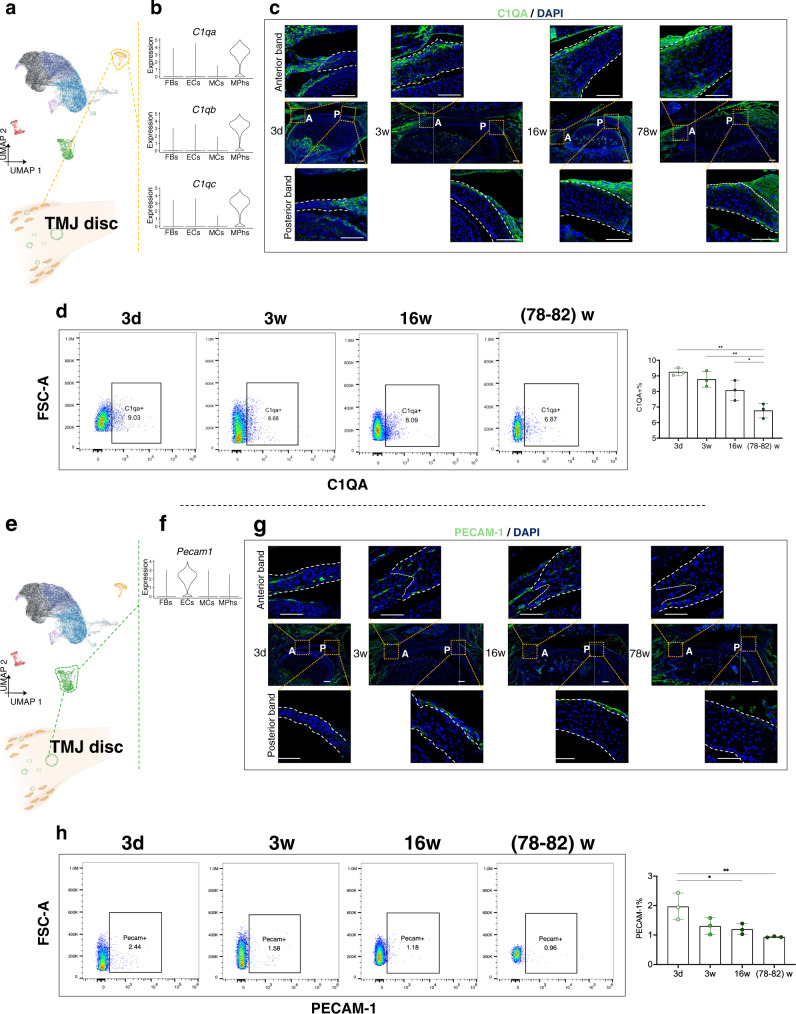
Spatial-temporal expressions of the macrophage cluster and endothelial cluster in the TMJ disc. **a** UMAP plot of 9 clusters (refer to Methods for the codes used). The macrophage cluster (MPhs, Cluster 2) is marked in yellow. **b** Violin plot of *C1qa/C1qb/C1qc* in the 4 principal cell types. Expression values are nonnormalized. **c** Representative images of TMJ discs subjected to immunofluorescence staining for C1QA at different stages. Green: C1QA; blue: DAPI. A: anterior band, P: posterior band, white dotted lines: boundary of the discs. *N* = 6 independent animals with similar results. Scale bar: 50 μm. **d** Flow cytometry plot of MPhs stained with C1QA antibodies. The dot plots display representative data (left). The quantifications of %C1QA^+^ cells (mean + /-SD) at different stages are presented (right). *N* = 3 independent biological samples. The one-way ANOVA with Tukey’s multiple comparison test was used for analysis, ^*^p = 0.0413, ^**^(3d vs. 78-82w) *p* = 0.0012, ^**^(3w vs. 78-82w) *p* = 0.0044. Abbreviations: FSC-A: forward scatter area. **e** UMAP plot of 9 clusters (refer to Methods for the codes used). The endothelial cluster (ECs, Cluster 5) is marked in green. **f** Violin plot of *Pecam1* in the 4 principal cell types. Expression values are nonnormalized. **g** Representative images of TMJ discs subjected to immunofluorescence staining for PECAM-1 at different stages. Green: PECAM-1; blue: DAPI. A: anterior band, P: posterior band, white dotted lines: boundary of the discs. *N* = 6 independent animals with similar results. Scale bar: 50 μm. **h** Flow cytometry plot of ECs stained with PECAM-1 antibodies. The dot plots display representative data (left). The quantifications of % PECAM-1^+^ cells (mean + /-SD) at different stages are presented (right). *N* = 3 independent biological samples. The one-way ANOVA with Tukey’s multiple comparison test was used for data analysis, ^*^p = 0.0414, ^**^p = 0.0089. Abbreviations: FSC-A: forward scatter area.

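As means over the 4 normal libraries, Fabp4 was at 2867 CPM in the EC-like cluster 4 against 10.9 CPM in stromal clusters 1 to 3, and Ly6c1 at 1428 against 43.7 CPM. Ly6e was at 760.0 against 19.9 CPM in the stromal clusters, but also at 275 CPM in MPh-like cells, and Fabp4 was at 298 CPM in MC-like cells. Pecam1 (chromosome 11, 106654217 to 106750628, minus strand), which encodes PECAM-1, was at 873 CPM in EC-like and 4.89 CPM in stromal cells. After thinning to 1000 UMIs, 43.5% of EC-like cells had a Pecam1 UMI at 3 d, 58.0% at 3 w, 65.5% at 16 w and 60.1% at 78 w, leaving out 167, 12, 18 and 33 cells. Unthinned, the shares were 73.8%, 96.0%, 95.6% and 92.9%. In stromal cells, which should lack it and had median UMI counts of 8450, 13232, 9561.5 and 9802 against 5139, 5770, 5426 and 4856 in EC-like cells, the thinned shares were 0.573%, 0.646%, 0.340% and 0.386%.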

DEGs of the EC cluster include the typical endothelial markers *Fabp4*, *Pecam1*, *Ly6c1*, *Ly6e*, etc^22^. To investigate the distribution trends of ECs, we used PECAM-1, which is encoded by *Pecam1*, as a staining marker for labeling ECs in TMJ discs and observed the distribution features of ECs in the discs (Fig. 3e, f). Immunofluorescence staining showed that there were few PECAM-1^+^ cells in the intermediate zone of the disc body, which is consistent with a previous report that the TMJ disc is an avascular organ^1^. However, there were still some PECAM-1^+^ ECs clustering in the junction area of the anterior band/anterior attachment. During postnatal growth and aging, there was a trend of gradually decreasing PECAM-1^+^ EC expression (Fig. 3g). Consistently, FCM of PECAM-1^+^ cells from aged mice (78-82 w) revealed a smaller EC proportion that of the other stages (Fig. 3h), which is in accordance with the decreased abundance of C1QA^+^ monocytes in these mice. Since angiogenesis has critical roles in progenitor fate changes and tissue degeneration in fibrocartilage^48,49^, we can conclude that the variation in PECAM-1^+^ EC proportions at different stages could be relevant to disc development and repair.

### MC subclusters have two pseudotime lineage directions

Among the four principal cell types of TMJ discs, MCs were found to highly express multiple mesenchymal stem cell markers, such as *Myh11*, *Mylk*, and *Acta2*^13,50–52^ (Fig. S1a). 

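Myh11 (chromosome 16, 14194535 to 14291372, minus strand), which encodes smooth muscle myosin heavy chain, had a mean of 1458 CPM in the MC-like cluster 7. It was at 0.820 CPM in stromal clusters 1 to 3, 2.56 in EC-like and 12.6 in MPh-like cells. Mylk (chromosome 16, 34745210 to 35002420, plus strand) was at 908 CPM in MC-like cells against 45.5, 53.1 and 20.1 CPM. Acta2 (chromosome 19, 34241090 to 34255590, minus strand), the gene of smooth muscle actin, was at 3758 CPM in MC-like cells against 24.1, 34.7 and 26.2 CPM. The 3 genes were left out of the principal component analysis, while other contractile genes, Tagln and Cnn1, were among the listed mural markers.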

To further analyze the commonalities and characteristics of mesenchymal cell types in this cluster that might promote and support TMJ disc development and injury repair, we re-clustered the MC population and obtained 6 subclusters (Fig. 4a, b). 

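The 1149 MC-like cells of the 4 normal libraries were clustered again on their own at a resolution of 0.8, the default of Seurat, since the paper's text names no resolution for this step. They formed 9 subclusters, of 347, 203, 176, 146, 113, 81, 54, 16 and 13 cells. A resolution of 0.5 also gave 9, and removal of doublets before clustering gave 8. In order of size, the median UMI counts per cell were 6061, 5920, 6327.5, 6479, 18386, 14239, 11031.5, 13881.5 and 936. Doublets were taken as the cells with the highest Scrublet scores, as many as a rate of 0.8% per 1000 barcodes gives. They made up 68.1% of subcluster 5 (95% interval 58.7 to 76.6), 38.3% of subcluster 6, 31.2% of subcluster 8 and 23.1% of subcluster 9, and at most 2.96% of the others. Subcluster 6 was nearly all from 1 library, with 78 of its 81 cells from 3 d.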

A heatmap of DEGs and GO analyses for each cluster allowed us to assign probable identities to each cell type (Fig. 4b, Fig. S6a, b). The expression heatmap of multipotent differentiation genes in MC subclusters and subsequent pseudotime analysis revealed that the MC1 cluster, situated at the earliest pseudotime, was endowed with the strongest multipotent differentiation capacity (Fig. 4c) and later transcriptionally bifurcates into two distinct lineage fates (Fig. 4d, f). 

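The largest mural subcluster, number 1, had low Myh11 (262 CPM) and higher Thy1 (291 CPM) than the other subclusters over the pooled cells of the 4 libraries, and was chosen by its size. Within each library its Thy1 was at 317, 336, 221 and 192 CPM from 3 d to 78 w, and its Myh11 rose from 66.9 to 189, 575 and 856 CPM. Of its 347 cells, 180 came from 3 d, 52 from 3 w, 62 from 16 w and 53 from 78 w, which is 51.9%, 15.0%, 17.9% and 15.3%. As a share of the MC-like cells of each library, it held 51.0% at 3 d, 18.9% at 3 w, 25.5% at 16 w and 19.1% at 78 w. Pseudotime was not computed here, so no subcluster was placed at its start.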

Notably, the early MC cluster (MC1) was composed of cells mostly from 3 d and then comparably from 3 w, 16 w and 78 w (Fig. S6c). Examination of known markers suggested that 2 distinct developmental paths exist in this trajectory: the lineage fate of multipotent maintenance of stem cell characteristics (*Myh11*, *Mylk*, *Acta2*, *Myl9*) and the fate of adaptive differentiation toward functioning disc cells (*Comp*, *Prg4*, *Sox9*, *Cxcl14)* (Fig. 4e, g, h, Fig. S6d). Thus, our computational analysis suggests that MCs are a heterogeneous cluster with distinct pseudotime lineage fates involving either self-renewal or functional differentiation.

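Over the pooled cells of the 4 normal libraries, which the subclusters held in different shares, Myh11 was at 2882, 3604 and 4263 CPM in mural subclusters 2, 4 and 7, and at 262 and 439 CPM in subclusters 1 and 3. Within the libraries, Myh11 in subcluster 2 was at 976 CPM at 3 d, 2098 at 3 w, 3784 at 16 w and 4040 at 78 w, against 66.9, 189, 575 and 856 CPM in subcluster 1 and 104, 304, 732 and 792 CPM in subcluster 3. Subclusters 4 and 7 held 3 cells each at 3 d, and from 3 w on were above subclusters 1 and 3 as well. Pooled in the same way, Acta2 was at 10144, 5042 and 10096 CPM in subclusters 2, 4 and 7 against 1963 and 998 CPM in 1 and 3. For Myl9 the values were 5216, 3883 and 5351 against 1074 and 719 CPM, and for Mylk 1675, 1845 and 2084 against 492 and 408 CPM. Comp was at 4061 CPM in subcluster 5 and between 54.6 and 340 CPM in the other 8. By library, Comp in subcluster 5 was at 62.1 CPM at 3 d, 5159 at 3 w, 3479 at 16 w and 4970 at 78 w, so that its pooled level rests on the 3 later libraries. Prg4 was at 4297 CPM there, and by library at 329, 1874, 5087 and 8518 CPM from 3 d to 78 w. The next highest pooled value of Prg4, 1153 CPM in subcluster 7, rests on the 16 w library. By library it was there at 34.4 CPM at 3 w, 2023 at 16 w and 126 at 78 w. Sox9 was at 338 CPM in subcluster 5 against at most 92.2 CPM in the others, and Cxcl14 at 191 CPM, with 111 CPM in subcluster 6. Subcluster 5 also carried other abundant fibroblast transcripts, such as Dcn at 15248 CPM and Col1a1 at 5113 CPM. Its median UMI count was above that of the other MC-like cells in each of the 4 libraries, with 18993 against 7169 at 3 d, 23262.5 against 7261 at 3 w, 17788 against 6175.5 at 16 w and 15581.5 against 5364.5 at 78 w. With the cells taken as doublets removed before clustering, a subcluster of 40 cells still held Comp at 2531 CPM against 96.2 CPM in the other MC-like cells, with a median of 15422.5 UMIs against 6329, and 35 of its cells were from subcluster 5. From the order of marker genes along pseudotime, the paper proposes that mural cells follow separate fates of self-renewal and of functional differentiation.

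**Figure D3:**
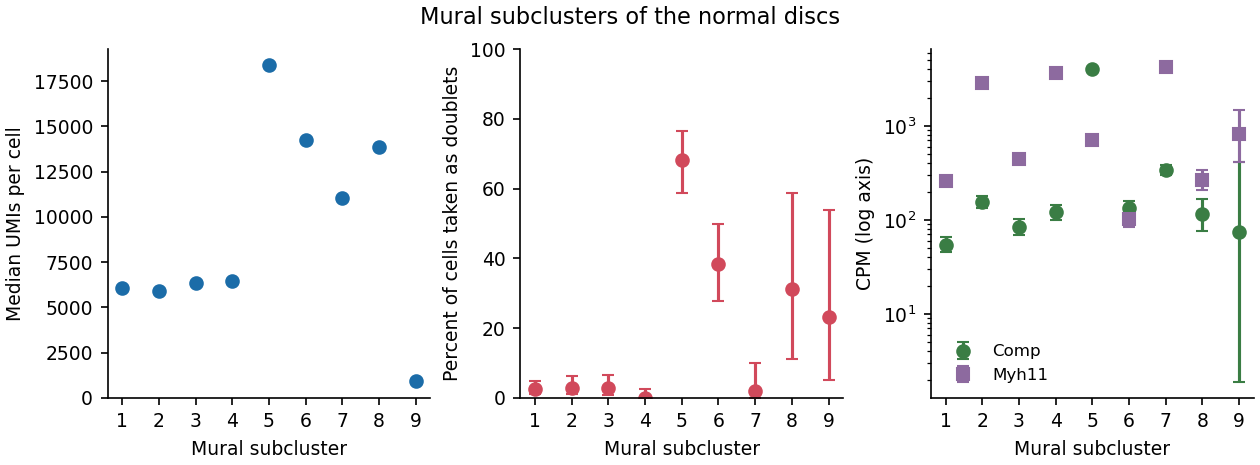
The 9 mural subclusters of the 4 normal libraries (x axis, numbered by size). Left, median UMIs per cell; middle, percent of cells taken as doublets, with 95% Clopper-Pearson intervals; right, CPM (log axis), pooled over the 4 libraries, of Comp (circles) and Myh11 (squares), with 95% Poisson intervals. Subcluster 5 has the highest Comp, the highest median UMI count (18386) and the highest share of doublets (68.1%).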

**Fig. 4:**
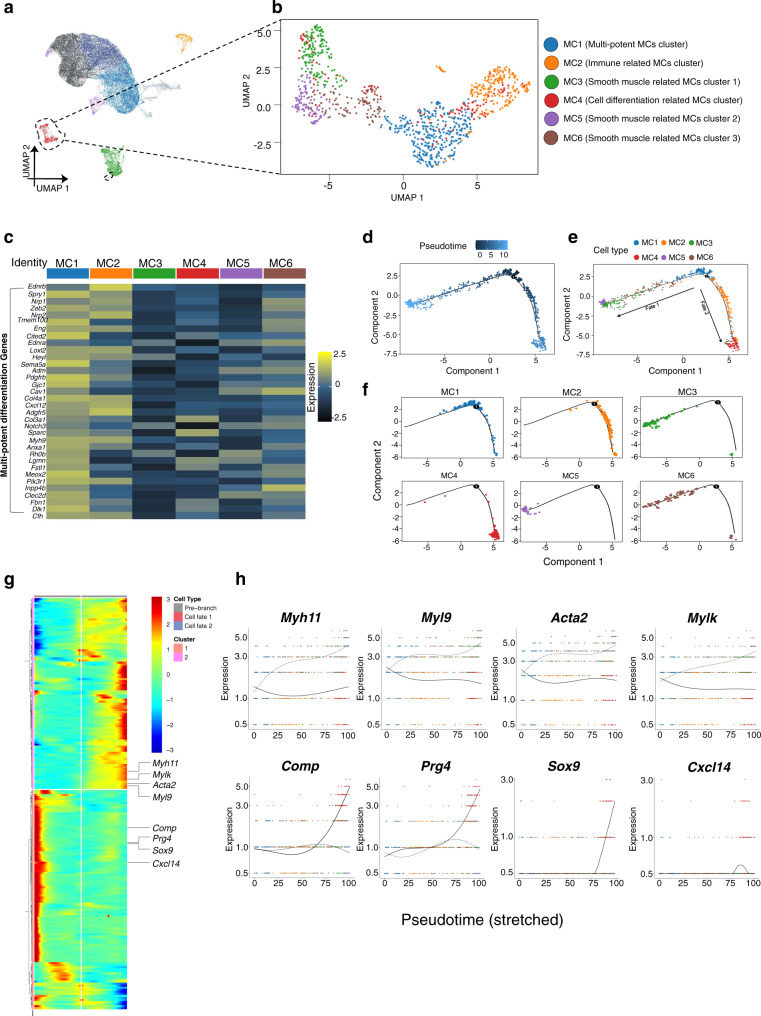
The mural cell subclusters have two pseudotime lineage directions in mouse TMJ disc. **a** UMAP plot of TMJ disc cells. Mural cells (MCs) are marked in red. **b** UMAP plot of reclustered MC subpopulations according to the Methods, MC1: multipotent MC cluster, MC2: immune-related MC cluster, MC3: smooth muscle-related MC cluster 1, MC4: cell differentiation-related MC cluster, MC5: smooth muscle-related MC cluster 2, and MC6: smooth muscle-related MC cluster 3. MCs were annotated using a combination of GO and manual annotation. **c** Heatmap of multipotent differentiation genes in 6 MC subclusters. Heatmap depicting the average gene expression of multipotent differentiation genes associated with the GO terms that were enriched in MC1. Selected GO terms: ‘mesenchymal cell differentiation’, ‘vasculogenesis’, ‘branching involved in blood vessel morphogenesis’, ‘artery morphogenesis’, ‘endothelial cell migration’, ‘smooth muscle cell differentiation negative’, ‘regulation of osteoclast differentiation’, ‘regulation of osteoclast differentiation’, and ‘vascular associated smooth muscle cell differentiation’. **d** Trajectory order of the MC populations by pseudotime value. **e** Monocle analysis of MCs revealed developmental bifurcation. **f** Deconvolution of the Monocle pseudotime plot according to MC subcluster. **g** The expression of genes in a branch-dependent manner. Each row indicates the standardized kinetic curve of a gene. The center of the heatmap shows the kinetic curve value at the root of the trajectory. From the center to the right of the heatmap, the kinetic curve progresses from the root along the trajectory to fate 1. Starting from the left, the curve progresses from the root to fate 2. **h** Pseudotime kinetics of the indicated selected genes from the root of the trajectory to fate 1 and fate 2.

### NOTCH/THY1 is activated in MCs in disc development and aging

We aimed to dissect how cellular interactions within the TMJ disc affect the regulation of signaling pathways detected in TMJ discs by employing cell–cell interaction analyses. We screened signaling pathways that are potentially involved in cell interactions between different disc clusters. 

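CellChat and its database of ligands and receptors were not used here, so no communication probabilities were computed. Instead the CPM of ligand and receptor genes in each cell type is given, as means over the 4 normal libraries. Vtn, which encodes vitronectin, was at 181 CPM in MC-like and 1.13 CPM in stromal cells. Il6 was at 908 CPM in MC-like cells against 27.5 in stromal, 78.9 in EC-like and 20.3 in MPh-like cells, while its receptor gene Il6ra was at 87.1 CPM in MPh-like cells and Il6st at 517 CPM in EC-like cells. Of the angiopoietin-like genes, Angptl1, Angptl2, Angptl4 and Angptl7 were at 115, 105, 53.2 and 131 CPM in MC-like cells, and Angptl1 and Angptl7 were higher in stromal cells, at 601 and 768 CPM. Grn was at 65.8 CPM in MC-like, 86.2 in stromal and 620.0 in MPh-like cells, and the gene of its receptor, Sort1, was at 59.7 CPM in MC-like and 8.25 CPM in stromal cells.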

Multiple pathways, such as NOTCH, VTN, THY1, IL6, ANGPTL and GRN, were screened out by specific activation in cell communications between MCs and other clusters (Fig. 5a, b). Among these pathways, THY1 and NOTCH were invariably activated at all postnatal stages, suggesting that these two molecular pathways are vital for both disc cell growth and homeostasis (Fig. 5a, b). 

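Thy1, the 4 Notch receptor genes, Jag1, Dll1 and Dll4 had UMIs in the MC-like cells of each of the 4 normal libraries, while Jag2 had 0 UMIs at 3 d and 78 w. Notch1 was at 52.6 CPM at 3 d, 112 at 3 w, 47.7 at 16 w and 57.5 at 78 w, and its ratio of 78 w to 3 d, 1.09, had an interval that included 1 (0.855 to 1.39). Notch2 rose from 31.1 to 42.5, 61.5 and 80.3 CPM, a ratio of 2.59. From the pathways present at every stage, the paper proposes that THY1 and NOTCH are vital for disc cell growth and homeostasis.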

Regarding interactions between clusters, most THY1 ligand–receptor interactions were seen between MCs, MPhs and several specific FB clusters (FB1 and FB4) (Fig. 5c). However, NOTCH signaling, which is particularly active via both ligands and receptors in MCs, was more complicated. 

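As means over the 4 normal libraries, Thy1 was at 143 CPM in MC-like cells, 17.2 in stromal clusters 1 to 3, 10.8 in EC-like and 5.42 in MPh-like cells. Within the stromal clusters it was highest in cluster 3, with 15.3, 37.2, 51.9 and 83.9 CPM from 3 d to 78 w. Among genes of integrin chains, Itgb2 was at 187 CPM in MPh-like cells, Itgav at 65.7 CPM in MC-like cells and Itgb5 at 126 CPM in stromal cells.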

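Of the receptor genes, Notch1 and Notch4 had their highest means in EC-like cells, at 198 and 31.0 CPM, and Notch2 in MPh-like cells, at 71.9 CPM, with 63.5 CPM in stromal and 25.0 CPM in EC-like cells. Of the ligand genes, Jag1 was highest in MC-like cells, at 144 CPM, against 66.9 in EC-like, 22.8 in MPh-like and 20.8 in stromal cells. Dll1, Dll4 and Jag2 were highest in EC-like cells, at 31.8, 88.2 and 23.6 CPM, against 3.93, 4.59 and 0.642 CPM in MC-like cells.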

NOTCH signaling interactions were observed between different clusters, while self-interaction within the MC cluster was found to be the strongest NOTCH signaling interaction (Fig. 5d). 

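MC-like cells thus held the highest mean of 1 ligand gene, Jag1, and of 1 receptor gene, Notch3, in the same cells. Notch3 was at 2.82 CPM in stromal, 3.18 in EC-like and 3.80 in MPh-like cells. The strength of an interaction was not computed.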

Meanwhile, self-interaction of NOTCH was extremely frequent at earlier stages (3 d, 3 w) and gradually decreased in frequency with aging (Fig. 5d). 

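In MC-like cells, Jag1 (chromosome 2, 137081456 to 137116644, minus strand) had 67.5 CPM (95% interval 58.7 to 77.2) at 3 d, 231 (214 to 250) at 3 w, 145 (129 to 161) at 16 w and 134 (119 to 151) at 78 w. It was thus lowest at 3 d and highest at 3 w, and fell from 3 w to 16 w by more than counting error. Dll4 was at 0.634, 15.8, 0.918 and 0.991 CPM at these stages and Dll1 at 1.90, 2.81, 5.05 and 5.95 CPM.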

The dynamic NOTCH pathway interactions in TMJ discs highlighted their role in physiological and pathological processes of synovial joints^53^.

**Fig. 5:**
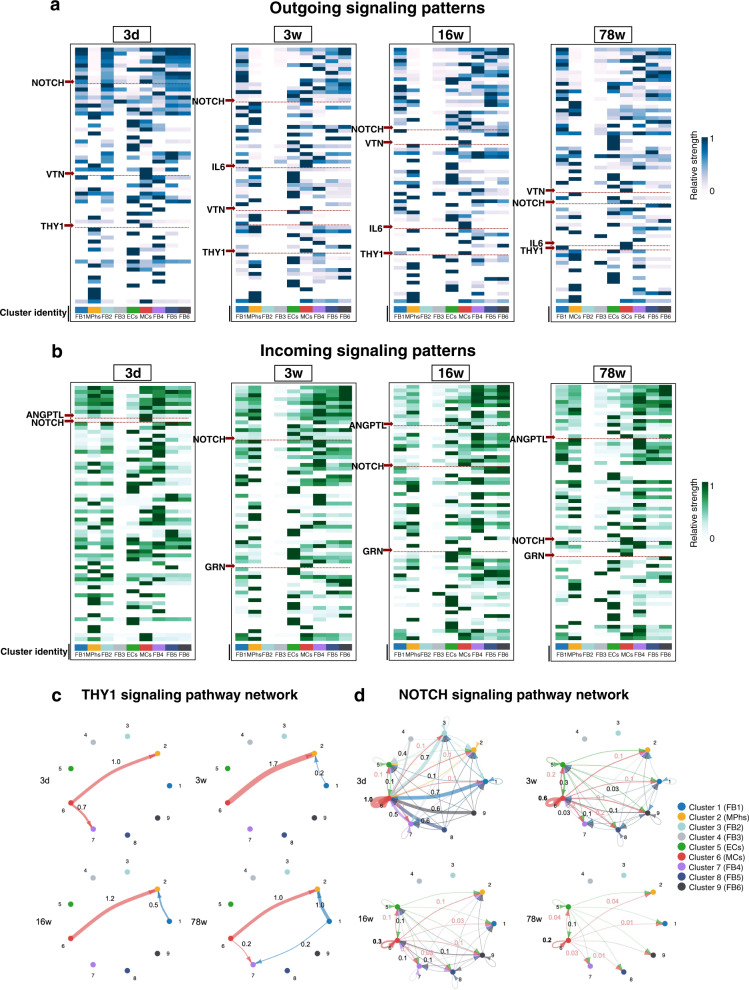
NOTCH/THY1 is activated in mural cells in the postnatal development and aging of TMJ discs. **a** Heatmap of active outgoing signaling pathways in different clusters. **b** Heatmap of active incoming signaling pathways in different clusters. The heatmap color bar in (**a**) and (**b**) represents the relative signaling strength of a signaling pathway across cell groups, determined by computing the network centrality scores by Cellchat to find dominant senders (sources) and receivers (targets). **c** Circle plot of the THY1 signaling pathway from CellChat. Receptor-ligand edges were annotated by communication probability. **d** Circle plot of the NOTCH signaling pathway from CellChat. Receptor-ligand edges were annotated by communication probability.

### THY1^+^/NOTCH3^+^ MCs show skeletal progenitor capacities

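The Notch receptor genes were kept out of the principal component analysis and of the marker list. In MC-like cells of the 4 normal libraries, the mean of Notch3 (ENSMUSG00000038146; chromosome 17, 32120820 to 32166852, minus strand) was 437 CPM, above Notch1 at 67.6, Notch2 at 53.8 and Notch4 at 3.02 CPM. After thinning to 1000 UMIs, 35.7% of MC-like cells had a Notch3 UMI at 3 d, 32.0% at 3 w, 40.5% at 16 w and 44.7% at 78 w, leaving out 8, 0, 1 and 3 cells. Unthinned, 89.2%, 90.2%, 91.8% and 92.4% did. In MPh-like cells, which should lack Notch3, the thinned shares were 0.977%, 0.437%, 0.952% and 0%, with median UMI counts of 10449.5, 10907, 10015 and 9067 against 7249, 7719, 6631 and 5920 in MC-like cells.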

A feature plot of *Notch* genes in UMAP showed that *Notch3* was the most important DEG for MCs among the *Notch* family members (Fig. 6a). 

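In MC-like cells, Notch3 had 399 CPM (95% interval 377 to 421) at 3 d, 340 (319 to 362) at 3 w, 458 (430 to 488) at 16 w and 549 (517 to 583) at 78 w, a ratio of 78 w to 3 d of 1.38 (1.27 to 1.49). Thy1 (ENSMUSG00000032011; chromosome 9, 44043384 to 44048579, plus strand), which encodes the surface protein CD90, had 221 CPM (205 to 238) at 3 d, 176 (161 to 192) at 3 w, 101 (88.0 to 115) at 16 w and 74.4 (62.9 to 87.3) at 78 w. It was 2.98-fold lower at 78 w than at 3 d, a ratio of 0.336 (0.280 to 0.402). The alternative that moved the ratio of Notch3 most was that of the thinned shares of cells, at 1.25. Of the MC-like cells thinned to 1000 UMIs, 22.6%, 16.7%, 7.02% and 7.27% had a Thy1 UMI from 3 d to 78 w, against 66.0%, 65.1%, 37.0% and 29.5% unthinned, and in MPh-like cells the thinned shares were 0%, 0%, 0.952% and 1.76%. Part of the fall of Thy1 went with the subclusters. At equal weight of the 4 mural subclusters with enough cells in both libraries, the ratio was 0.635 (0.507 to 0.795).

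**Figure D4:**
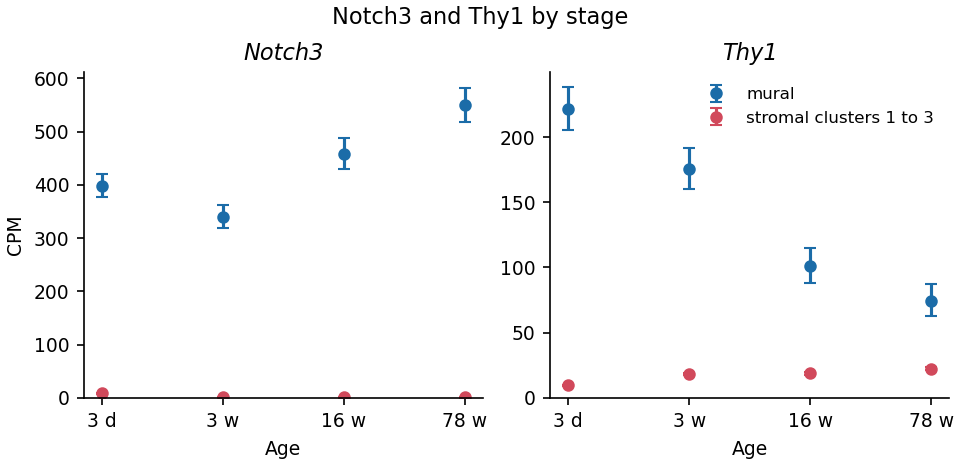
CPM (y axis, each gene on its own range from 0) of Notch3 and Thy1 by age (x axis) in mural cells and in stromal clusters 1 to 3. Points are sums over the cells of 1 type in 1 library, and bars are 95% Poisson intervals. In mural cells Notch3 is lowest at 3 w with 340 CPM and highest at 78 w with 549 CPM, and Thy1 falls from 221 CPM at 3 d to 74.4 CPM at 78 w.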

*Notch3* expression remained relatively stable at all stages, while *Thy1* expression gradually decreased with aging in mice (Fig. 6b). Immunohistochemical staining showed that NOTCH3^+^/THY1^+^ cells were mainly distributed in the middle of the anterior band, close to the anterior attachment. The expression of both NOTCH3 and THY1 gradually decreased with aging; however, THY1 expression was decreased in a much more drastic manner, and THY1^+^ cells could barely be observed in the disc area in aged mice (Fig. S7a, b). To confirm this phenomenon, FCM was performed using disc cells at different stages (Fig. 6c). The percentage of THY1^+^ cells in TMJ discs was 12.4 ± 2.0% at 3 d and was dramatically decreased to <6% in the adult and aged stages. At the same time, the percentage of NOTCH3^+^ cells was comparatively stable at all stages (Fig. 6c). Considering that MCs have progenitor potential during tissue development and injury^23,54^, these findings support the hypothesis that mouse TMJ discs gradually lose their progenitor capacity during aging.

**Fig. 6:**
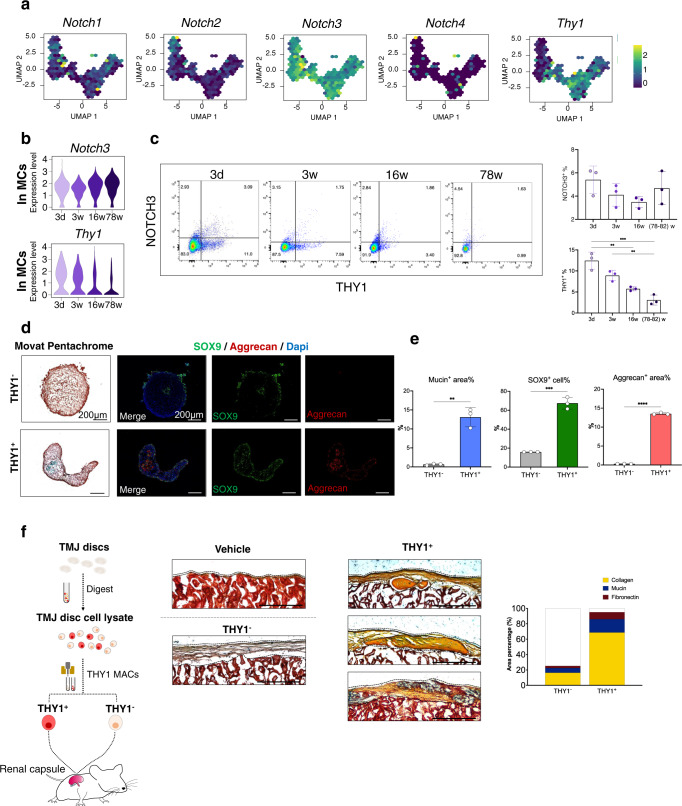
THY1+/NOTCH3+ mural cells in TMJ discs show skeletal progenitor capacities. **a** Normolized expression of *Notch* families and *Thy1* visualized in reclustered MCs in low-dimensional space with schex. **b** Violin plot of *Notch3* and *Thy1* at different stages. **c** Flow cytometry plot of THY1^+^/NOTCH3^+^ cells (left). % THY1^+^/NOTCH3^+^ cells (mean + /-SD) are presented (right). *N* = 3 independent biological samples. The one-way ANOVA with Tukey’s multiple comparison test was used for analysis, ^**^(3d vs. 16w) *p* = 0.0014, ^**^(3w vs. 78-82w) *p* = 0.0033, ^***^p = 0.0033. **d** Pentachrome staining: Black: nuclei/elastic fibers, bright blue: mucin, and bright red: fibrin. Immunofluorescence staining: red: ACAN; green: SOX9; blue: DAPI. *N* = 3 biological replicates. Scale bar = 50 μm. **e** %Mucin^+^ area, %Aggrecan^+^ area and %SOX9^+^ cells of THY1^+^/THY1^-^ chondrogenesis pellets were quantified using ImageJ 1.51. Data are presented as mean + /-SD. *N* = 3 independent animals. The two tailed *t* test was used for data analysis, ^**^p = 0.001, ^***^p = 0.001, ^****^p < 0.0001. **f** Movat pentachrome staining of progenitor-derived grafts from explanted discs after renal subcapsular transplantation into NOD-SCID mice; yellow: collagen fiber, blue: mucin, and red: myofiber/fibrin. %Mucin^+^ area, %collagen^+^ area and %fibronectin^+^ area from THY1^+^/THY1^-^ grafts were semi-quantified using ImageJ 1.51. Scale bar = 200 μm.

To further validate the skeletal progenitor potential of disc MCs and to understand the mechanism underlying the dramatic changes in THY1 expression in TMJ discs, stem cell characteristics were analyzed using THY1^+^ MCs in 3-day-old mice. Compared with THY1^-^ cells, THY1^+^ MCs had stronger skeletal progenitor characteristics, including higher colony formation potential and proliferative capacities (Fig. S8a–c). During tri-lineage transduced differentiation in vitro, THY1^+^ MCs were also found to have markedly stronger potential for osteogenesis, adipogenesis and chondrogenesis (Fig. 6d, e, S8d–f). Ex vivo transplantation of freshly magnetic-activated cell sorting (MACS_)-purified THY1^+^ MCs from 3 d discs under the renal capsules of NOD-SCID mice was performed to assess heterotopic cell differentiation. Four-week grafts of THY1^+^ MC populations formed more collagen (yellow), fibronectin (red) and mucin (blue), however, there was no spontaneous mature chondrocytes formation found in the renal capsule ossicles. As expected, THY1^-^ disc cells were not able to proliferate and differentiate to form osteogenic or chondrogenic cell niches in the ex vivo transplants (Fig. 6f).

### MCs transform toward non-chondrogenic FBs in TMJ disc injury

We next sought to investigate the function of MCs in disc injury and repair. 

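In the injury model, the anterior band of the disc was punctured at 5 weeks of age and the discs were collected 2 weeks later, so the mice were 7 weeks old. The paragraph of the methods on the injury model names Myh11-CreER; Tm mice, of which only males were used for lineage tracing, while the labels of the library give wild type. Over all cells of the library, Xist was at 644 CPM and 4 Y-linked genes had 1 UMI in all, so the library reads as female. The methods place the transgene of that line on the Y chromosome, so female cells would not carry it. The authors deposited 1 library of injured discs as UMI counts per gene and barcode, in the form of the 4 normal libraries, and no sham-operated library was analysed here. It held 8467 barcodes and 31585993 UMIs. The median UMI count per retained cell was 3299 and the median number of genes 1246, against 7721 to 12496 UMIs and 2310 to 3262 genes in the normal libraries. Its cells were clustered together with those of the normal libraries, and CPM was computed in the same way. Differences from the normal libraries are given against the range of the 4 ages, of which 3 w and 16 w lie on either side of 7 weeks, and they have no replicate check. Shares of cells with a UMI depend on the depth and were compared after thinning.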

A surgically induced disc injury mouse model was generated and used for preparing single-cell suspensions of injured disc tissues. 

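Each of the 8467 barcodes of the injured library passed the filter of more than 200 UMIs and at most 30% mitochondrial UMIs. Its lowest UMI count was 500 and its median mitochondrial share 1.82%. With more than 200 detected genes in place of 200 UMIs, 8295 cells were left, and with at least 1000 UMIs and at most 10% mitochondrial UMIs, 7606. Together with the normal discs, 51688 cells with 22782 detected genes entered the clustering.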

7716 cells were retained from injured disc cells after quality control analysis and were integratedly analyzed with normal disc cells (Fig. 7a). The UMAP plot showed that injured disc cells were also composed of 4 principal cell types: FBs, MCs, MPhs and ECs (Fig. 7b, c). However, the inferred signaling interaction numbers were decreased from average 3209 in normal discs to 1203 in injured discs, and the interaction strength was also found decreased in injured disc (1.248 vs. average 2.119 in normal discs) (Fig. 7d, e). 

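Stromal clusters 1 to 3 held 6834 of the injured cells, or 80.7% (95% interval 79.9 to 81.5). The MPh-like cluster held 494 cells, or 5.83% (5.34 to 6.35), above its 1.28% to 2.91% in the normal libraries. The EC-like cluster held 397 cells, or 4.69%, and the MC-like cluster 118 cells, or 1.39% (1.15 to 1.67), both below the normal libraries. The other clusters were again counted on their own, with 2.27% of the injured cells in cluster 5, 2.42% in cluster 8, 0.650% in cluster 9 and 1.90% in cluster 10.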

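Of the Notch receptor genes, Notch2 (chromosome 3, 98013527 to 98150361, plus strand) was at 220.0 CPM (95% interval 172 to 277) in MC-like cells of the injured library. That is 4.08 times (3.19 to 5.15) the mean of the 4 normal libraries, where its highest value was 80.3 CPM. Intervals of ratios to the normal mean count the error of the injured UMIs only. The ligand gene Jag1 was at 529 CPM (453 to 615), 3.66 times (3.13 to 4.25) the normal mean. Measured against the 3 w and 16 w libraries alone, which was the alternative that moved Jag1 most, it was 2.81 times higher. Notch3 was at 368 CPM (305 to 441), 0.843 times the normal mean (0.699 to 1.01), and lay within the range of the normal libraries. Notch1 was at 111 CPM, 1.65 times the normal mean (1.15 to 2.28), and within the normal range, whose highest value was 112 CPM at 3 w. Thy1 was at 241 CPM (191 to 301), 1.69 times the normal mean (1.33 to 2.11), with 221 CPM at 3 d as the highest normal value. After thinning to 1000 UMIs, which left out 13 of the 118 cells, 37.1% of the injured MC-like cells had a Notch3 UMI and 19.0% a Thy1 UMI, against 55.1% and 39.8% unthinned. In injured MPh-like cells the thinned shares were 0% and 1.27%. The median UMI count was 2486 in MC-like and 2186.5 in MPh-like cells.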

We screened signaling pathways that are most potentially involved in cell interactions between different cell clusters in injured TMJ discs (Fig. S9a–d), as well as the specifically increased signaling pathway in MCs after injury model generation (Fig. 7f–j). Both results pointed to NOTCH signaling pathway as the target signaling for MCs expressional and functional changes after disc injury.

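The higher Notch2 and Jag1 were not limited to mural cells. Notch2 in the injured library was at 380.0 CPM in stromal clusters 1 to 3, 5.98 times the mean of the normal libraries, at 150.5 CPM in EC-like cells, 6.03 times, and at 288 CPM in MPh-like cells, 4.01 times. Jag1 was at 335 CPM in EC-like cells, 5.01 times the normal mean, at 69.3 CPM in stromal cells, 3.33 times, and at 47.1 CPM in MPh-like cells, 2.07 times. Among genes with at least 100 UMIs in the injured MC-like cells, the largest ratios of these cells to the highest normal library were those of Gm10800 (39.8), Gm26870 (15.5), Spry2 (6.15), Pam (4.26) and Slc39a1 (3.33). With genes that reached 100 UMIs only in the normal MC-like cells, Ly6e (4.89, from 50 UMIs) and Ifi27l2a (4.77, from 89 UMIs) took the places of Pam and Slc39a1 among the largest 5. The largest differences below the lowest normal library were those of Idh3g (4.93-fold), Gm10073 (4.65-fold) and Fzd4 (4.40-fold), each from 4 UMIs. Next came Acadvl (4.10-fold, interval 1.37 to 20.1, from 3 UMIs) and Sys1 (3.97-fold, interval 1.32 to 19.6, from 3 UMIs). From its screens of signaling between cell types and of pathways raised in MCs after injury, the paper states that both results point to the NOTCH pathway as the target signaling for the changes of MCs.

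**Figure D5:**
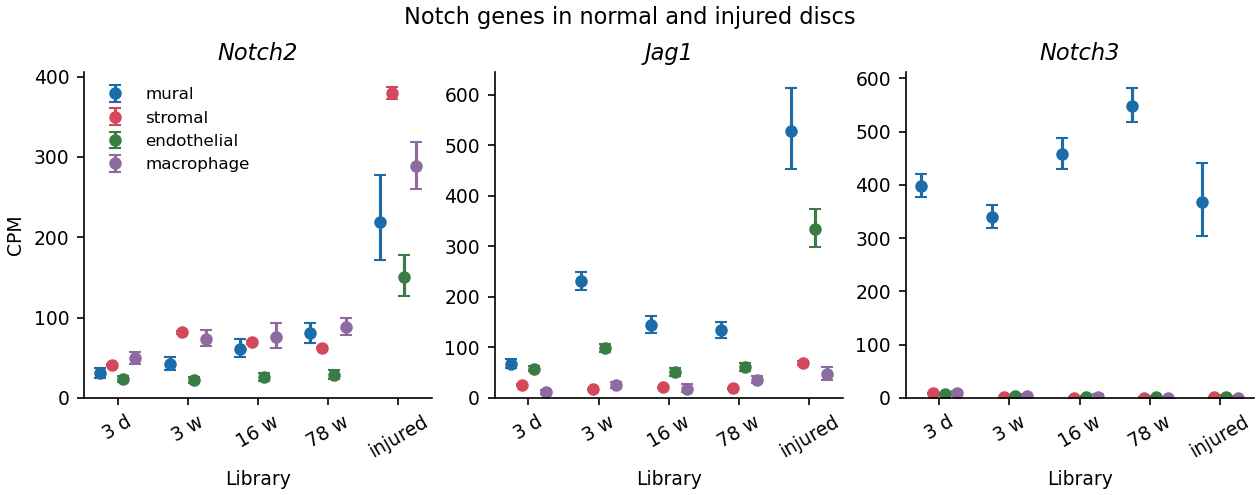
CPM (y axis, from 0) of Notch2, Jag1 and Notch3 in the 4 normal libraries and the injured library (x axis). Points are sums over the cells of mural, stromal (clusters 1 to 3), endothelial or macrophage type in 1 library, and bars are 95% Poisson intervals. Notch2 and Jag1 lie highest in the injured library in each of the 4 types, and Notch3 in injured mural cells, at 368 CPM, lies within the range of the normal libraries.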

**Fig. 7:**
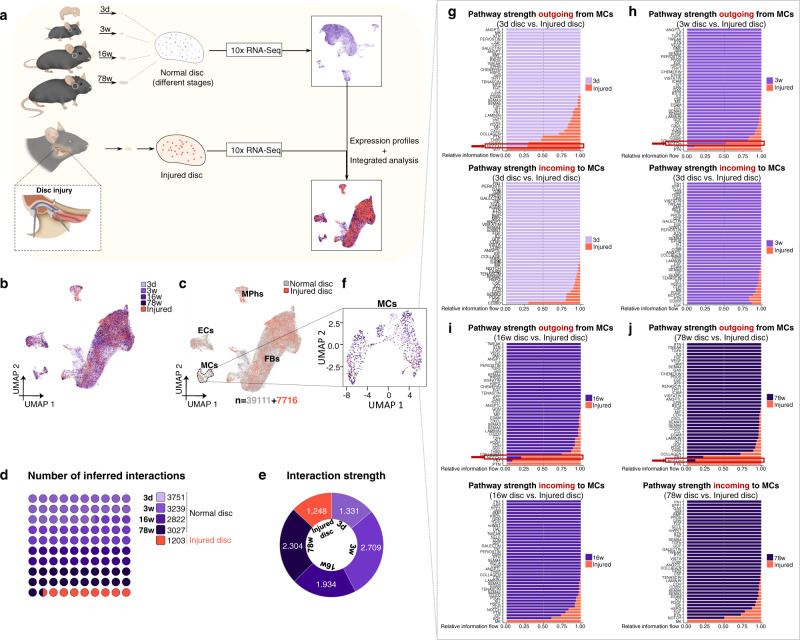
NOTCH pathway is the target signaling for MCs expressional and functional changes after disc injury. **a** Schematic of the TMJ disc injury mouse model and integrated single-cell transcriptomic analyses using both normal and injured disc cells. **b** Dimension reduction presentation (*via* UMAP) of integrated single-cell transcriptome data for all disc samples. Each dot represents a single cell and is labeled by different color depths according to stage and injury condition. **c** Dimension reduction presentation (*via* UMAP) of integrated single-cell transcriptome data for normal disc cells (in grey) and injured disc cells (in red). Each dot represents a single cell, the retained cell number is 46827. **d** Proportion of inferred signaling interaction numbers in normal and injured TMJ disc cells. **e** Proportion of signaling interaction strength in normal and injured TMJ disc cells. **f** UMAP plot of MC subpopulations according to the Methods. Each dot represents a single cell and is labeled by different color depths according to stage and injury condition. **g** Stacked bar graph of outgoing and incoming information flow for each signaling pathway associated with mural cells of 3d and injury TMJ disc datasets. **h** Stacked bar graph of outgoing and incoming information flow for each signaling pathway associated with mural cells of 3w and injury TMJ disc datasets. **i** Stacked bar graph of outgoing and incoming information flow for each signaling pathway associated with mural cells of 16w and injury TMJ disc datasets. **j** Stacked bar graph of outgoing and incoming information flow for each signaling pathway associated with mural cells of 78w and injury TMJ disc datasets.

Then, to test whether the TMJ disc homeostasis and repair involved tissue-resident MCs, we performed lineage tracing of MCs using fluorescence reporter animals driven by a MC-specific marker, *Myh11* (*Myh11-Cre*^*ER*^*; Tm*^*fl/-*^ mice, Fig. 8a). To rule out the possibility of a circulating source of disc tissue repair, we used a parabiosis model that generated circulation between GFP^+^ mice and TMJ injured non-GFP mice (Fig. S10a). We found there was no circulating GFP^+^ cells participating in joint disc repair (Fig. S10b, c). Then we compared RFP^+^ MC lineage distributions and expression features between surgically induced discs and normal TMJ discs (Fig. 8b–g). Under a fluorescence microscope, MC lineage cell numbers were significantly increased in injured discs. For the most part, RFP^+^ cells were located in the anterior band in the normal disc but migrated from the junction of the disc band/attachment to the intermediate band, along with PECAM-1^+^ vascular proliferation, in the injured disc (Fig. 8d, g). Interestingly, while the MC lineage proliferated and migrated into the middle zone of the injured disc, RFP^+^ cells gradually lost their MC characteristics, which manifested as a loss of NOTCH3 expression and THY1 expression (Fig. 8h–k, Supplementary Movie 1–4), as well as a loss of *Myh11* expressions itself in surgical induced mouse disc injury (Fig. S11a, b). Interestingly, we also found that when RFP^+^ MCs lineage migrate toward disc injury site, considerable number of RFP^+^ MCs lineage started to express *Sfrp2* (RFP^+^/*Sfrp2*^+^), but much fewer RFP^+^/*Chad*^+^ cells were observed (Fig. 8l, m). Notably, at the terminus of the newly formed blood vessels in the injured disc band, RFP^+^ MC lineage cells were no longer adjacent to PECAM-1^+^ ECs, which indicates that these resident ‘perivascular cell’ lineages ultimately transformed into other cell types functioning in cell metabolism and injury repair.

**Fig. 8:**
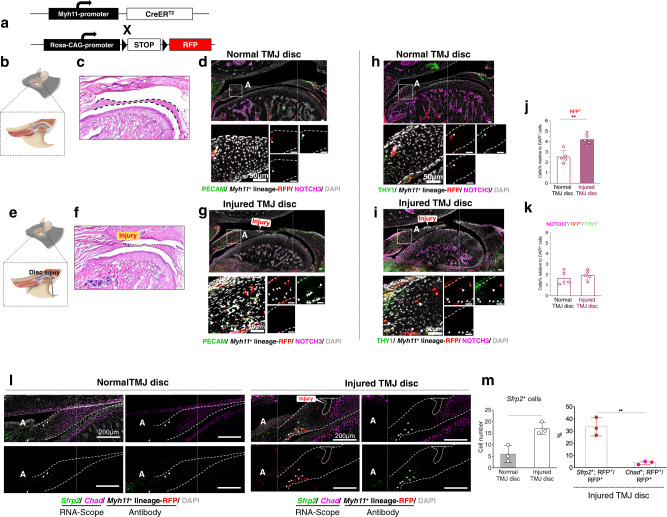
Mural cells transform toward non-chondrogenic fibroblasts in TMJ disc injury. **a** Schematic diagram of the mating strategy for generating *Myh11-Cre*^*ER*^*; Tm*^*fl/-*^ mice. **b** Schematic diagram of the normal anatomical structure of mice TMJ disc. **c** H&E staining of normal discs. Dotted lines: disc boundary. *N* = 5 independent animals. Scale bar:200 μm. **d** Immunofluorescence staining of normal discs. Green: PECAM-1; Magenta: NOTCH3; red: *Myh11*^+^ lineage-RFP; blue: DAPI. Triangular arrows: *Myh11*^+^ lineage; long-tailed arrows: PECAM-1^+^ cells. A: anterior band; dotted lines: disc boundary. *N* = 5 independent animals. Scale bar: 50 μm. **e** Schematic diagram of the anatomical structure of injured discs in mice. **f** H&E staining of injured discs. Dotted lines: disc boundary. *N* = 5 independent animals. Scale bar: 200 μm. **g** Immunofluorescence staining of injured discs. Green: PECAM-1; Magenta: NOTCH3; red: *Myh11*^+^ lineage-RFP; blue: DAPI. White triangular arrows: *Myh11*^+^ cell lineage; white long-tail arrows: PECAM-1^+^ cells; red triangular arrows: RFP^+^/NOTCH3^-^. A: anterior band, dotted lines: disc boundary. *N* = 5 independent animals. Scale bar: 50 μm. **h** Immunofluorescence staining of normal discs. Green: THY1; Magenta: NOTCH3; red: *Myh11*^+^ lineage-RFP; blue: DAPI. White triangular arrows: RFP^+^/THY1^+^/NOTCH3^+^ cells. A: anterior band, dotted lines: disc boundary. *N* = 5 independent animals. Scale bar: 50 μm. **i** Immunofluorescence staining of injured discs. Green: THY1; Magenta: NOTCH3; red: *Myh11*^+^ lineage-RFP; blue: DAPI. White triangular arrows: RFP^+^/THY1^+^/NOTCH3^+^ cells; white long-tailed arrows: RFP^+^/THY1^+^/NOTCH3^-^ cells; red triangular arrows: RFP^+^/THY1^-^/NOTCH3^-^ cells. A: anterior band, dotted lines: disc boundary. *N* = 5 independent animals. Scale bar: 50 μm. **j** Semi-quantification of *Myh11*^+^ lineage-RFP^+^ cell percentage. Data are presented as mean + /-SD. *N* = 5 independent animals. The two tailed *t* test was used for data analysis, ^**^p = 0.0015. **k** Semi-quantification of RFP^+^/THY1^+^/NOTCH3^+^ cell percentage. Data are presented as mean + /-SD. *N* = 5 independent animals. The two tailed *t* test was used for data analysis. **l** Combined fluorescence in situ hybridization and immunostaining of inured TMJ discs. Red: *Myh11*^+^ lineage-RFP; Green: *Sfrp2*; magenta: *Chad*; gray: DAPI. A: anterior band, white dotted lines: disc boundary, scale bar:200 μm. **m** Semi-quantification of *Sfrp2*^+^ cell number, and *Sfrp2*^+^/RFP^+^ cell proportion in injured disc. Data are presented as mean + /-SD. *N* = 3 independent animals. The two tailed *t* test was used for data analysis, ^*^p = 0.0131.

## Discussion

In this study, we built the first single-cell atlas for TMJ discs at different postnatal stages. Our work details the complex landscape of disc cell types and provides comprehensive insights into cell function in this unique fibrocartilage within the craniofacial system. In this disc atlas, four main cell types and 9 distinct clusters were found, revealing a previously unappreciated diversity of FBs, the most abundant cells, within the disc. We also found that different FB clusters exhibit distinct DEGs, and could be classified as chondrogenesis related FB clusters and non-chondrogenic FB clusters, which classification coordinates previous studies that divided disc cells into chondrocyte-like cells and fibroblasts. The chondrogenesis related FB clusters locate around intermedial zone of TMJ disc with enriched expression of chondrocyte ECM markers. These features, in addition to the latter order of CytoTRACE values, suggest these terminally differentiated chondrocyte like cells are functional for mechanical loading bearing and ECM homeostasis with limited capacity of self-repair. On the other hand, the non-chondrogenic FB clusters with higher CytoTRACE values, mainly locate near the anterior and posterior band attachment, and support more diverse DEG features such as cell proliferation and chondrogenesis inhibition. These features suggest non-chondrogenic FBs is the more active cell type in articular disc, potentially with high developmental and repair capacity. When comparing ECM feature changes at different stages, we find the most abundant ECM components are actively expressed In 3 w discs, which probably supports adaptation of mechanical strength for jaw functions when the food source changes from milk to solid food at 2–3 weeks^39^. This heterogeneity provides evidence that physiological demand drives cell heterogeneity in organs at different developmental stages.

The majority of temporomandibular joint dysfunctions (TMJDs) initiate with anterior disc displacement (ADD), during which the anterior attachment structure is damaged by inflammation and abnormal local pressure, and adhesion and fibrosis appear in the disc, which results in progressive disc degeneration^2,3^. The function of individual cells and tissues is dependent on their structure. Cellular zonation can reflect the division of labor among cells. In TMJ discs, in contrast to the numerous FBs that are distributed throughout the disc area, ECs, MCs and MPhs, whose roles in the articular disc previously did not draw extensive attention, mainly reside at the very end of the disc bands and are limited to the junction of the anterior band and attachment. The *Sfrp2*^+^ FBs, which cells were considered as potential functional cells for disc tissue repair, were also found mainly located in this area. This finding highlights the importance of homeostatic anterior attachment for disc function and improve the understanding of the vascular cell niche within the anterior band attachment area. More importantly, these findings suggest that this area could be a critical site for early clinical diagnosis and for specific target therapy of TMJ disc disarrangement.

Recent and ongoing work has highlighted the important interplay among aging, inflammation, and loss of regenerative potential in multiple tissues. In the TMJ, even disc injuries sustained in youth remain difficult to repair, giving rise to the degeneration of fibrocartilaginous tissue that can lead to accelerated OA pathology. In recent decades, multiple studies have explored putative cartilage progenitor cells (CPCs) in articular cartilage by characterizing their cell surface markers and describing their function^55,56^. In studies of TMJ condylar fibrocartilage, our group and other researchers also found multipotent fibrocartilage stem cells in humans and animals^40,51^. However, whether there are similar progenitor populations residing in the articular disc and how these progenitors are effectively activated for proper function still needs clarification.

The disc atlas presented here described for the first time the existence of resident MCs in the disc bands. MCs are seen as a critical perivascular source for mesenchymal stem cells in multiple organs^23,54,57–59^. In TMJ discs, we found that MCs have typical skeletal progenitor characteristics, with specific transcriptional markers such as *Notch3* and *Thy1*, which both provide identity and mediate the multipotent capacities of this population. Progenitor differentiation requires orchestration of dynamic gene regulatory networks during stepwise fate transitions. In our disc atlas, we found that NOTCH3 and THY1 signaling contribute substantially to the cell–cell signaling cascade in MCs at all stages. The absence of these signaling pathways could lead to loss of the multipotent capacity of progenitor cells. As an example, THY1^+^ cells in TMJ discs showed markedly stronger stem cell characteristics than THY1^-^ disc cells in vitro and ex vivo. In addition, lineage tracing in vivo showed that *Myh11-CreER*^+^ MCs proliferated and migrated to coordinate angiogenesis in disc injury, but they gradually lost their NOTCH3 and THY1 expression, as well as progenitor characteristics and ultimately became fibroblasts. Interestingly, the *Myh11-CreER*^+^ MCs appears to differentiate toward *Sfrp2*^+^ non-chondrogenic fibroblasts instead of *Chad*^+^ chondrogenesis related disc cells. This phenomenon, as well as our in vitro results showing that it is hard for MCs to form mature cartilage without chondrogenesis induction, suggests a limited chondrogenesis capacity of MCs for disc fibrocartilage repair. On the other hand, we also observed appreciable *Sfrp2*^+^/ *Myh11-*RFP^-^ cells being activated on the anterior band. Since *Sfrp2* is critical for regulating progenitor differentiation during tissue regeneration and repairing^60–62^, we consider there is probable other resident progenitor source that participate in the regulation of cellular homeostasis together with MCs in the TMJ disc.

NOTCH signaling pathway was found with a dual role during joint cartilage metabolism, as well as being identified as a potential regulator of both catabolic and anabolic molecules in the cartilage ECM during development^63–65^. Transient activation of NOTCH signaling in postnatal chondrocytes results in increased synthesis of cartilage ECM and joint maintenance, while overexpression of NOTCH signaling activates the pathway in OA cartilage^66^. In TMJ, our previous study showed that NOTCH signaling was excessively activated during the onset and development of TMJOA, while partial blocking NOTCH signaling by preventing NICD release could alleviated the cartilage destruction^67^. In addition, NOTCH activation was found critical for chondrogenic progenitor specifications in condylar fibrocartilage^68^. These findings, in addition to our current study showing that NOTCH is active at all postnatal stages in TMJ disc, suggest potential functions of NOTCH both as the ‘identity’ and the regulator of MCs characteristics during TMJ cartilage development and injury repair. Our work,

However, there are several limitations of our work: the mechanisms underlying disease susceptibility and the pathogenic processes of cells in the junction are not fully understood. Animal models that activate/eliminate MCs from TMJ discs would provide more direct evidence to elucidate their functional roles during disc development and homeostasis. Moreover, artificially overexpressing/inhibiting the NOTCH and THY1 signaling pathways in MCs during TMJ disc injury would provide a model for developing therapeutic strategies for TMD treatment in the future.

Our work here details an atlas of cell populations, transcriptomes, and inferred interactions, provides insights into cell functionality in postnatal TMJ disc development and homeostasis, and presents for the first time the resident progenitor cells in the articular disc. Our work opens avenues for further mechanistic exploration of the complex process of disc disease and degeneration.

## Methods

### Ethics approval information

This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of Sichuan University. Animal procedures were performed according to protocols approved by the Animal Ethics Committee of Sichuan University (WCHSIRB-D-2021-231). All animal experiments followed the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Animals

FVB-Tg(*Myh11-cre/ERT2)1Soff/J* mice (JAX#019079, abbreviated *Myh11-Cre*^*ER*^) and B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J mice (JAX#07908, abbreviated *Tm*^*fl/fl*^) at the age of 7 weeks old were obtained from Jackson Laboratory. These mice were mated with 7-week-old C57/BL6 mice (Dashuo Experimental Animal Laboratories, Chengdu). To generate tdTomato-conditionally activated mice, *Tm*^*fl/fl*^ mice were crossed with *Myh11-Cre*^*ERT*^ mice. 8-week-old immunodeficient NOD-SCID mice (C001180, Cyagen Biosciences, China) were used as transplant recipients for renal capsule transplantation of prospective MC progenitor populations. 8-week-old GFP^+^ mice (C001180, Cyagen Biosciences, China) were used for generation of a parabiosis model with non-GFP mice. All animals were maintained in appropriate environment at 24 °C with 40% humidity in a 12 h light/dark cycle with free access to water and irradiated diet. Wood bedding and igloo covers were provided for environmental enrichment. Mice were fed a standard chow diet. All the male/female mice were wild type mice selected from different litters randomly. Both male and female 3-day pups were used for one bulk single cell suspension. 3-week, 16-week and 78-week mice used for all the experiments were males. Since the transgenic locus is located on the Y chromosome, only male mice (Myh11-Cre^ER^; Tm^fl/-^) were used for MCs lineage tracing.

### Single-cell digestion and sequencing

To isolate TMJ disc cells, the discs were freed from the joint space and isolated precisely from the surrounding tissue using fine forceps and scissors under a stereomicroscope. Next, TMJ discs were digested in 4 mg/ml Pronase (10165921001, Roche, Switzerland) for one hour, followed by digesting in 2 mg/ml Collagenase P (11213857001, Roche, Switzerland) in fetal bovine serum (FBS)-free DMEM for 2 h. After filtering the cell suspension using 70 μm and 40 μm cell filters, the cell suspension was loaded into Chromium microfluidic chips with 3’ chemistry and barcoded with a 10x Chromium Controller. RNA from the barcoded cells was subsequently reverse-transcribed, and sequencing libraries were constructed with reagents from a Chromium Single Cell 3’ v2 reagent kit according to the manufacturer’s instructions. Sequencing was performed with an Illumina system.

### Cluster generation and labeling

Integrated analysis was performed using the Seurat package according to previous works^69,70^. Briefly, count files for each condition were read into RStudio (version 1.4.1106), and datasets corresponding to each sample were labeled accordingly as ‘3 d’, ‘3 w’, ’16 w’ and ’78 w’. Only cells found to express more than 200 transcripts were considered to limit contamination from dead or dying cells. According to the instructions of the Seurat package, each dataset was normalized for sequencing depth with the ‘NormalizeData’ function, and the 2000 most variable features of each dataset were detected using the ‘vst’ method with the ‘FindVariableFeatures’ function. Subsequently, the ‘FindIntegrationAnchors’ function was used to identify anchors across the datasets, and the ‘IntegrateData’ function was used to integrate them so that an integrated analysis could be run on all cells simultaneously.

The data were then scaled and central features in the dataset were identified using ‘ScaleData’, and PCA components were used for an initial clustering of the cells (using ‘RunPCA’). Thirty dimensions were used to capture the majority of the variability across the datasets. ‘FindNeighbors’ was then used with the above dimensionality parameters to construct a K-nearest neighbor graph based on Euclidian distances in PCA space. The clusters were then refined by a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm. This was done by using the ‘FindClusters’ function. Nine distinct clusters were identified (Clusters 1–9). The clusters were annotated by manual review of the marker genes of each individual cluster. We then performed nonlinear dimensionality reduction using UMAP to visualize and explore the datasets. Gene set overrepresentation analysis of significantly upregulated cluster-defining genes was performed using ‘FindMarkers’. Gene set enrichment analysis was performed using ClusterProfiler^71,72^ with GO terms for biological processes.

To identify cell types of interest that were present as smaller populations within the TMJ disc cells, an individual cluster (cluster 6, MCs) was extracted by using the ‘Subset’ function and subjected to further subclustering. Six subpopulations of MCs were identified by manual review of the expressed markers and annotated as immune-related MCs, naive MCs, FB-related MCs, and smooth muscle-related MCs in TMJ discs.

### Cell–cell interaction analysis

CellChat^73^ is an R-based analysis tool for calculating the interaction between ligands and receptors between different cell populations. We used CellChat for cell–cell communication calculation and analysis in TMJ discs. In brief, overexpressed signaling genes and ligand–receptor interactions (pairs) were found by using ‘IdentifyOverExpressedGenes’ and ‘IdentifyOverExpressedInteractions’ within the CellChatDB for five datasets (3 d, 3 w, 16 w, and 78 w, injured). The ‘ComputeCommunProb’ function was used to compute the communication probability or interaction strengths between any interacting cell groups. To identify the differences between datasets, the ‘MergeCellChat’ and ‘CompareInteractions’ functions were used in CellChat. The differential edge list was passed through ‘netVisual_heatmap’ to generate a heatmap and find receptor-ligand edges between MCs and other cells, and then Circle plots were generated with ‘netVisual_circle’ in CellChat. Then, we selected several MC-related receptor-ligand edges with a high communication probability for visualization, including the THY1 signaling pathway and NOTCH signaling pathway. In stacked bar graph, different injury specific signaling pathways were identified, by using “rankNet” function to compare outgoing and incoming information flow for each signaling pathway associated with mural cells of normal and injury datasets.

### Pseudotime analysis

To determine the differentiation trajectory of MCs, we used the Monocle2^74–76^ package to calculate the differentiation process of these cells. Monocle uses the CellDataSet object to store single-cell gene expression data as well as analysis results. Thus, we created a CellDataSet object for single cells of the integrated dataset after subclustering the MCs cluster (MCs). Genes that provided important information for shaping the trajectory were detected through the ‘FindVariableGenes’ function in the Seurat package. Then, dimensionality reduction and trajectory construction were performed with the obtained genes. After determining the pseudotime value arrangement and differentiation trajectory, we detected genes that followed different kinetic trends along the different branches from the starting state using the Beam function in Monocle. The genes (selected based on *q* value<1e-4) of MCs were used to draw a heatmap. Hierarchical clustering was applied to cluster the genes into 2 subgroups according to expression patterns. Additionally, we used the ‘plot_cell_trajectory’ function in the Monocle2 package to show the changes in cells in the MC subcluster during the differentiation trajectory. Besides, we chose 3d scRNA-seq data and used CytoTRACE (v.0.3.3) to predict differentiation states of different FB subclusters at this stage^46^.

### TMJ disc cell isolation and culture

TMJ discs were dissected from 3-day-old C57BL/6 mice and immediately placed into phosphate-buffered saline (PBS) solution at room temperature. TMJ discs were digested in 4 mg/ml Pronase (10165921001, Roche, Switzerland) for one hour, followed by digesting in 2 mg/ml Collagenase P (11213857001, Roche, Switzerland) in fetal bovine serum (FBS)-free DMEM for 0.5–1 h. Two-step enzyme digestion was performed at 37 °C with horizontal shaking at 100 rpm. An equivalent volume of medium was added to terminate the reaction. Then, the cell suspension was passed through a 40 µm cell strainer. Cells were pelleted by centrifugation at 300 × *g* for 5 min. The supernatant was removed, and the cell pellet was resuspended in magnetic-activated cell sorting (MACS) buffer (PBS supplemented with 0.5% bovine serum albumin and 2 mM EDTA). MACS with CD90.2/THY1 microbeads (130-121-278, Miltenyi Biotec, Germany) was used to isolate MCs. THY1^+^ and THY1^-^ MCs were both retrieved after MACS. Cells were cultured with high-glucose Dulbecco’s modified Eagle’s medium (DMEM) (C11995500BT, Gibco, USA) with 20% fetal bovine serum (FBS) (10091148, Gibco, USA) and 1% penicillin/streptomycin (15140122, Gibco, USA) in a humidified incubator at 37 °C and 5% CO_2_. The medium was completely changed every 3–4 days. When the cultures reached 75% confluence, the cells were subcultured using 0.25% trypsin-EDTA (25200072, Gibco, USA).

### Flow cytometry (FCM)

TMJ discs were isolated from C57BL/6 mice at different stages (3 d, 3 w, 16 w, and 78-82 w) and then cut into small pieces. Next, these small disc pieces were digested with pronase for 1 h and collagenase P for 0.5–1 h as previously described. The dissociated cells were centrifuged, filtered through nylon mesh, and resuspended in cell staining buffer. FCM was performed using a flow cytometer (AttuneTM NxT Flow Cytometer Thermo Fisher Scientific, USA).

TMJ discs cells were immunolabeled with fluorescent conjugated antibodies on ice for 35 min. For antigens requiring 2-step antibody staining, cells were stained on ice for 35 min with unconjugated primary antibodies followed by fluorophore-conjugated secondary antibodies on ice for another 35 min. Then the cells were washed with FACS buffer, centrifuged for 5 min at 300 x *g*, resuspended and placed on ice.

After blocking with 10% goat serum in 5% BSA, TMJ discs cells were immunolabeled with fluorescent conjugated antibodies on ice for 35 min. For antigens requiring 2-step antibody staining, cells were stained on ice for 35 min with unconjugated primary antibodies followed by fluorophore-conjugated secondary antibodies on ice for another 35 min. Then the cells were washed with FCM buffer, centrifuged for 5 min at 300 x *g*, resuspended and placed on ice.

The fluorescent conjugated antibodies included Alexa flour 647 anti-NOTCH3 (Alexa flour 647, 130512, Biolegend, USA). The unconjugated primary antibodies included rat anti-PECAM-1 (550274, Becton, Dickinson and Company, USA), mousecanti-C1QA (NBP1-51139, NOVUSBIO, USA) and rat anti-THY1 (14-0902-82, Invitrogen, USA). The fluorophore-conjugated secondary antibodies included Alexa fluor 488 goat anti-rat (A23240, Abbkine, USA) and Alexa fluor 488 goat anti-mouse (A32723, Invitrogen, USA). The sample gating strategies for all FCM experiments were described in supplementary Fig. S12.

### 5-Ethynyl-2′-deoxyuridine (EdU) labeling assay

C0071 BeyoClickTM EdU-488 was used to measure the proliferation capacity of THY1^+^ and THY1^-^ cells. Cells at P2 were seeded in 24-well plates at 2 × 10^4^ cells/well. When the cells reached 50% confluence, 10 μM EdU was added to the medium, and the cells were cultured for 4 h. The cells were then fixed with 4% paraformaldehyde (PFA) and incubated with Click Additive Solution. The nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (C0065, Solarbio, China). Positive cells were observed and counted under a fluorescence microscope (DMi8, Lecia, Germany). The percentage of EdU-positive cells was calculated by the number of green fluorescent cells/number of DAPI-stained cells.

### Colony formation assay

THY1^+^ and THY1^-^ cells at P2 in the logarithmic phase were harvested and cultured (1000 in a 6-well plate). After culture for 12 days, the cells were fixed with 4% paraformaldehyde for 15 min, washed in PBS and stained with 0.1% crystal violet dye (G1072, Solarbio, China) for 2 min. The cells were next washed with ddH_2_O until the rinsing water was clear, and the dishes were air dried and photographed.

### Multilineage differentiation

Multilineage differentiation was investigated in vitro using chemically defined medium for inducing chondrogenesis, osteogenesis, and adipogenesis. For chondrogenesis, THY1^+^ and THY1^-^ cells (2.5 × 10^5^) at P2 were pelleted in 96-well plates by centrifugation and cultured for 3 weeks in high-glucose Dulbecco’s modified Eagle’s medium (DMEM) (C11995500BT, Gibco, USA) supplemented with 10^−7^ mol dexamethasone (D4902, Sigma, USA), 1 mM sodium pyruvate (P4562, Sigma, USA), 50 μg/ml L-ascorbic-2-phosphate (A4403, Sigma, USA), 40 μg/ml l-proline (P5607, Sigma, USA), 1% insulin, transferrin, selenium (ITS, 12521, Sigma, USA), and 10 ng/ml TGF-β3 (100-36E-10, PeproTech, USA). Cells were centrifuged for 5 min at 300 *g* to form a pellet. Three weeks later, the pellets were fixed in 4% paraformaldehyde and prepared for frozen embedded sections and were stained with Movat pentachrome (ab245884, Abcam, UK). To induce osteogenesis, THY1^+^ and THY1^-^ cells (2 × 10^4^) at P2 were cultured in 24-well plates for 1 week in medium containing αMEM supplemented with 10% FBS, 10^−8^ mol dexamethasone, 50 μg/m L-ascorbic acid, and 10 mM β-glycerophosphate (G8100, Solarbio, China). After 2 weeks, the cells were fixed in 4% PFA and stained with 1% Alizarin red (G1452, Solarbio, China). To induce adipogenesis, THY1^+^ and THY1^-^ cells (2 × 10^4^) at P2 were cultured in 24-well plates using adipogenesis-induced medium A: αMEM with 20% FBS, 500 μM IBMX (I7018, Sigma, USA), 1 μM dexamethasone, 1 μM rosiglitazone (R8470, Solarbio, China) and 10 μg/ml insulin (I8040, Solarbio, China). 48 h later, the cells were washed with PBS and cultured using induction medium B: αMEM with 20% FBS, 10 μg/ml insulin, and 1 μM rosiglitazone. Medium B was completely changed every 2 days. After 6 days of induction, oil red O staining was performed.

### RNA Isolation and qRT-PCR

Total RNA of THY1^+^ cells and THY1^-^ cells was purified from 3d TMJ disc with RNeasy Micro Kit (74004, Qiagen, Germany) and treated with DNase I (AM2222, Ambion, USA) to remove genomic DNA. RNA quantity and purity were determined using spectrophotometer (DeNovix, Inc.). RNA samples (260/280 ≥ 1.8) were used to obtain cDNA (4374967, Invitrogen, USA). qRT-PCR was performed using SYBR Green PCR Master Mix (A25780, Applied Biosystems, USA) and mouse primers of *Ppar-γ*, *Ocn* and *Acan* (Integrated DNA Technologies). Gene expression levels were normalized to the housekeeping gene Glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*).

### Preparation of TMJ disc tissue

The TMJ samples were collected using a scalpel and forceps and immediately fixed with 4% PFA at 4 °C overnight. Samples were decalcified in 446 mM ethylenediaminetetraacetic acid (EDTA) in PBS (pH 7.4) at 4 °C for 1–4 weeks, with a change of EDTA every day. Sucrose (10%, 20%, and 30%) was used for gradient dehydration. Tissues were embedded in optimal cutting temperature (OCT) compound (4583, Sakura Finetek USA, Torrance, CA) or paraffin. Slices with a thickness of 5–7 or 30 μm were made along the sagittal plane.

### Histology

Dissected specimens were fixed in 4% PFA at 4 °C overnight. Samples were decalcified in 446 mM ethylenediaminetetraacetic acid (EDTA) in PBS (pH 7.4) at 4 ˚C for 1–4 weeks with a change of EDTA once every day. 10%, 20%, 30% sucrose were used for gradient dehydration. Tissues were embedded in optimal cutting temperature (OCT) compound (4583, Sakura Finetek USA, Torrance, CA) or paraffin. 5–7- or 30 μm slices were made with in a sagittal plane. Representative sections were stained with Modified Russell-Movat Pentachrome Staining Kit (ab245884, Abcam, UK) or Modified Hematoxylin-Eosin (HE) Stain Kit (G1121, Solarbio, China).

### Immunofluorescence staining

Immunofluorescence was performed on cryo-sections. Tissue sections were thawed at room temperature and washed in PBS three times. Permeabilization was performed with 0.5% Triton in PBS when necessary. Then, the samples were blocked with 5% goat serum in 3% BSA in PBS for 1 h at room temperature. Primary antibodies, which included antibodies against CD90.2 (14-0902-82, Invitrogen, USA) diluted to 1:100 in blocking solution, PECAM-1 (550274, BD Pharmingen, USA) diluted to 1:100 in blocking solution, NOTCH3 (PA519515, Invitrogen, USA) diluted to 1:400 in blocking solution, and C1QA (NBP1-51139, Novus, USA) diluted to 1:200 in blocking solution, were incubated at 4 °C overnight. Specimens were washed with PBS for 3 times on the second day. Secondary antibodies, which included goat anti-rat Alexa fluor 488 (a23240, Abbkine, USA), goat anti-rabbit Alexa fluor 568 (A-11036, Invitrogen, USA), goat anti-rabbit Alexa fluor 647 (HA1123, Huabio, China), and goat anti-mouse Alexa fluor 488 (A32723, Invitrogen, USA) antibodies (diluted to 1:500 in blocking solution), were applied for 1 hour. We were careful to wash sections in PBST (1% Tween 20 in PBS) twice and PBS to remove unbound secondary antibodies. The samples were incubated with mounting medium (with DAPI) (S2110, Solarbio, China) for 10 min and mounted with coverslips (80340-3610, CITOTEST, China). Tissue sections were visualized with a laser scanning confocal microscope (LSCM) (Olympus FV3000, Japan).

### Immunohistochemistry

Immunohistochemistry was performed on paraffin sections. The TMJ samples were collected with forceps and scissors and fixed in 4% PFA at 4 °C overnight. All specimens were put into a Leica ASP300S for dehydration after being washed in PBS.

The protocol was performed according to the manufacturer’s instructions for the immunohistochemistry staining kit (SP-9000, ZSGB-BIO, China). Samples were deparaffinized with xylene and rehydrated with decreasing concentrations of ethanol. Heat-based antigen retrieval was performed at 95 °C. After the sections cooled, solution 1 was added to block endogenous peroxidase activity. Then, the sections were incubated with blocking solution before being individually incubated at 4 °C overnight with a primary antibody against collagen I (Col I, 1:100, ab34710, Abcam, UK). Subsequently, the samples were incubated with solution 3 and solution 4 for 20 min each, and then 3,3-diaminobenzidine tetrahydrochloride (DAB) substrate was used for color development. Sections were dehydrated in a continuous ethanol and sealed with neutral balsam (BL704A, Biosharp, China). The results were visualized with an optical microscope (Leica DM2000 & DM2000 LED, Germany).

### Fluorescence in situ hybridization (FISH)

The TMJ samples were collected using a scalpel and forceps and immediately fixed with 4% PFA at 4 °C overnight. All specimens were decalcified in Preserve decalcifying solution (0500-0052, Pursuit Bio, China) at 4 °C for 20 h. 10%, 20%, 30% sucrose were used for gradient dehydration. Tissues were embedded in optimal cutting temperature (OCT) compound (4583, Sakura Finetek USA, Torrance, CA). 15 μm slices were made with in a sagittal plane. Then FISH was performed with the user manual of RNAscope Multiplex Fluorescent Reagent Kit (323100-USM, Advanced Cell Diagnostics, USA). Anti-RFP antibody (ET1704-21, Huabio, China) was used to labeled RFP whose fluorescence signal may be diminished during sample processing. Fluorescence was detected with a confocal microscope (Olympus FV3000, Japan).

### Subcapsular renal transplantation of cells

A total of 10000-20000 THY1^+^ and THY1^-^ disc cells were sorted using MACS with CD90.2/THY1 microbeads (130-121-278, Miltenyi Biotec, Germany, described in **TMJ disc cell isolation and culture**). Then, the cell pellet was resuspended in 4 μl Matrigel (365230, Corning, USA) on ice. A Wiretrol II syringe (5–000-2010, Drummond Scientific, USA) was assembled to aspirate cell-laden Matrigel. Then, the syringes were set aside at room temperature to let the Matrigel solidify. Eight-week-old adult immunodeficient NOD-SCID mice (C001180, Cyagen Biosciences, China) were anesthetized by intraperitoneal injection with tribromoethanol (T903147, Macklin, China). Routine preparation and surgical draping of each animal around the surgical site included shaving, preparing the midline dorsal skin with 70% ethanol and povidone-iodine solution, draping and surgical site exposure. An incision was made after palpating the kidney under the skin. Then, the skin was separated from the abdominal wall using blunt dissections. An incision less than 1 cm was made into the abdominal wall, and the kidney was gently manipulated until it protruded through the cut. The kidney poles were identified, and a shallow 1–2 mm incision in the capsule was made with a 31-gauge needle (DS195-21-23, Narang Medical, USA). Pipette tips were used to gently separate the capsule from the renal parenchyma, and then cell-laden Matrigel was injected under the renal capsule using the loaded syringe. After cell implantation, the renal capsule was closed with simple interrupted 12-0 sutures. The abdominal wall and skin were closed with simple interrupted 6-0 sutures (F601, Jinhuan Medical, China). Four weeks later, the mice were euthanized for further Movat pentachrome staining (ab245884, Abcam, UK).

### Temporomandibular joint (TMJ) disc injury model

Five-week-old *Myh11-Cre*^*ER+*^*; Tm*^*fl/-*^ mice were used to determine the effect of MCs on injured TMJ discs. Mice were anesthetized using the intraperitoneal injection of tribromoethanol. The right cheek skin was prepared and sterilized with 70% ethanol and povidone-iodine solution. A vertical incision of less than 1 cm was made around the end of the zygomatic arch. Blunt tools were used to resect the muscles to expose the TMJ articular capsule. At a distance of 0.25 mm from the edge of the anterior bands of the TMJ disc, a 31 G needle was used to puncture the anterior bands three times at each side, with 0.3 mm spacing between adjacent puncture holes. Muscle and skin were sutured with 6-0 Prolene sutures (DePuy Synthes, USA). Two weeks later, the animals were sacrificed for further analyses.

### Parabiosis

The parabiosis model was generated according to previous reports^77,78^. Briefly, each GFP^+^ female mouse was placed in the same cage with another C57BL/6 non-GFP female mouse for at least two weeks. Mice were anesthetized using an i.p. injection of tribromoethanol. The TMJ disc injury model was established in the right TMJ of non-GFP mice prior to parabiosis according to the **TMJ disc injury model**. Animals were placed in the supine position, with the GFP^+^ mouse on the right and the non-GFP mouse on the left. After shaving and preparing the midline dorsal skin with 70% ethanol and povidone-iodine solution, a longitudinal skin incision was made on the shaved sides of each animal from 0.5 cm above the elbow to 0.5 cm below the knee joint. Following the incision, the skin was gently detached from the subcutaneous fascia by holding the skin up with a pair of curved forceps and separating the fascia with a second pair to create 0.5 cm of free skin, and this separation was performed along the entire incision. The right olecranon of GFP^+^ mice and the left olecranon of non-GFP mice were sutured together with 6-0 sutures. Similarly, the knee joints of these two mice were joined together. To better establish circulation chimerism, a simple interrupted suture was performed around the abdominal wall and thoracic wall. Then, the skin of the two animals was connected with 6-0 sutures. Four weeks later, the parabiosis pairs were sacrificed for further studies. Livers were dissected to confirm chimerism, and TMJ tissues were dissected for further analyses.

### Tamoxifen administration

In the TMJ disc injury model, *Myh11-Cre*^*ER+*^*; Tm*^*fl/-*^ mice were injected intraperitoneally with tamoxifen at five weeks old (75 mg/kg body weight/day, for 2 consecutive days). Two days after the first tamoxifen injection, TMJ injury or sham injury was generated in mice. Ten days after the first tamoxifen injection, the mice were sacrificed for histological analysis.

### Statistics and reproducibility

All data used in the present study were generated and designed by the original studies in which they appear. No statistical method was used to predetermine sample size. No data were excluded from the analyses. Every quantification was measured by 2 investigators individually and blindly when positive cell numbers and positive staining area were counted. The final statistical results were based on the measurements from these 2 investigators. The staining results were analyzed by ImageJ (version 1.51 Leeds Precision Instruments, USA). The FCM results analysis were proceeded by using FlowJo (version 10.6.2 Tree Star, USA). All statistics were calculated using Prism 9 (GraphPad Software). The statistical significance of differences between 2 groups was determined using unpaired Student’s *t* test, and the statistical significance of differences among 3 or more groups was determined using one-way ANOVA with Tukey’s multiple comparisons. The statistical difference of the cell growth curve (Fig. 6e) was determined using two-way ANOVA with Tukey’s multiple comparisons. Differences were considered to be statistically significant when the *p* value was <0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

## Data Availability

The datasets generated during and/or analyzed during the current study are presented in the paper. The cell counting and positive signal area counting data generated in this study are provided in the Source Data files. The scRNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE218785. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: A single-cell transcriptional atlas reveals resident progenitor cell niche functions in TMJ disc development and injury
**Source:** Nat Commun. 2023 Feb 14;14:830. doi: 10.1038/s41467-023-36406-2
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary information**

**for**

### **‘A single-cell transcriptional atlas reveals resident progenitor cell niche functions in TMJ disc development and injury’**

Ruiye Bi<sup>1\*</sup>, Qing Yin<sup>1, 2\*</sup>, Haohan Li<sup>1\*</sup>, Xianni Yang<sup>1</sup>, Yiru Wang<sup>1</sup>, Qianli Li<sup>1</sup>, Han Fang<sup>1</sup>, Peiran Li<sup>1</sup>,  
Ping Lyu<sup>3</sup>, Yi Fan<sup>3</sup>, Binbin Ying<sup>4</sup>, Songsong Zhu<sup>1#</sup>

**\*These authors contribute equally to this work**

## Supplementary Figure 1

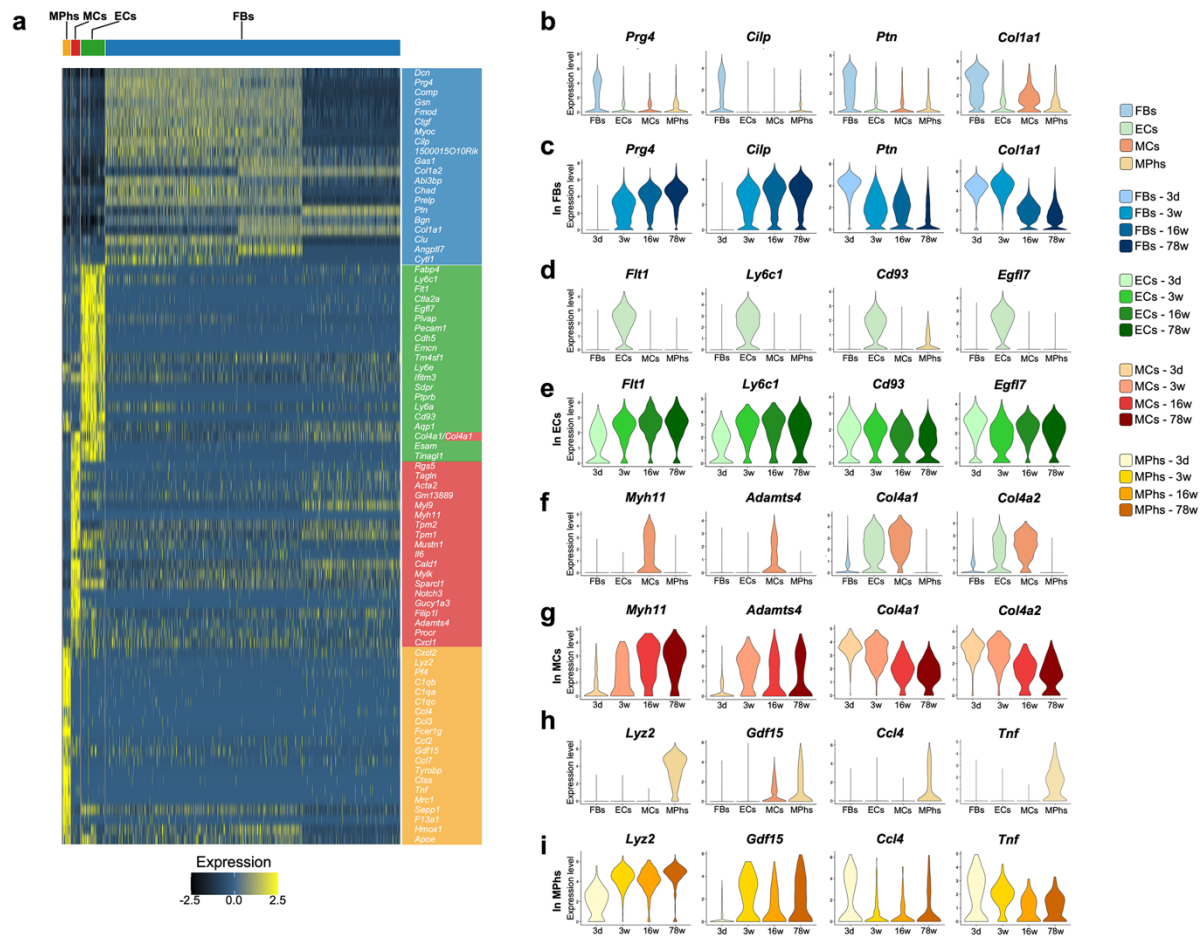

**Figure S1: The four principal cell types in TMJ discs have marked expression variations. (a)** Heatmap of the top 20 genes of the 4 main cell types in TMJ discs. Expression values are normalized and scaled averages. Blue: fibroblasts (FBs); yellow: macrophages (MPbs); green: endothelial cells (ECs); and red: mural cells (MCs). **(b)** Violin plot of the expression of selected differentially expressed genes (DEGs) of FB clusters in the four principal cell types. Expression values are nonnormalized. **(c)** Violin plot of the expression of selected differentially expressed genes (DEGs) of FB clusters at different stages (3 d, 3 w, 16 w, and 78 w). Expression values are nonnormalized. **(d)** Violin plot of the expression of selected differentially expressed genes (DEGs) in the EC cluster in the four principal cell types. Expression values are nonnormalized. **(e)** Violin plot of the expression of selected differentially expressed genes (DEGs) in the EC cluster at different stages (3 d, 3 w, 16 w, and 78 w). Expression values are nonnormalized. **(f)** Violin plot of the expression of selected differentially expressed genes (DEGs) of the MC cluster in the four principal cell types. Expression values are nonnormalized. **(g)** Violin plot of the expression of selected differentially expressed genes (DEGs) of the MC cluster at different stages (3 d, 3 w, 16 w, and 78 w). Expression values are nonnormalized. **(h)** Violin plot of the expression of selected differentially expressed genes (DEGs) of the MPh cluster in the four principal cell types. Expression values are nonnormalized. **(i)** Violin plot of the expression of selected differentially expressed genes (DEGs) of the MPh cluster at different stages (3 d, 3 w, 16 w, and 78 w). Expression values are nonnormalized.

Supplementary Figure 2

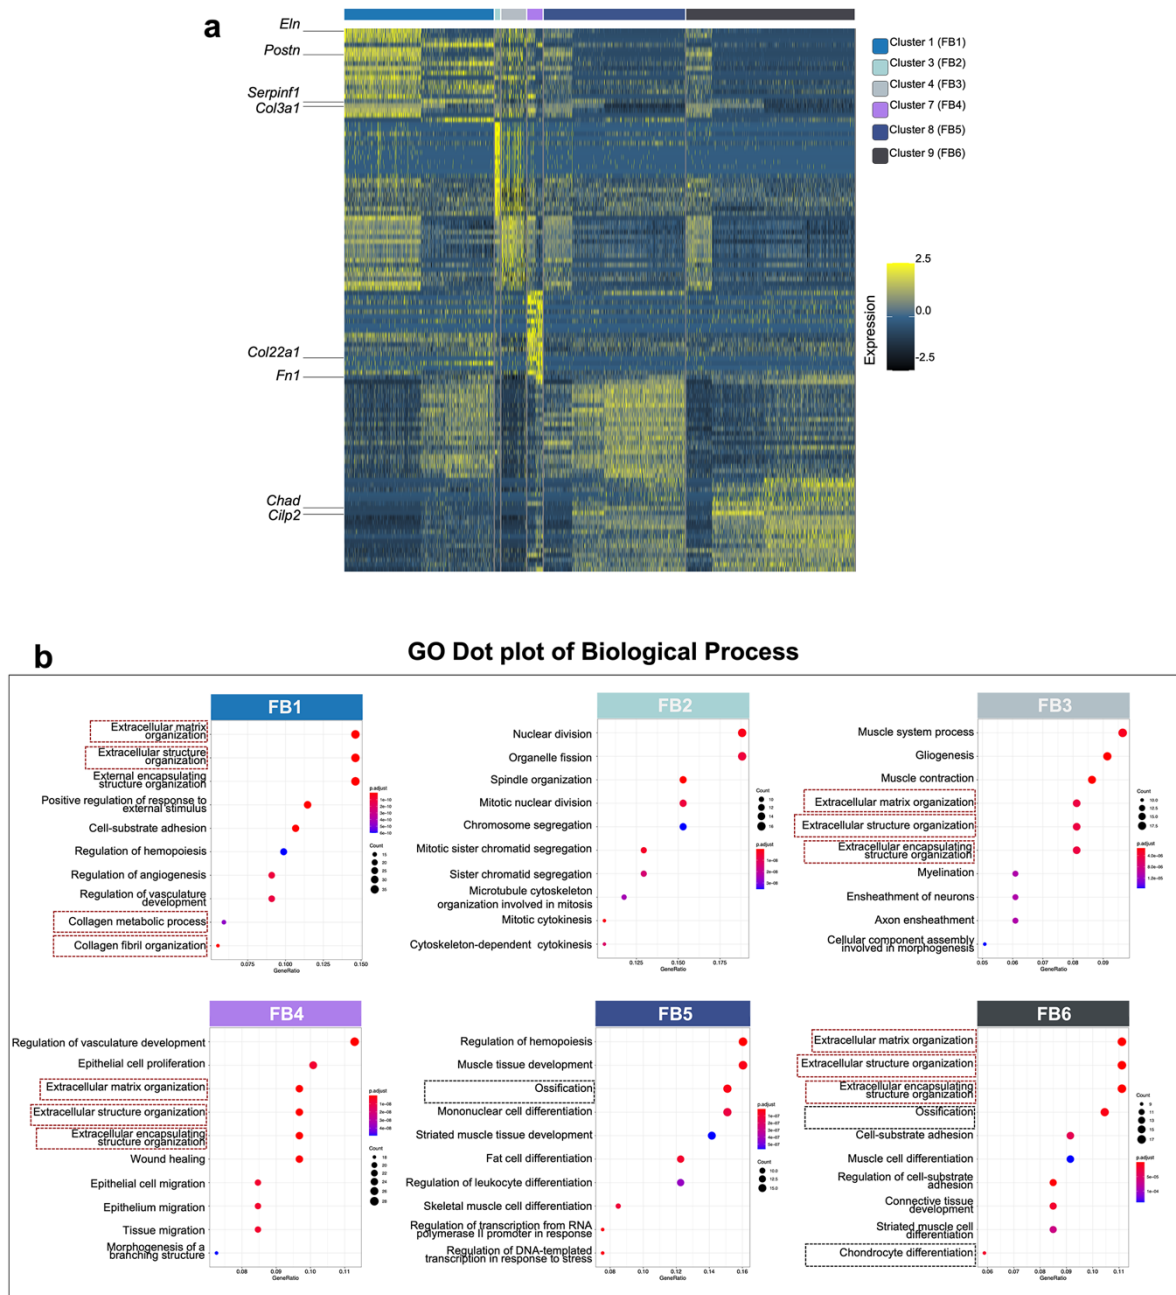

**Figure S2: Extracellular matrix related genes are highly expressed in fibroblast clusters. (a)** Heatmap of the top 20 DEGs of FB clusters with selected extracellular matrix (ECM) genes marked. ECM-related genes are highly expressed in FB clusters. Expression values are normalized and scaled averages. **(b)** Dot plot of the biological processes of different FB clusters. Gene Set Enrichment Analysis was used to determine p value using GO (biological process) database on FBs. We emphasized the novel GO terms related to FB function.

Supplementary Figure 3

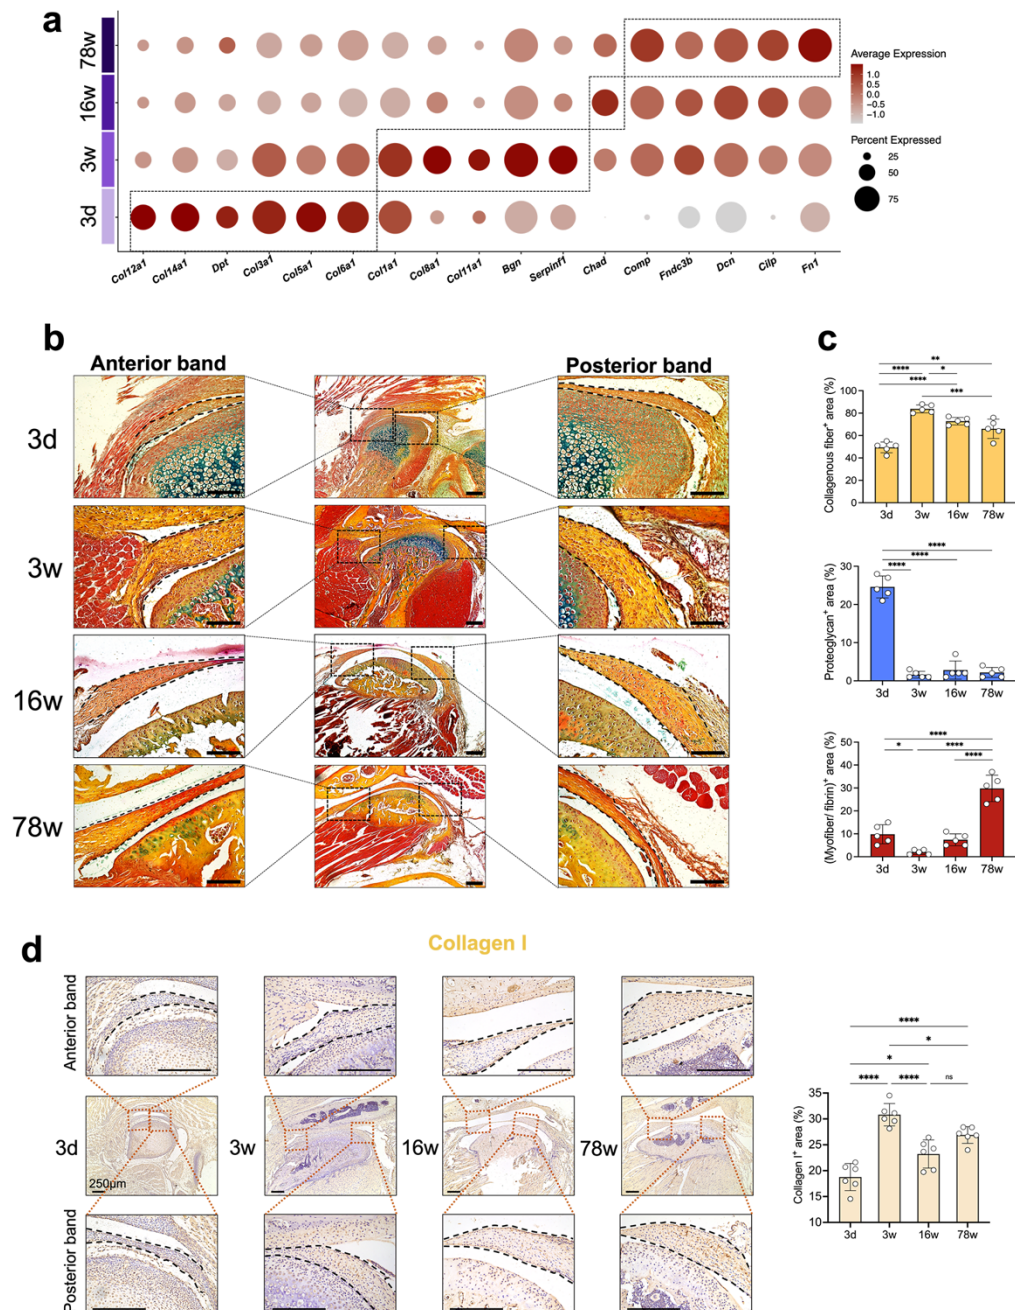

**Figure S3: Expressions of extracellular matrix markers and components change through different postnatal stages.** (a) Extracellular matrix (ECM) markers of FBs at different stages. Expression values are normalized and scaled averages. (b) Cross-sections and longitudinal sections of the mouse TMJ. Movat pentachrome staining shows changes in extracellular substances at different stages (3 d, 3 w, 16 w, and 78 w). A: anterior band, P: posterior band, white dotted lines: boundary of TMJ discs. Experiments were performed using 5 independent animals at each stage with similar results. Scale bar: 200µm. (c) Semi-quantification of ECM component expression *via* Movat pentachrome staining. Data are presented as mean values +/- SD. The one-way ANOVA with Tukey's multiple comparison test was used for data analysis. N = 5 independent animals at each stage. \*(3w vs. 16w (collagenous fiber<sup>+</sup> area%)) p = 0.0283, \*(3d vs. 3w (myofiber/fibrin<sup>+</sup> area%)) p = 0.0241, \*\*(3d vs.

78w (collagenous fiber<sup>+</sup> area%) p = 0.0011, **\*\***(3w vs. 78w (collagenous fiber<sup>+</sup> area%)) p = 0.0006, **\*\*\*\***p<0.0001. Yellow: collagen fiber; blue: glycoprotein; and red: myofiber/fibrin. **(d)** Collagen I immunohistochemical staining of TMJ discs showing the distribution of collagen I at different stages. Black dotted line: boundary of discs, scale bar = 250  $\mu$ m. Collagen I expression was evaluated by immunohistochemistry and the percentage of Collagen I<sup>+</sup> area in the TMJ disc was quantified using ImageJ. Data are presented as mean values  $\pm$  SD. N = 6 independent animals. The one-way ANOVA with Tukey's multiple comparison test was used for data analysis, **\***(3d vs. 16w) p = 0.0164, **\***(3w vs. 78w) p = 0.0385, **\*\*\*\***p < 0.0001.

## Supplementary Figure 4

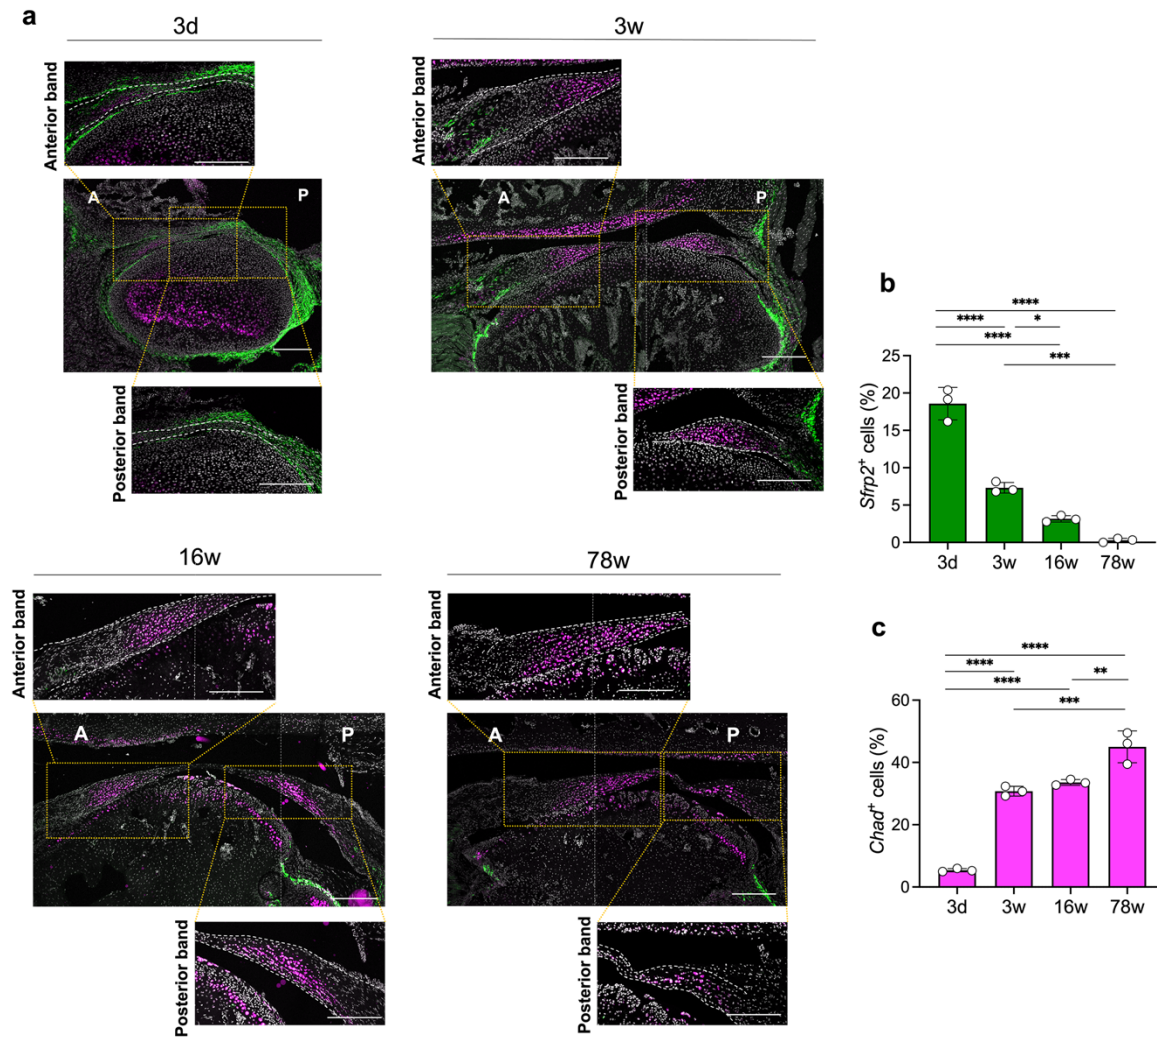

**Figure S4: Spatial-temporal expression heterogeneity of chondrogenic and non-chondrogenic FBs**

**(a)** Fluorescence in situ hybridization of the disc for *Sfrp2* and *Chad*. Green: *Sfrp2*; magenta: *Chad*; gray: DAPI. A: anterior band, P: posterior band, white dotted lines: boundary of the discs. scale bar: 200  $\mu$ m.

**(b)** *Sfrp2*<sup>+</sup> cell numbers were semi-quantified using ImageJ 1.51. Data are presented as mean $\pm$ -SD. N=3 independent animals. The one-way ANOVA with Tukey's multiple comparison test was used, \* $p=0.0105$ , \*\*\* $p=0.0004$ , \*\*\*\* $p<0.0001$ . **(c)** *Chad*<sup>+</sup> cell numbers were semi-quantified using ImageJ 1.51. Data are presented as mean $\pm$ -SD. N=3 independent animals. The one-way ANOVA with Tukey's multiple comparison test was used, \*\* $p=0.0038$ , \*\*\* $p=0.0009$ , \*\*\*\* $p<0.0001$ .

Supplementary Figure 5

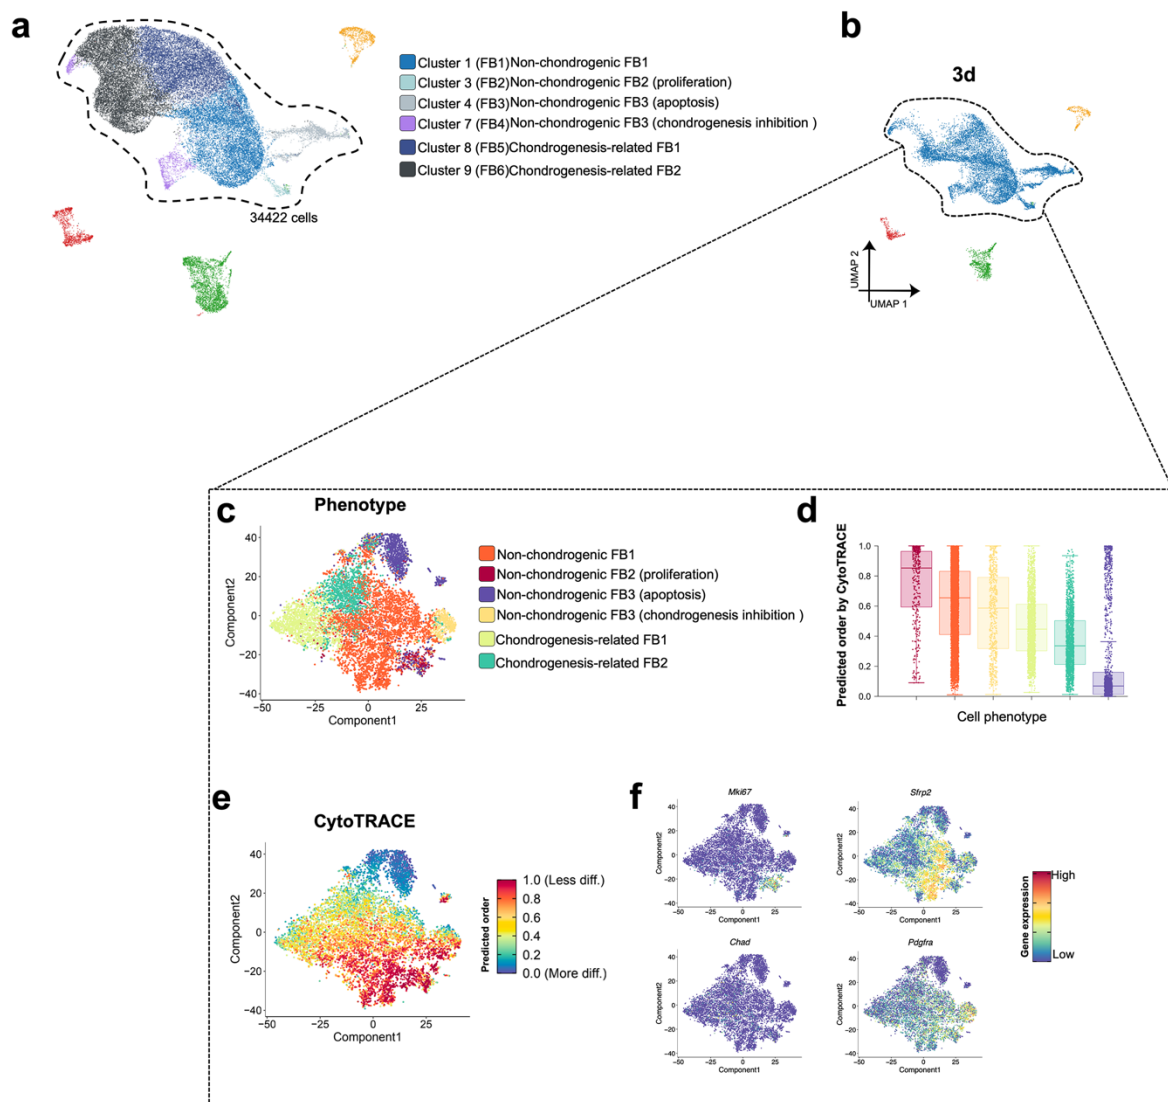

**Figure S5: Chondrogenesis related fibroblast clusters are associated with disc aging and injury.** (a) UMAP of fibroblast clusters with re-defined cluster name of FBs. Clusters were generated using a resolution of 0.2 prior to subclustering into major cell types according to the Methods. (b) UMAP of fibroblast clusters at d3. (c) CytoTRACE analysis of FBs at the d3 stage. (d) Boxplots showing CytoTRACE values for FBs at d3 stage. N (FB1) = 5238 cells, n (FB2) = 346 cells, n (FB3) = 1573 cells, n (FB4) = 559 cells, n (FB5) = 1942 cells, n (FB6) = 1760 cells. (e) FBs coloured by developmental potential order. (f) FBs coloured by expression values of different markers.

## Supplementary Figure 6

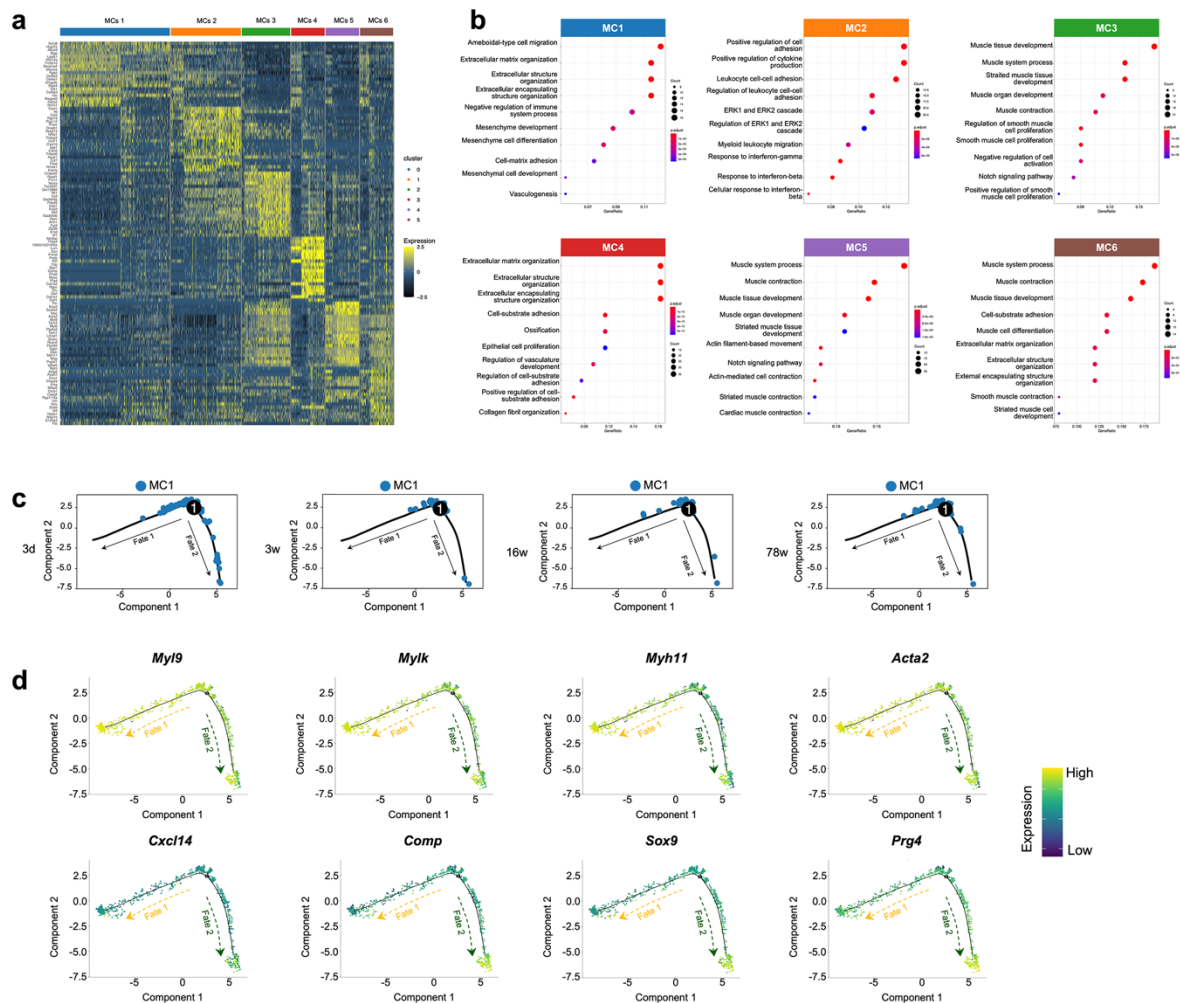

**Figure S6: Mural cell clusters show heterogeneity with distinct pseudotime lineage fates involving either self-renewal or functional differentiation.** (a) Heatmap of the top 20 DEGs of reclustered MC subclusters. Expression values are normalized and scaled averages. (b) Dot plot of the biological processes of different MC subclusters. 6 MC subclusters were annotated according to their GO terms related to skeletal progenitor and smooth muscle functions. Gene Set Enrichment Analysis was used to determine p value using GO (biological process) database on MCs. (c) Monocle analysis of MC subclusters at different stages. (d) Pseudotime Monocle analysis of the indicated selected genes from the root of the trajectory to fate 1 and fate 2. Bar color indicates selected gene expression levels.

## Supplementary Figure 7

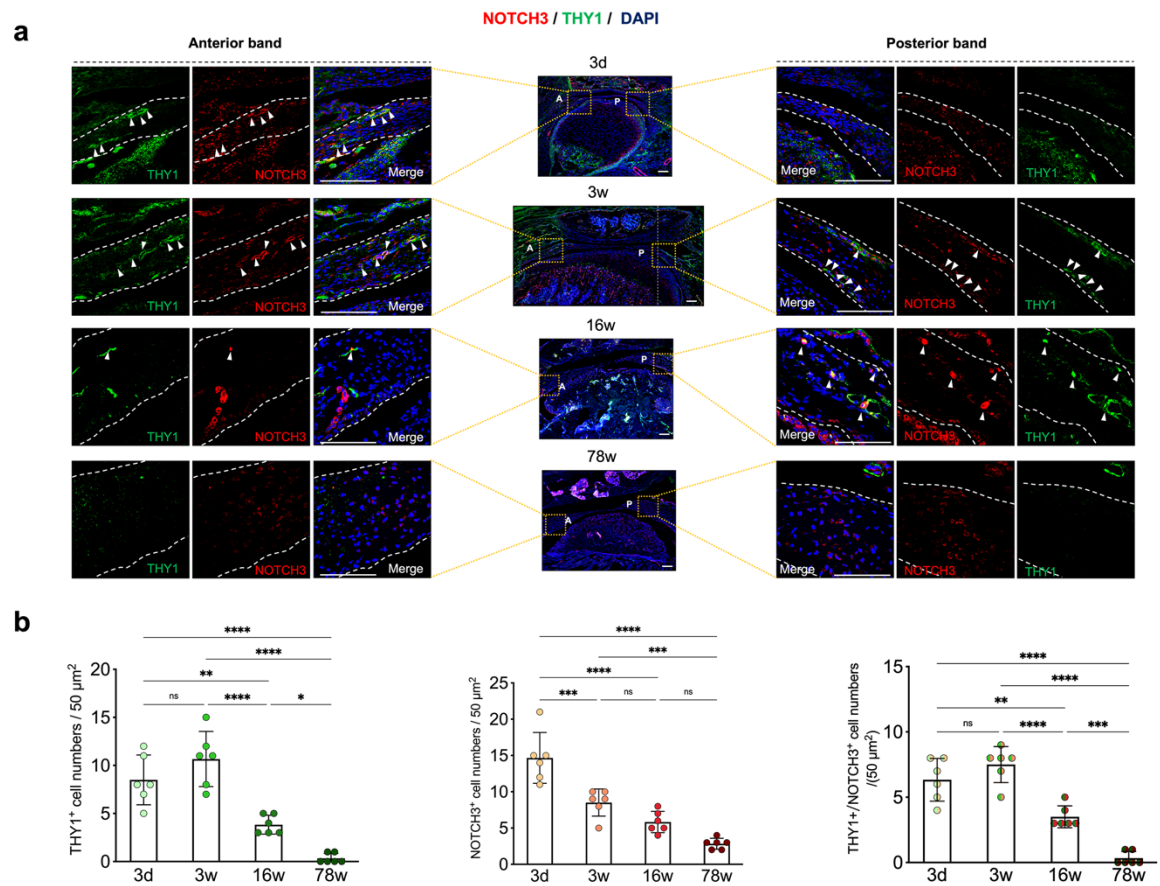

**Figure S7: Expression pattern changes of NOTCH3 and THY1 in TMJ disc at different postnatal stages.** (a) Immunofluorescence staining of TMJ discs at different postnatal stages for NOTCH3 and THY1. Green: THY1; red: NOTCH3; and blue: DAPI. A: anterior band, P: posterior band, white dotted lines: boundary of the discs. White triangular arrows: double-positive cells, scale bar: 50  $\mu\text{m}$ . (b) THY1<sup>+</sup>, NOTCH3<sup>+</sup> and THY1<sup>+</sup>/NOTCH3<sup>+</sup> cell numbers from 3 d, 3 w, 16 w and 78 w mice were quantified using ImageJ 1.51. Data are presented as mean values  $\pm$  SD. N = 6 independent animals. The one-way ANOVA with Tukey's multiple comparison test was used for data analysis, \*(16w vs. 78w (THY1<sup>+</sup> cell number))  $p = 0.0321$ , \*(3d vs. 16w (THY1<sup>+</sup> cell number))  $p = 0.0035$ , \*(3d vs. 16w (THY1<sup>+</sup>/NOTCH3<sup>+</sup> cell number))  $p = 0.0024$ , \*\*\* (3d vs. 3w (NOTCH3<sup>+</sup> cell number))  $p = 0.0004$ , \*\*\* (3w vs. 78w (NOTCH3<sup>+</sup> cell number))  $p = 0.0010$ , \*\*\* (16w vs. 78w (THY1<sup>+</sup>/NOTCH3<sup>+</sup> cell number))  $p = 0.0008$ , \*\*\*\*  $p < 0.0001$ .

## Supplementary Figure 8

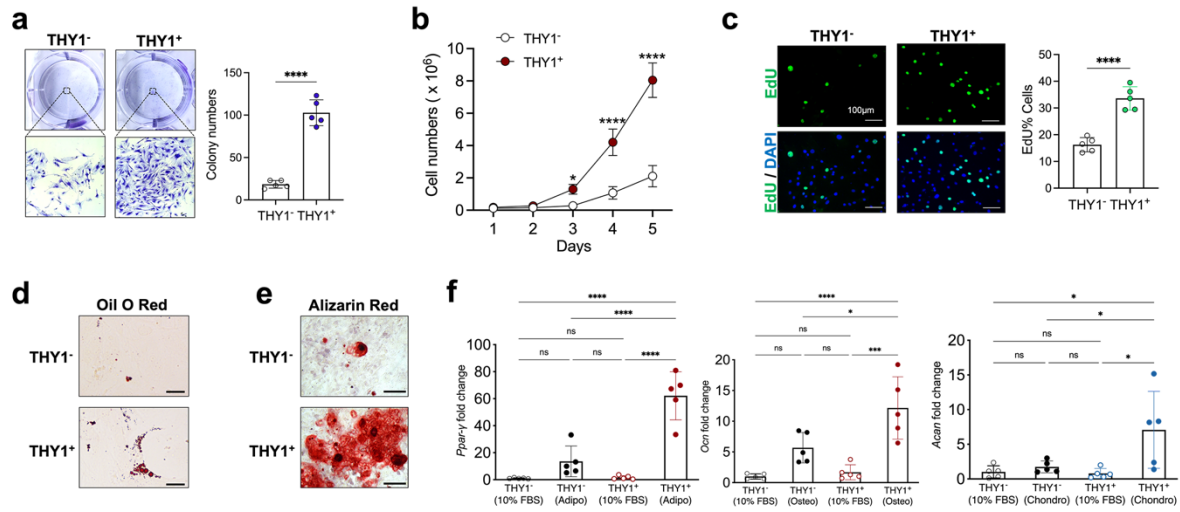

**Figure S8: THY1<sup>+</sup> MCs show progenitor capacity *in vitro*.** (a) Colony formation assay of THY1<sup>+</sup>/THY1<sup>-</sup> cells. N=5 biological replicates, data are presented as mean±SD. The two-tailed t test was used for analysis, \*\*\*\*p < 0.0001. (b) Cell growth curve of THY1<sup>+</sup>/THY1<sup>-</sup> disc cells. N=5 biological replicates. Data are presented as mean±SD. The two-way ANOVA with Tukey's multiple comparison test was used for data analysis, \*p=0.0279, \*\*\*\*p < 0.0001. (c) EdU: slow-cycling cells (green). DAPI: cell nuclei (blue). N=5 biological replicates, data are presented as mean±SD. The two-tailed t test was used for analysis, \*\*\*\*p < 0.0001. Scale bar=50 μm. (d) Oil red O staining of THY1<sup>+</sup>/THY1<sup>-</sup> cells. N=3 biological replicates. Scale bar=100 μm. (e) Alizarin red staining of THY1<sup>+</sup>/THY1<sup>-</sup> cells. N=3 biological replicates. Scale bar=500 μm. (f) qRT-PCR in THY1<sup>+</sup>/THY1<sup>-</sup> cells. Data are mean fold change of *Ppar-γ*, *Ocn* and *Acan*, normalized to *Gapdh* (mean±SD). N=5 independent experiments; The one-way ANOVA with Tukey's multiple comparison test was used for data analysis, \*(THY1<sup>+</sup>(Osteo) vs. THY1<sup>+</sup>(10% FBS)) p=0.0131, \*(THY1<sup>-</sup>(10% FBS) vs. THY1<sup>+</sup>(Chondro)) p=0.0192, \*(THY1<sup>+</sup>(10% FBS) vs. THY1<sup>+</sup>(Chondro)) p=0.0149, \*(THY1<sup>-</sup>(Chondro) vs. THY1<sup>+</sup>(Chondro)) p=0.0420, \*\*\*p=0.0002, \*\*\*\*p < 0.0001.

## Supplementary Figure 9

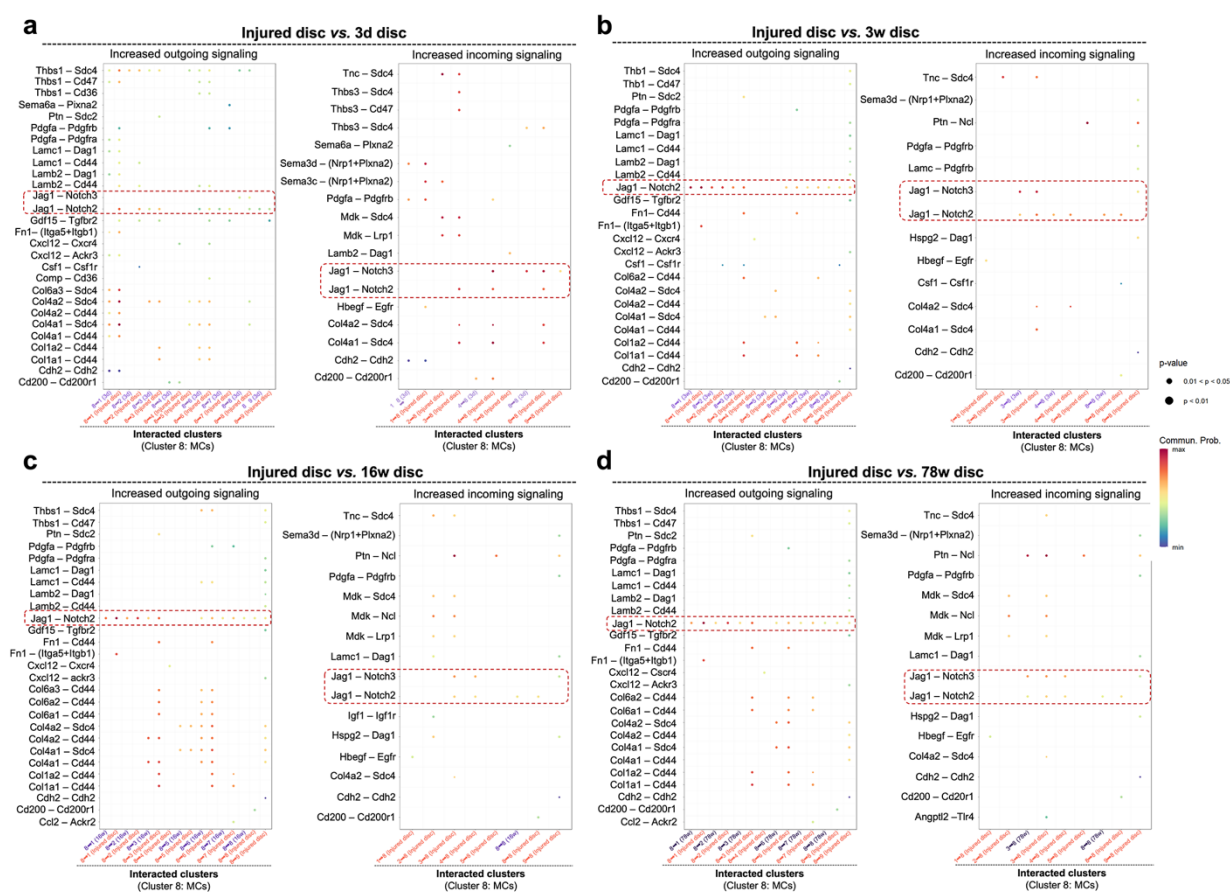

**Figure S9: The signaling pathways involved in cell interactions between different cell clusters in injured TMJ discs.** (a) Increased outgoing and incoming MC-related receptor-ligand signaling communication probabilities in injured TMJ disc MCs in comparison with 3d disc MCs. (b) Increased outgoing and incoming MC-related receptor-ligand signaling communication probabilities in injured TMJ disc MCs in comparison with 3w disc MCs. (c) Increased outgoing and incoming MC-related receptor-ligand signaling communication probabilities in injured TMJ disc MCs in comparison with 16w disc MCs. (d) Increased outgoing and incoming MC-related receptor-ligand signaling communication probabilities in injured TMJ disc MCs in comparison with 78w disc MCs.

Supplementary Figure 10

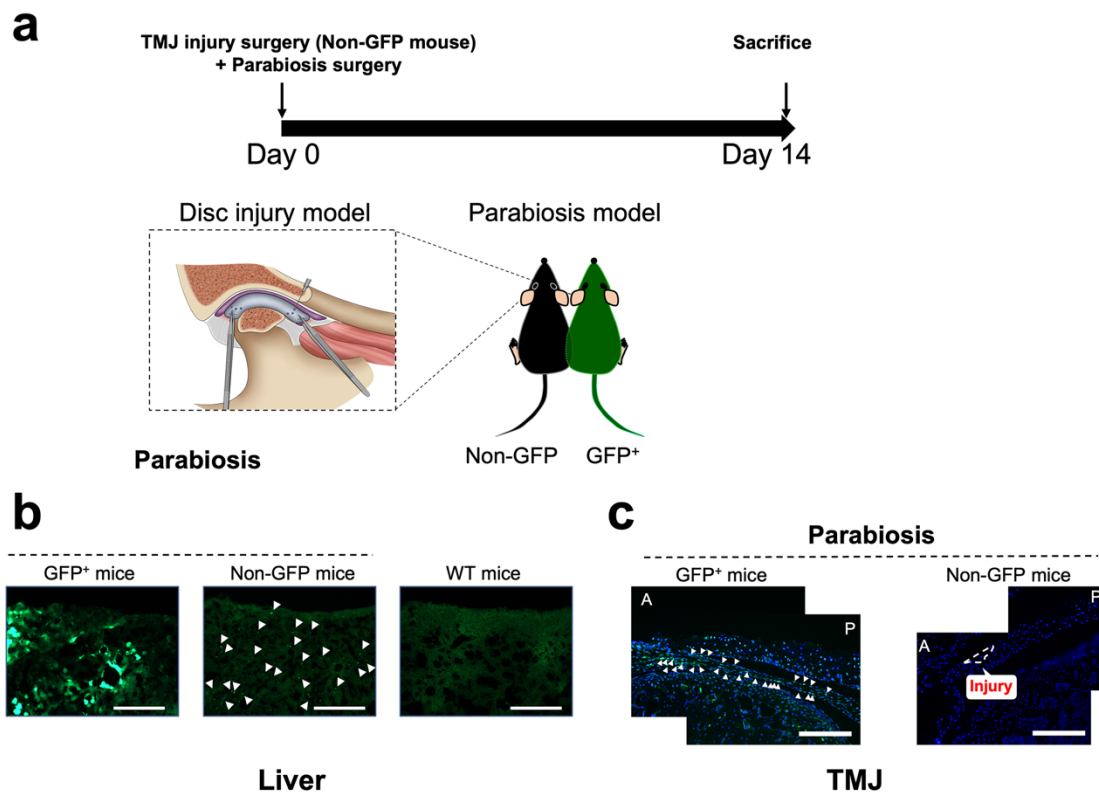

**Figure S10: Circulating cells are not the main cell source participating in joint disc injury and repair.** (a) Schematic diagram of surgically induced TMJ injury in a parabiosis model with WT mice and GFP mice. In the parabiosis model, a GFP<sup>+</sup> mouse was paired with a non-GFP mouse that then underwent damage-inducing surgery on the right TMJ. Two weeks later, the TMJs and livers of the parabiosis pairs were harvested for further analysis. (n=3). (b) GFP in the livers of GFP<sup>+</sup> and non-GFP mice from the parabiosis model and from individual wild-type mice. Cross-sections of livers were observed under a fluorescence microscope. White triangular arrows show GFP<sup>+</sup> cells, Experiments were performed using 3 independent animals in each group with similar results. Scale bar=200  $\mu$ m. (c) GFP in the TMJ discs of GFP<sup>+</sup> and non-GFP mice from the parabiosis model. Cross-sections of TMJ discs were observed under a fluorescence microscope. White dotted line: injury area, scale bar = 200  $\mu$ m.

## Supplementary Figure 11

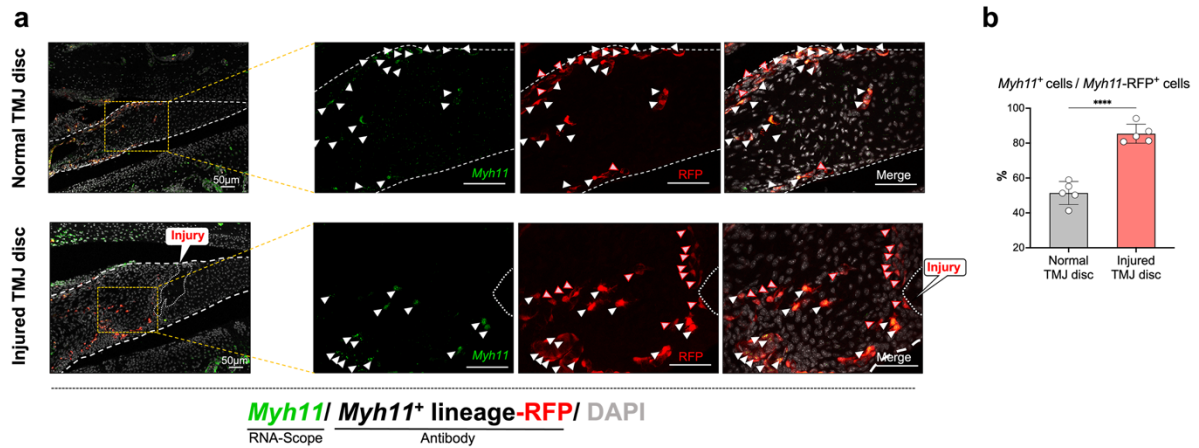

**Figure S11: *Myh11*<sup>+</sup> lineage cells migrate to impaired region upon TMJ disc injury.** (a) Fluorescence in situ hybridization of normal and injured TMJ discs for *Myh11* combined with spontaneous *Myh11*-Cre-driven red fluorescence. As MC lineage migrated to middle band, lower expression of *Myh11* was observed. Green: *Myh11*; Red: *Myh11*<sup>+</sup> lineage-RFP; gray: DAPI. A: anterior band, white dotted lines: boundary of the discs. Scale bar: 50 μm. (b) Semi-quantification of the ratio between *Myh11*<sup>+</sup> lineage-RFP / *Myh11* double positive cells and *Myh11*<sup>+</sup> lineage-RFP cells in normal disc and injured disc. \*\*\*\*p < 0.0001. Data are presented as mean values +/- SD. N = 5 independent animals in each group. The two tailed t test was used for data analysis. \*\*\*\*p < 0.0001.

## Supplementary Figure 12

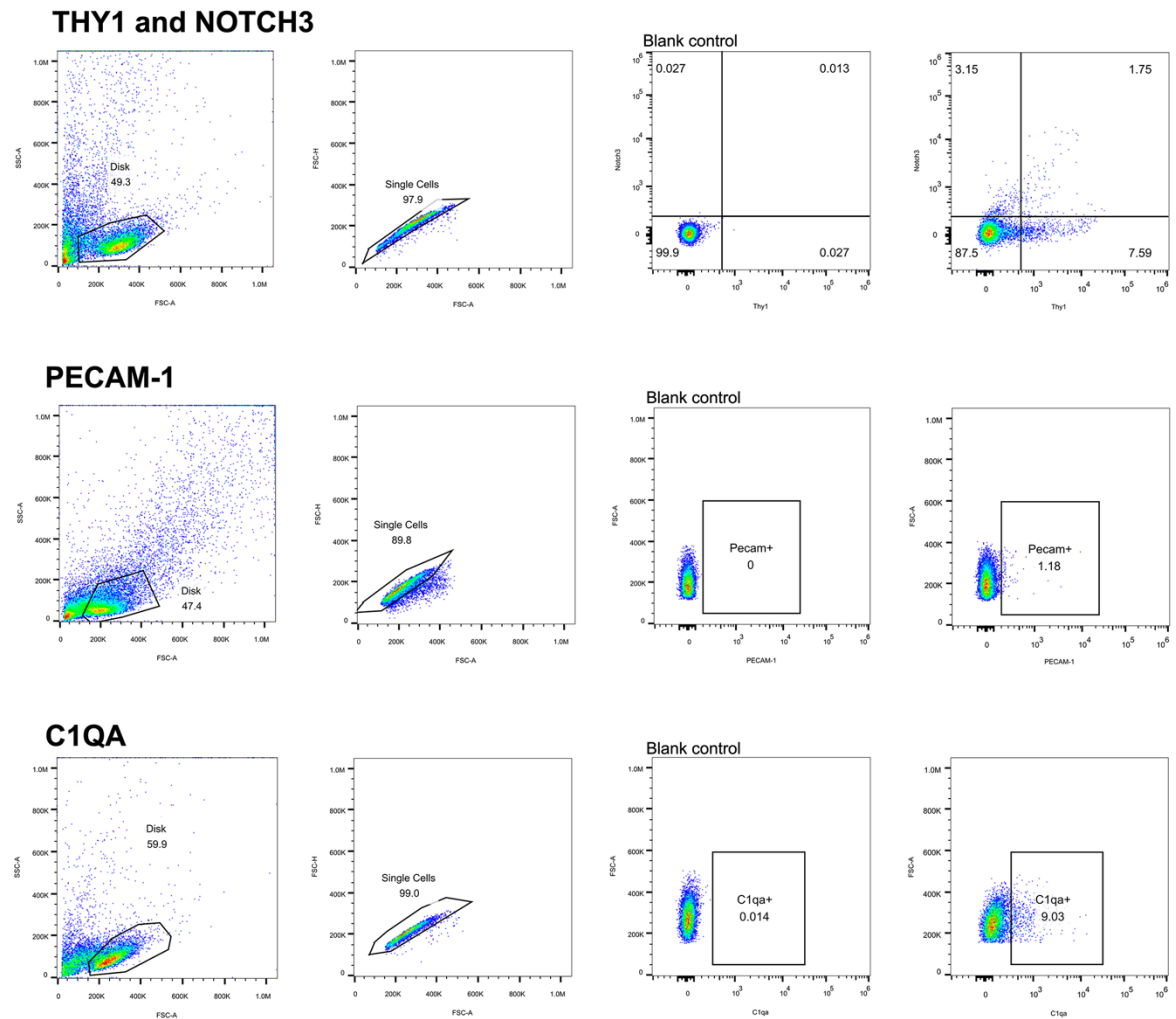

**Figure S12: Gating strategies of the flow cytometry.** The FSC vs. SSC gating strategy is used to exclude cell debris and dead cells, which tends to have lower forward scatter levels and are found at the bottom left corner of the FSC vs. SSC density plot. Apoptotic cells tend to have lower FSC and higher SSC. FCS-A vs. FSC-H gating strategy is used to exclude doublets and to screen out single cells. Each test has a blank control which is used to screen out positive cells.

# Supplementary material for: A single-cell transcriptional atlas reveals resident progenitor cell niche functions in TMJ disc development and injury
**Source:** Nat Commun. 2023 Feb 14;14:830. doi: 10.1038/s41467-023-36406-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: Z-stack immunofluorescence of RFP/PECAM1/NOTCH3 analysis of the anterior band of normal TMJ disc. Green: Pecam1; Red: *Myh11*<sup>+</sup> lineage-RFP; Yellow: NOCTH3; blue: DAPI.

File Name: Supplementary Movie 2

Description: Z-stack immunofluorescence of RFP/PECAM1/NOTCH3 analysis of the anterior band of injured TMJ disc. Green: Pecam1; Red: *Myh11*<sup>+</sup> lineage-RFP; Yellow: NOCTH3; blue: DAPI.

File Name: Supplementary Movie 3

Description: Z-stack immunofluorescence of RFP/THY1/NOTCH3 analysis of the anterior band of normal TMJ disc. Green: THY1; Red: *Myh11*<sup>+</sup> lineage-RFP; Yellow: NOCTH3; blue: DAPI.

File Name: Supplementary Movie 4

Description: Z-stack immunofluorescence of RFP/THY1/NOTCH3 analysis of the anterior band of injured TMJ disc. Green: THY1; Red: *Myh11*<sup>+</sup> lineage-RFP; Yellow: NOCTH3; blue: DAPI.

# Supplementary material for: A single-cell transcriptional atlas reveals resident progenitor cell niche functions in TMJ disc development and injury
**Source:** Nat Commun. 2023 Feb 14;14:830. doi: 10.1038/s41467-023-36406-2
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection There was no software used for data collection

Data analysis FCM was performed using a flow cytometer (AttuneTM NxT Flow Cytometer Thermo Fisher Scientific, USA), and analysis was performed using FlowJo: Flow Cytometry Analysis Software, v10.6.2 (Tree Star).  
Single-cell digestion and sequencing: In brief, the discs were isolated precisely under a stereomicroscope. Next, TMJ discs were digested into cell suspension. After filtering, the cell suspension was loaded into Chromium microfluidic chips with 3' chemistry and barcoded with a 10x Chromium Controller. RNA from the barcoded cells was subsequently reverse-transcribed, and sequencing libraries were constructed with reagents from a Chromium Single Cell 3' v2 reagent kit according to the manufacturer's instructions. Sequencing was performed with an Illumina system. Cell Ranger (version 3.1.0) was used to process the raw data and generate the UMI matrix. Count files for each condition were read into RStudio, and datasets corresponding to each sample were labeled. All downstream analysis were performed with Seurat (v 3.0.1) in the R environment (version 3.6.1). Only cells found to express more than 200 transcripts were considered to limit contamination from dead or dying cells. To remove potential batch effects, FindIntegrationAnchors and IntegrateData functions were used to integrate datasets.  
The data were then scaled and central features in the dataset were identified using ScaleData function, and PCA components were used for an initial clustering of the cells (using RunPCA function). The top 30 PCs were used to perform UMAP analysis. The clusters were then refined by using the FindClusters function. The clusters were annotated by manual review of the marker genes of each individual cluster.  
Stained sections were visualized with a laser scanning confocal microscope (LSCM) (Olympus FV3000, Japan) or an optical microscope (Leica DM2000 & DM2000 LED, Germany).  
All statistical analysis were finished using the GraphPad Prism 9 Software (GraphPad Software Inc., San Diego, CA, USA).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

For this study, our scRNA-seq datasets are available on GEO accession number GSE218785. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical method was used to predetermine sample size.

### Data exclusions

no data were excluded from the analyses.

### Replication

All results represent the mean $\pm$  SD from at least 3 independent biological samples. All the replication were successful.

### Randomization

All the male/female mice were wild type mice selected from different litters randomly. Both male and female 3-day pups were used for one bulk single cell suspension. 3-week, 16-week and 78-week mice used for all the experiments were males. Since the transgenic locus is located on the Y chromosome, only male mice (Myh11-Cre<sup>ER</sup>; Tm<sup>fl/y</sup>) were used for MCs lineage tracing.

### Blinding

Every quantification was measured by 2 investigators individually and blindly when positive cell numbers and positive staining area were counted.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

PolAlexa flour 647 monoclonal rabbit-anti NOTCH3 antibody (130512, Biolegend, USA).  
 Polyclonal rat-anti PECAM-1 antibody (550274, BD Pharmingen, USA).  
 Monoclonal mouse-anti C1QA antibody (NBP1-51139, Novus, USA).  
 Monoclonal rat-anti CD90.2 (14-0902-82, Invitrogen, USA).  
 Polyclonal rabbit-anti NOTCH3 (PA519515, Invitrogen, USA).  
 Polyclonal Goat anti-rat 488 (a23240, Abbkine, USA).  
 Polyclonal Goat anti-rabbit 568 (A-11036, Invitrogen, USA).  
 Polyclonal Goat anti-rabbit 647 (HA1123, Huabio, China).  
 Polyclonal Goat anti-mouse 488 (A32723, Invitrogen, USA).

### Validation

The validation of each antibody used in this study was determined by manufactures. Species reactivity and applications could be found on their website by using catalog number below:  
<https://www.biolegend.com/>; <https://www.bd.com/>; <https://www.thermofisher.com/>; <https://www.novusbio.com/>; <https://www.abcam.cn/>; <https://www.abbkine.cn/>; <http://www.huabio.cn/>

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#).

### Laboratory animals

FVB-Tg(Myh11-cre/ERT2)1Soff/J mice (JAX#019079, abbreviated Myh11-CreER) and B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J mice (JAX#07908, abbreviated Tmfl/fl) at the age of 7 weeks old were obtained from Jackson Laboratory. These mice were mated with 7-week-old C57/BL6 mice (Dahshuo Experimental Animal Laboratories, Chengdu). To generate tdTomato-conditionally activated mice, Tmfl/fl mice were crossed with Myh11-CreERT mice. 8-week-old immunodeficient NOD-SCID mice (C001180, Cyagen Biosciences, China) were used as transplant recipients for renal capsule transplantation of prospective MC progenitor populations. 8-week-old GFP+ mice (C001180, Cyagen Biosciences, China) were used for generation of a parabiosis model with non-GFP mice. All animals were maintained in appropriate environment at 24°C with 40% humidity in a 12-hour light/dark cycle with free access to water and irradiated diet. Wood bedding and igloo covers were provided for environmental enrichment. Mice were fed a standard chow diet. All the male/female mice were wild type mice selected from different litters randomly. Both male and female 3-day pups were used for one bulk single cell suspension. 3-week, 16-week and 78-week mice used for all the experiments were males. Since the transgenic locus is located on the Y chromosome, only male mice (Myh11-CreER; Tmfl/-) were used for MCs lineage tracing.

### Wild animals

This study dis not use wild animals.

### Reporting on sex

Due to the specificity of lineage tracing of MCs, the transgenic locus is located on the Y chromosome, only male mice can be used for this experiments; otherwise, all animal experiments are free of sex differences.

### Field-collected samples

This study did not involve samples collected from field.

### Ethics oversight

Animal procedures were performed according to protocols approved by the Animal Ethics Committee of Sichuan University (WCHSIRB-D-2021-231).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

TMJ discs were isolated from C57BL/6 mice at different stages (3 d, 3 w, 16 w, and 78-82 w) and then cut into small pieces. Next, these small disc pieces were digested with pronase for 1 hour and collagenase P for 0.5-1 hour. The dissociated cells were centrifuged, filtered through nylon mesh, and resuspended in cell staining buffer.

### Instrument

Attune™ NxT Flow Cytometer Thermo Fisher Scientific, USA

### Software

FlowJo: Flow Cytometry Analysis Software, v10.6.2 (Tree Star).

### Cell population abundance

The C1QA<sup>+</sup> cell proportions observed by FCM gradually decreased from 3 d (9.3±0.3%) until later stages (3 w: 8.8±0.5%, 16 w: 8.0±0.6%, and 78-82 w: 6.8±0.5%). The percentage of THY1<sup>+</sup> cells in TMJ discs was 12.4±2.0% at 3 d and was dramatically decreased to <6% in the adult and aged stages.

### Gating strategy

The FSC vs. SSC gating strategy is used to exclude cell debris and dead cells, which tends to have lower forward scatter levels and are found at the bottom left corner of the plot. Apoptotic cells tend to have lower FSC and higher SSC. FCS-A vs. FCS-H gating strategy is used to exclude doublets and to screen out single cells. Each test has a blank control which is used to screen out positive cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

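Single-cell RNA sequencing of TMJ discs was analysed in 5 libraries, 1 per condition: normal discs at 3 d, 3 w, 16 w and 78 w, and discs injured by puncture at 5 weeks of age and collected 2 weeks later. The deposited file of the 78 w library is named for a somewhat younger age in months, and 78 w is used here because the labels and the paper both give it. The 3 d library is described as from male and female pups and the 3 w, 16 w and 78 w libraries as from males. The authors digested the tissue with Pronase and Collagenase P, made 10x Genomics 3′ libraries, and deposited for each library the matrix of UMI counts per gene and barcode, with raw, whole-number counts and no normalization. The headers of the deposited count files name Cell Ranger 4.0.0, another version than the one in the paper's reporting summary, and name no genome build. Each of the deposited count matrices lists 27998 genes by Ensembl identifier and symbol, and holds barcodes that Cell Ranger had already taken as cells, the lowest with 500 UMIs.

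The depth per library was 125130270 UMIs over 15169 barcodes at 3 d, 125427849 over 9401 at 3 w, 88998394 over 8786 at 16 w, 105309834 over 10125 at 78 w and 31585993 over 8467 in the injured library. Barcodes with more than 200 UMIs and at most 30% mitochondrial UMIs were kept: 14959, 9372, 8775, 10115 and 8467. The paper's text gives the minimum of 200 transcripts and no mitochondrial limit, and the limit of 30% was taken from the range drawn in Fig. 2h. Median UMIs per retained cell were 7721, 12496, 9234, 9466 and 3299. The injured library is thus shallower per cell than the others, so that shares of cells with a UMI and numbers of genes per cell were also computed after each cell was thinned at random to 1000 UMIs, leaving out shallower cells. The shares of cells with muscle genes in cluster 5 were not thinned, since most of its cells have fewer UMIs.

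From the authors' counts, cells were clustered in Seurat 5.3.0 with R 4.3.3 and Matrix 1.6.5, where the paper used an earlier Seurat. The steps were log-normalization, 2000 variable features per library, anchors and integration over 30 dimensions, principal components, neighbours over 30 dimensions and clusters at a resolution of 0.2, over the 5 libraries together. The 77 genes that the paper's text names were listed before clustering, and those among the integration features were left out of the principal component analysis. Mural cells of the 4 normal libraries were clustered again in the same way at a resolution of 0.8.

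Marker genes of cell types were fixed before the data were examined, and the rule that scores them was set after the clusters had been seen, in 3 versions. In the version used, a name needs at least 3 markers at 2 times or more the 25th percentile of the other clusters, with at least 10 UMIs each and 5 CPM added before a fold was taken. The 10 leading genes of a cluster were ranked by fold over the median of the other clusters among genes with at least 50 UMIs. For types outside the stroma at least 1 marker must be among them and the mean log2 fold of the markers must be at least 3, and the erythroid name needs Alas2 among them. The synovial lining name needs 3 markers among them, and the stromal name needs none, but was not given to a cluster of few UMIs. Under this rule clusters 1 to 3 were stromal, 4 endothelial, 6 macrophage, 7 mural, 8 synovial lining fibroblast and 9 erythroid, each to be read as "-like", and cluster 10 stayed unnamed. Cluster 11 is not reported here. Cluster 5 was led by muscle genes but is called by number, since its cells had few UMIs and mostly lacked muscle transcripts. Cell names are therefore rebuilt here, and a difference from the paper's numbers of cells may come from that.

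The values computed from the deposited counts are CPM of UMIs summed over the cells of a class in a library, the ratio of 2 such values, and the percent of cells. Intervals are exact 95% Poisson intervals for counts, Clopper-Pearson intervals for shares of cells, and exact intervals for the ratio of 2 counts, computed in scipy 1.17.1. For a ratio of the injured library to the mean of the normal libraries, the Poisson interval of the injured count was used. The normal mean was taken there as free of error, so these intervals are too narrow. The interval of Thy1 at equal weight of mural subclusters is an approximate one on the log scale. All intervals cover counting error only. With 1 library per condition no test was possible, and no p-value, standard error or number of changed genes was computed. A ratio against a count of 0 was taken against 3 counts and given as a lower bound, and counts of 1 or 2 were taken as 3 when genes were ranked. Named genes were those the paper names and, for each comparison over all genes, the 5 with the largest ratios in each direction among genes with at least 100 UMIs in the group with more of them, which was taken as the group with the higher level. A list of 5 sex-linked genes was read in each library as a check of the labels. The step that computes ratios over all genes was tested on simulated data for the comparison of 78 w with 3 d, with 200 of 12361 genes changed 4-fold. The interval held the true ratio for 93.0% of the changed genes and held 1 for 95.4% of the others, and the median ratio was 4.00 for raised and 0.248 for lowered genes. The simulated counts were drawn from Poisson distributions, as the intervals assume. The simulation therefore checks the computation only, and says nothing on variation between cells or libraries.

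Scrublet, in scanpy 1.11.5, called 1510 doublets at 3 d and at most 2 in any other library by its own threshold, so that threshold was not used. Instead the cells with the highest scores were taken as doublets, at a rate of 0.8% per 1000 barcodes, and kept in the analysis except in the alternative without them. The alternatives set before the data were examined were other filters on cells, removal of doublets, no integration, the named genes kept in the principal component analysis, a resolution of 0.5, equal weight for every cell in place of summed counts, the ratio of mean values on the natural log scale, thinned shares of cells, thinning to 2000 UMIs, a minimum of 500 UMIs for ranking genes, and the 3 w and 16 w libraries alone as the normal range. Filters and removal of doublets kept the cluster labels. Gene positions are from GENCODE M21 on GRCm38, matched by Ensembl identifier, which found 27645 of 27998 identifiers. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

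CellChat, Monocle and CytoTRACE were not run, so communication probabilities, pseudotime and CytoTRACE values are not recomputed; the expression of ligand and receptor genes, the mural subclusters and the genes per cell are given in their place. The fibroblasts were not clustered again on their own. Staining, flow cytometry, in situ hybridization, lineage tracing and transplantation were not analysed here.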

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

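The tests of clusters 9 and 10 were chosen only after the results were seen, those of cluster 10 with their values known; the test of the sex-linked genes was set before.

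Xist, the X-linked RNA of cells with an inactive X chromosome, stood at 644 CPM (95% interval 635 to 653) over all cells of the injured library. The paper does not discuss sex-linked genes. The 3 w, 16 w and 78 w libraries, described as male, had at most 0.337 CPM, and the 3 d library of both sexes had 874 CPM. The 4 Y-linked genes read as a check (Ddx3y, Eif2s3y, Kdm5d and Uty) had 1 UMI in all in the injured library, and Ddx3y was at 148, 123 and 116 CPM in the male libraries. The level of Xist in the injured library was 0.737 of that in the 3 d library, and since the 3 d library holds cells of both sexes, this level alone does not tell a library of females from a mixed one. In the injured library 73.6% of cells had Xist and no Y-linked UMI, while 0 had the reverse. Reads carried over from the 3 d library, and a male library with some female cells, are argued against by the near absence of Y-linked UMIs. The methods name Myh11-CreER; Tm mice for the injury model, of which only males were used for lineage tracing, and the labels of the library give wild type. Male mice of that line are argued against as its source by the same near absence of Y-linked UMIs. The methods give a Y-linked transgene as the reason for using males, so cells without a Y chromosome would not carry it. The wild-type label goes with this. Wild-type females in the injury model and a mislabelled library stay open, and neither was tested. For its parabiosis experiment the paper made the disc injury in female wild-type mice. It does not say that such mice gave the library. Sex then differs along with injury, age and depth in every comparison with the 3 w, 16 w and 78 w libraries.

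Cluster 9, led by hemoglobin genes, held 338 cells at 3 d, in a type the paper does not report, against 2, 4 and 32 cells at 3 w, 16 w and 78 w and 55 in the injured library. Free RNA from red blood cells was weighed in 3 tests, of which the first 2 decide nothing. After thinning to 1000 UMIs, 68.2% of its cells at 3 d (95% interval 62.6 to 73.5) had a UMI of Alas2, an enzyme of heme synthesis, against 0.285% of the cells of the other clusters. Alas2 leads the cluster and its name rests in part on it, so this share decides nothing. In the second test, with the erythroid markers left out of the totals, the summed CPM of 7 fibroblast markers in the cluster was 0.485 of that in the other clusters at 3 d (95% interval 0.457 to 0.514). Ordinary cells with free hemoglobin RNA were to give at least 0.5, which the interval spans. The third test took all cells at 3 d without their clusters. If those with the most free RNA were the tail of 1 distribution, cells with 5 to 50% of UMIs from the erythroid markers would outnumber those with more. There were 91 such cells against 333 with over 50%, so that 21.5% (95% interval 17.6 to 25.7) of both lay in the middle, while 14426 cells had at most 1%. Free RNA is argued against by this as the whole cause. Blood left in the newborn tissue and erythroid cells of the newborn marrow or vessels stay open, and neither was tested.

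Cluster 10 held 161 cells in the injured library, 27 at 3 w, 1 at 78 w and 0 at 3 d and 16 w. It was led by predicted genes such as Gm26870 and Gm10800, and its cells had medians of 666 UMIs in the injured library and 931 at 3 w. The same genes were read in the cells outside it. There, Gm10800 was at 318 CPM in the injured library against 0.864, 5.42, 1.92 and 5.35 CPM from 3 d to 78 w, and Gm26870 at 7743 against 21.7, 458, 149 and 433 CPM. The smallest ratio of 4 such genes outside cluster 10, injured over the highest of the 4 normal libraries, was 16.9, which for the injured cells is consistent with a difference between libraries in reads of this kind. For the 27 cells at 3 w the levels of the 4 genes outside the cluster decide nothing. Against 78 w, with its 1 cell, their largest ratio was 1.06, which such a difference would not give. Against 3 d and 16 w, with 0 cells, the 4 genes were higher at 3 w, as such a difference would give. Gm26870 was at 458 CPM against 21.7 and 149 CPM. A cell type of its own stays open. What the reads derive from was not tested, and a change with injury that touches every cell type cannot be excluded, since the injured discs came as 1 library.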

How the results depend on the processing

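The alternatives named here were set before the data were examined, except the removal of doublets and 2 filters on genes per cell for the number of retained cells, and 2 longer lists of matrix genes, which were chosen after seeing the data. No paired analysis was possible because each condition had 1 library. For each alternative that moved a value, the cause was not tested unless it is stated.

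The number of retained cells ranged from 40747 to 43481 under the planned filters and was 39265, 39600 and 39111 under those chosen later. The share of mural cells moved by less than its counting interval under each alternative, as did the fall of Thy1 in mural cells in CPM and the ratios of Notch2 and Notch3 in injured mural cells. The number of mural subclusters, 9, stayed at 9 or came to 8. Of the 10 genes with the largest ratios of 78 w to 3 d in the stromal clusters, the same 10 were found with a minimum of 500 UMIs and 8 with equal weight for every cell.

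The stromal share of 80.0% was 83.7% with at least 1000 UMIs and at most 10% mitochondrial UMIs, 80.7% without doublets, 74.5% without integration, 81.0% at a resolution of 0.5, and 87.7% with the clusters of other types folded in, where the last follows from its construction. The endothelial share of 7.39% was 6.95% under the stricter filter, 6.77% without doublets, 6.45% without integration, 7.07% with the named genes kept in the principal component analysis and 6.41% at a resolution of 0.5. The macrophage share of 2.29% was 2.07% without doublets.

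In the stromal clusters, the direction of the 4 ratios of 78 w to 3 d held under each alternative. The ratio of Prg4, 128, was 139 without doublets, 79.7 without integration, 124 with the named genes kept and 121 at a resolution of 0.5. That of Cilp, 59.0, was 68.6 without integration and 54.1 with equal weight for every cell. Ptn, at 0.0983, was at 0.101 without doublets, 0.0826 without integration and 0.109 with equal weight. Col1a1, at 0.0931, was at 0.0951, 0.0694 and 0.0797 under these 3. As ratios of mean values of ln(1 + UMIs per 10000) the 4 genes were at 19.5, 13.3, 0.288 and 0.321, closer to 1 by construction, since the log compresses high values.

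Notch3 in mural cells, with a ratio of 1.38, was at 1.25 by thinned shares of cells. The thinned share of mural cells with Thy1, at a ratio of 0.322, was at 0.397 after thinning to 2000 UMIs. Jag1 in injured mural cells, at 3.66 times the normal mean, was at 2.81 times against the 3 w and 16 w libraries alone, which leaves out the low 3 d value. The contrast of Chad between stromal clusters, 14.4-fold, was 23.8-fold with the named genes kept, and that of Sfrp2, 5.18-fold, was 10.6-fold at a resolution of 0.5, where clusters are smaller. Without integration these 2 contrasts gave no value. The summed CPM of 16 matrix genes in the stromal clusters, 3 w over 78 w, was 0.888 and reversed to 1.15 with Col1a1 added and to 1.02 over 27 matrix genes, which follows from the genes included.

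The genes per cell at 3 d depended on the depth per cell. Cluster 3 over cluster 1 was at 1.33 with all UMIs and at 1.07 and 1.06 after thinning to 1000 and 2000 UMIs, so most of that difference followed the UMI counts. Cluster 8 over cluster 3 reversed, from 0.985 to 1.08 at either number.

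Of 146 values of other results under an alternative, 102 stayed within their counting interval, 41 moved with the same direction and 3 reversed. The reversals were Fabp4 in endothelial cells, from 0.913 to 1.01 with equal weight for every cell, and Notch1 in mural cells, from 1.09 to 0.987 without doublets and 0.968 with equal weight. The injured mural cells were limited in number and depth, with 118 cells and a median of 2486 UMIs. Notch4, Dll1 and Dll4 had too few UMIs there to compare.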

Differences from the paper's values

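The tally and the sums of matrix genes by stage, and 3 of the settings for the number of cells, were chosen only after the values were seen; no test was made in this part.

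The paper gives 2780 macrophages and 1030 endothelial cells in the legend of Fig. 1c, and the clusters here held 988 macrophage-like and 3193 endothelial-like cells. For the macrophages the alternatives set before the data were examined gave 886 with the stricter filter, 811 without doublets, 979 without integration, 993 with the named genes kept and 988 at a resolution of 0.5. For the endothelial cells they gave 2832, 2658, 2786, 3055 and 2771. None of the alternatives set before the data were examined closed either gap.

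For Prg4 the paper's ratio of 78 w to 3 d is 5.5, and the ratio here was 128. The alternatives set before the data were examined gave 128 with the stricter filter, 139 without doublets, 79.7 without integration, 124 with the named genes kept, 121 at a resolution of 0.5, 130.3 with equal weight for every cell and 19.5 on the log scale, and none closed the gap. For Cilp the paper's ratio is 9.1 and the ratio here was 59.0. The ratio of mean values of ln(1 + UMIs per 10000), 13.3, lies within 1.5 times of the paper's, and the other alternatives, from 54.1 to 68.6, do not.

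For Ptn the paper's ratio of 78 w to 3 d is 0.51, and the ratio here was 0.0983. None of the alternatives closed the gap, from 0.0826 without integration to 0.288 on the log scale. For Col1a1 the paper's ratio is 0.48 and the ratio here was 0.0931. The log scale gave 0.321, within 1.5 times of the paper's, and the other alternatives, from 0.0694 to 0.0951, did not come that close. The direction of each of the 4 ratios is that of the paper.

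The number of retained cells, 43221 against the paper's 39111, lay within 1.5 times of it. Limits on genes per cell and on the mitochondrial share were searched over 2184 combinations after seeing the paper's number, and 1 of them, with more than 500 and fewer than 7500 genes and under 7% mitochondrial UMIs, gave 39111 cells. It gave 7616 injured cells against the paper's 7716, and it was not adopted. Removal of doublets, also chosen for this number after seeing the data, gave 39265 normal and 7893 injured cells, and another pair of limits on genes and mitochondrial share gave 39600 and 7638.

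The paper names 3 w as the stage with the most abundant matrix expression. By staining of tissue sections, not analysed here, it also reports high collagen fibers and the most collagen I at 3 w. In stromal clusters 1 to 3, 2 of the 16 matrix genes named in its text were highest at 3 w, 9 at 3 d, 2 at 16 w and 3 at 78 w. The sum of their CPM gave no order that held over lists of genes. For the 16 genes it rose from 20354 at 3 d and 40458 at 3 w to 45573 at 78 w. With Col1a1 added it was highest at 3 w, at 53423 against 46480 at 78 w. Over 27 matrix genes, not all of them named in the article's text, it was also highest at 3 w, at 65704 against 64714. Both of these lists were chosen after seeing the values, and 3 w is the paper's stage. By cluster, 3 w was highest with both lists in clusters 1 and 3. In cluster 2 both were highest at 78 w, and in cluster 8 the highest was 16 w with Col1a1 and 78 w over 27 genes. For the 16 genes the order also differed by cluster: in cluster 3 the sum was higher at 3 w (39315) than at 78 w (38608) and highest at 16 w (40878), and in cluster 8 it fell from 33076 at 16 w to 31967 at 78 w. In each of clusters 1, 2, 3 and 8 taken by number, 2 of the 16 genes were highest at 3 w. The paper describes Notch3 as relatively stable over the stages, beside a fall of Thy1. In mural cells Notch3 was 1.38 times as high at 78 w as at 3 d (95% interval 1.27 to 1.49). This was a smaller change than that of Thy1, with a ratio of 0.336. The paper has NOTCH interactions among mural cells most frequent at 3 d and 3 w and falling with age. Jag1 and Notch3 in these cells followed another order, with Jag1 lowest at 3 d, at 67.5 CPM, and Notch3 highest at 78 w, at 549 CPM, although expression is not an interaction count. The paper sets the proliferation-related fibroblasts highest in developmental potential. By genes per cell at 3 d, cluster 3 with the most Mki67 was highest before thinning, at 2765 genes, while cluster 8 was highest after thinning to 1000 UMIs, at 625 against 581 genes. Cluster 3, with 4424 cells at 3 d, is far larger than the paper's proliferation cluster. The order here therefore does not test that of the paper.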

Other observations

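The tests of the endothelial and macrophage numbers and of Notch2 across cell types were chosen only after the results were seen, and the count over both thinning depths in the test of genes per cell type was set after its values were seen; the other tests were set before.

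The larger endothelial cluster was weighed against the legend of Fig. 1c. One hypothesis is that the legend's numbers stand at each other's cell type. The endothelial cluster was larger than the macrophage cluster in 16 of 16 pairs of a normal library and a clustering, and each count over the 4 libraries lay nearer to the number printed for the other type. These counts come from the same cells as the pattern and repeat it. Exchanged numbers therefore cannot be told apart by them from names that were rebuilt differently here. The paper's flow cytometry, another assay, goes against an exchange. Its shares of C1QA-positive cells lay above the share of the macrophage-like cluster here at each stage.

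Mural subcluster 5 carried fibroblast genes such as Comp, Prg4 and Sox9. In each of the 4 libraries Comp was at least 6.88 times as high in the subcluster as in the other mural cells. The subcluster was singled out as the one with the most Comp, so this ratio repeats the pattern and decides nothing about free RNA. Free RNA from stromal cells stays open, as do doublets of a mural and a stromal cell in this subcluster. Of its cells 68.1% were taken as doublets, against 5.79% of the other mural cells, and its median UMI count was higher in 4 of 4 libraries. Its Comp was far lower at 3 d than later, as in the stromal clusters, but the later libraries differed in order, with 62.1, 5159, 3479 and 4970 CPM from 3 d to 78 w against 55.4, 5585, 5841 and 8117 CPM. Cells on a path from mural to fibroblast were not excluded, since such cells could carry the same genes.

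Cluster 5 may be a mixture of damaged cells rather than 1 type. Of its cells over the 5 libraries, 17.8% had a UMI of any of 12 listed muscle genes, while 97.3% had a UMI of a fibroblast marker and 7.62% of an endothelial marker. At 3 d, 22.9% of its cells had a muscle UMI, against 34.3% and 43.4% of the cells of clusters 2 and 3, and 10.8% had at least 3 of them, against 7.97% and 10.9%. These shares are not thinned, and the median UMI counts were 756 against 8307.5 and 9734.5, so a subset of muscle cells in cluster 5 stays open. Fibroblast transcripts were also counted in cells of other types, so the marker shares do not show what these cells were.

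A shift of cells between the 3 stromal clusters is argued against as the whole cause of the changes of Prg4, Cilp, Ptn and Col1a1 with age. At equal weight of the clusters the smallest of the 4 changes was 7.29-fold, and with the clusters mixed as at 3 d it was 6.25-fold. Age, sex and library differ together between 3 d and 78 w and were not separated. Part of the fall of Thy1 in mural cells followed the subclusters, but at equal weight of 4 of them, which hold 73.7% of the cells in both libraries, the ratio was 0.635 (95% interval 0.507 to 0.795), so such a shift is argued against as the whole cause. In stromal cluster 3 Thy1 went the other way, from 15.3 CPM at 3 d to 83.9 at 78 w, and in cluster 2 from 4.89 to 46.5.

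Over all genes in the stromal clusters, the largest ratios of 78 w to 3 d were those of Ppp1r1b (6401, 95% interval 1148 to 252855, from 5778 UMIs against 1), Lcn2 (1541, 95% interval 1092 to 2254), Cytl1 (1210), Ibsp (1056) and C3 (711). Lcn2, Cytl1 and Ibsp also lead cluster 1. The largest differences in the other direction were those of Xist (7309-fold lower), Agtr2 (at least 2318-fold lower, with 0 UMIs at 78 w), H19 (1749-fold), 2810417H13Rik (1725-fold) and Igfbp2 (1700-fold). Xist reflects that the 3 d library holds females, with Xist and no Y-linked UMI in 49.5% of its cells. In the injured stromal cells the 5 genes farthest above the normal libraries were predicted genes (Gm10722, 82.7 times the highest, to Gm10800, 57.5 times). Farthest below were the Y-linked Ddx3y (at least 267-fold), Eif2s3y (at least 197-fold), Uty (178-fold, 95% interval 31.9 to 7061, from 1 UMI) and Kdm5d (at least 38.9-fold), and Il6 (6.64-fold).

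In the injured library Notch2 was raised in every type compared, and the smallest ratio to the normal mean over stromal, endothelial, macrophage and mural cells was 4.01. This is consistent with a difference between libraries, or with a change after injury, that touches all these types, and argues against a rise limited to mural cells. Jag1 rose in each of the 4 types as well, by 2.07 to 5.01 times. Sex, age, handling and depth of the library were not separated from the injury.

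The paper reports fewer inferred interactions in injured discs, which depend on the genes detected per type. The number of genes with a UMI in at least 10% of the cells of a type in the injured library was 0.388 to 0.517 of the mean of the normal libraries, over 4 types. After thinning the cells to the same number of UMIs the gap nearly closed, to between 0.873 and 0.9502, yet the injured library stayed below all 4 normal libraries in 7 of 8 pairs of a type and a thinning depth. Lower depth is thus argued against as the whole cause, though it accounts for most of the gap. Interactions themselves were not computed.

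The share of stromal cells with an Sfrp2 UMI after thinning to 1000 UMIs fell from 51.0% at 3 d to 1.00% at 78 w, and the share with a Chad UMI rose from 1.09% to 43.7%, with 54.1% at 16 w. The paper reports falling Sfrp2-positive and rising Chad-positive fibroblasts by in situ hybridization, another assay. In injured stromal cells the shares were 5.73% and 42.8%, unthinned 10.3% and 58.4%, with 328 cells left out and a median of 3579.5 UMIs, against 0.980% and 12.4% in injured endothelial cells with a median of 1857 UMIs. Col1a1 in injured stromal cells was at 24432 CPM, above the 907 to 12965 CPM of the normal libraries, and Eln and Postn were at 115 and 160.0 CPM, above their values at 16 w and 78 w.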
